# Discovery and comparative profiling of microRNAs in a sweet orange red-flesh mutant and its wild type

**DOI:** 10.1186/1471-2164-11-246

**Published:** 2010-04-17

**Authors:** Qiang Xu, Yuanlong Liu, Andan Zhu, Xiaomeng Wu, Junli Ye, Keqin Yu, Wenwu Guo, Xiuxin Deng

## Abstract

**Background:**

Red-flesh fruit is absent from common sweet orange varieties, but is more preferred by consumers due to its visual attraction and nutritional properties. Our previous researches on a spontaneous red-flesh mutant revealed that the trait is caused by lycopene accumulation and is regulated by both transcriptional and post-transcriptional mechanisms. However, the knowledge on post-transcriptional regulation of lycopene accumulation in fruits is rather limited so far.

**Results:**

We used Illumina sequencing method to identify and quantitatively profile small RNAs on the red-flesh sweet orange mutant and its wild type. We identified 85 known miRNAs belonging to 48 families from sweet orange. Comparative profiling revealed that 51 known miRNAs exhibited significant expression differences between mutant (MT) and wild type (WT). We also identified 12 novel miRNAs by the presence of mature miRNAs and corresponding miRNA*s in the sRNA libraries. Comparative analysis showed that 9 novel miRNAs are differentially expressed between WT and MT. Target predictions of the 60 differential miRNAs resulted 418 target genes in sweet orange. GO and KEGG annotation revealed that high ranked miRNA-target genes are those implicated in transcription regulation, protein modification and photosynthesis. The expression profiles of target genes involved in carotenogenesis and photosynthesis were further confirmed to be complementary to the profiles of corresponding miRNAs in WT and MT.

**Conclusion:**

This study comparatively characterized the miRNAomes between the red-flesh mutant and the wild type, the results lay a foundation for unraveling the miRNA-mediated molecular processes that regulate lycopene accumulation in the sweet orange red-flesh mutant.

## Background

Sweet orange (*Citrus sinensis *[L.] Osbeck), one of the most important fruit crops worldwide, is responsible for 75% of citrus production used both as fresh fruit and processed juice [1]. Orange fruit is believed to contain many phytochemicals which are beneficial to human health [2]. Carotenoids are a group of the health-promoting products which may serve as antioxidants, vitamin A precursors, and cancer-preventing effectors [3]. Orange fruit is reported with more than 115 species of carotenoids [4], but lycopene are absent from common varieties [5-7]. Interest in lycopene metabolism and regulation is growing rapidly because a variety of epidemiological trials have suggested that higher intake of lycopene-containing fruits or foods are associated with decreased cardiovascular disease and prostate cancer risks [8]. So far, three sweet orange mutants with lycopene accumulation in the fruits were reported: Shara [9], Cara Cara [10] and the recently reported 'Hong Anliu' [11]. 'Hong Anliu' is a spontaneous bud mutant from its wild type 'Anliu' sweet orange. We found that lycopene in the 'Hong Anliu' mutant was 1000-fold higher than that in its wild type fruits, and in juice sacs the lycopene accumulation was coincided with increased expression of upstream carotenogenic genes and reduced expression of downstream genes [11]. Thereafter, transcriptional study including cDNA microarray in combination with suppression subtraction hybridization (SSH) was used to investigate gene expression changes in the mutant, and a total of 267 differentially expressed genes were detected [12]. More recently, massively parallel signature sequencing was applied to decipher the transcriptome changes between WT and MT; and the results indicated that partial impairment of lycopene downstream flux are critical for the formation of lycopene accumulation trait in the mutant [13]. Meanwhile, comparative proteomic analyses were performed between the mutant and its wild type. And the proteomic data, when considered in combination with transcriptional data, suggest that post-transcriptional regulations are involved in shaping the red-flesh trait of the orange mutant [14]. However, it remains largely unknown what kind of post-transcriptional mechanism was involved in the red-flesh mutant. So far, one interesting case has been reported in Arabidopsis where miRNA was proposed to regulate the expression of APETALA2 transcription factor (designated as RAP2.2) in controlling a key carotenoids biosynthesis gene (phytoene synthase gene) [15]. But to date, very little is known about miRNAs or miRNA-mediated molecular processes that regulate lycopene accumulation in plant fruits.

Small RNAs (sRNAs) are emerging as important regulators of biological processes on post-transcriptional level in most eukaryotes [16,17]. In plants, sRNAs are involved in a variety of activities that are essential for genome stability, development, and adaptive responses to biotic and abiotic stresses [16-21]. There is still increasing data for the implication of sRNAs in the regulation of other biological processes [22-24].

Based on difference of biogenesis and action, sRNAs have been mainly grouped into two categories, microRNA (miRNA) and short interfering RNA (siRNA) [21]. miRNAs distinguish from siRNAs by their biogenesis. miRNAs are cleaved from stem-loop precursor molecules that derive from single-stranded RNAs, while siRNAs are generated from double-strand RNA precursors [25]. In plants, miRNA regulates gene expression mostly on post-transcription level [17]. The majority of the miRNAs initially isolated from model plant *Arabidopsis thaliana *was found to be evolutionarily conserved across plant species [26]. Later, many researches suggested that the miRNA repertoire of plant species comprises a set of non-conserved miRNAs besides the conserved ones [27-29]. To date, 1894 miRNA sequences have been identified from 24 plant species, as revealed from miRNA registry database (miRBase v13.0; http://microrna.sanger.ac.uk). However, no citrus miRNAs have been found in this database so far.

Plant miRNAs have been identified mostly by two strategies: traditional Sanger sequencing of the small RNA libraries as for Arabidopsis [19,26], rice [30,31], and poplar [20]; and computational prediction of conserved miRNAs by searching for homologous sequences using EST or genomic sequences [18,32-36]. However, the computation-based approach is mostly limited to the discovery of conserved miRNAs; and the small-scale traditional sequencing approach identified mainly conserved miRNAs, as suggested by Morin et al. [37] and Moxon et al. [23]. Recently developed high-throughput sequencing technology has allowed the discovery of several non-conserved or lowly expressed miRNAs as well as quantification of the expression of miRNAs. This strategy has been successfully applied to both model plants [28,38-44], and non-model plants [23,37,45-50].

The criteria for miRNAs characterization and annotation in plants have been advanced since plants have relatively large and complex sRNA populations within which miRNAs are often a minority [51]. The minimum criteria include biogenesis criterion that miRNA precursors can be folded into stem-loop structure, and expression criterion that mature miRNAs should be detected by northern blotting, qRT-PCR or sequencing [52]. Proof of biogenesis requires data of the cloning or detection of miRNA* sequences, which is complementary to miRNA sequences in the precursor molecule [29,51]. Expression detection can also be done by recently developed qRT-PCR-based methods [53,54], where each miRNA is reverse-transcribed from total RNA using a specific stem-loop primer, followed by PCR amplification and detection. This method is believed to be a powerful alternative for sensitive, rapid, and cost-effective detection of miRNA [24,55]. Target prediction can be an ancillary criterion for miRNA annotation. Sequence complementarity between miRNAs and their target genes is very high in plants, which has made the search for plant miRNA target genes a straightforward process [18]. A number of prediction algorithms are available publicly for plant miRNA target prediction, such as miRU [56], WMD3 [57], and UEA plant sRNA toolkit [58].

Here we described the deep sequencing of sRNAs from a red-flesh sweet orange mutant and its wild type. Comparative profiling of the sRNA transcriptome between wild type and mutant revealed a set of 51 known and 9 novel miRNAs showing significant expression changes. The annotation of the potential targets of differential miRNAs indicated that high ranked genes are that implicated in biological processes including carotenoid biosynthesis, transcription regulation, and photosynthesis.

## Results

### Sequencing and annotation of sweet orange small RNAs

Our previous studies showed that the stage of 170 days after flowering (DAF) is the critical stage for the phenotype of color break and global gene expression changes during fruit development in the mutant (Figure 1) [11,13]. 

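The deposited data hold 1 small RNA library of 'Anliu' sweet orange (wild type, WT) and 1 library of its red-flesh mutant 'Hong Anliu' (MT), both from fruit pulp taken 170 days after flowering. The paper's methods give 3 trees and 10 fruits per tree. The paper's text does not name whether trees were pooled. Small RNAs were separated by size on a gel, ligated to adaptors, reverse transcribed, amplified and sequenced on an Illumina Genome Analyzer. The authors filtered the reads on base quality, trimmed the adaptors, merged identical reads into unique sequences (tags) of 18 to 30 nt, and deposited the raw count of reads of each tag without normalization. A tag was retained in a library where it had at least 3 reads. The paper's results discard counts below 3, while its methods ask for more than 3 reads. At least 3 reads was used because it gives the paper's numbers of unique tags in both libraries. TPM stands for reads per 1000000 retained reads of the library, and the reads of a miRNA are those of the tag with exactly its sequence. The log2 ratio of MT to WT was computed after adding 0.5 read to each count. Reads of a miRNA were tested against the other retained reads of the libraries by the two-sided Fisher's exact test at the level of 0.01 that the paper used. With 1 library per genotype, no difference between WT and MT has a replicate check, and this test compares those libraries, not the conditions. Intervals in parentheses are 95% Wilson confidence intervals. The floor of 3 reads corresponds to 1.68 TPM in WT and 0.897 TPM in MT, and a fold difference against a library at or under this floor is a lower bound. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. The 85 known miRNAs are the sequences of Additional file 5, and the 12 miRNAs of Table 2 are written csi-nov-01 to csi-nov-12.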

In this study, sRNA libraries were generated from fruit pulps of 'Anliu' sweet orange (wild type, WT) and its red-flesh mutant (MT) 'Hong Anliu' at 170 DAF stage. Deep sequencing of small RNA libraries yielded 4,987,484 and 7,163,041 unfiltered sequence reads for WT and MT, respectively. The raw sRNA data were submitted to Gene Expression Omnibus (GEO) under accession no. GSE18207. After discarding low quality sequences containing ambiguous nucleotides, sequences shorter than 18 nucleotides, and sequences counts below 3 in both libraries, 1,790,395 (WT) and 3,345,746 (MT) reliable sequences were remained for analysis. These sequences represented 202,965 and 320,443 unique sRNA sequences in WT and MT, respectively. 

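The deposited WT library held 4598696 reads of 2787921 unique tags, and 84.5% of these tags had 1 read. The deposited MT library held 6775323 reads of 3416419 unique tags, and 80.9% of these had 1 read. After applying the minimum of 3 reads within each library, 1785395 reads of 202965 unique tags (38.8% of the reads) remained in WT. In MT, 3345746 reads of 320443 unique tags (49.4% of the reads) remained. The number of tags retained in both libraries was 86542, which is 42.6% of the retained tags of WT and 27.0% of those of MT. These shared tags held 68.3% of the retained reads in WT and 54.0% in MT.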

The distribution of unique sRNA length is summarized in Figure 2. The overall distribution pattern was similar between WT and MT, i.e. the majority of sRNAs (approximately 95%) were 21-24 nt in length with 24-nt sRNA as the major peak.

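Tags of 21 to 24 nt made up 95.0% (94.9 to 95.1) of the retained unique tags in WT and 95.3% (95.2 to 95.4) in MT. The 24-nt tags accounted for 66.1% (65.9 to 66.3) of the unique tags in WT and 53.2% (53.0 to 53.4) in MT, a difference larger than these intervals. The share of 21-nt tags was 8.88% in WT and 15.0% in MT, and that of 22-nt tags was 5.25% in WT and 12.3% in MT. The 23-nt tags made up 14.8% of the unique tags in either library. Counting reads in place of unique tags moved the 24-nt share most, to 57.3% in WT and 39.7% in MT.

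**Figure D1:**
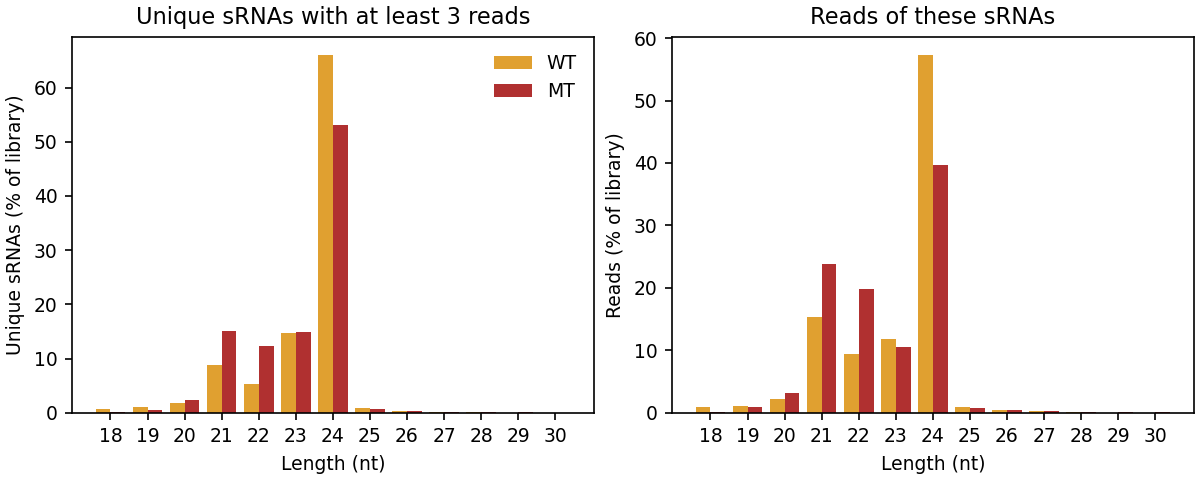
Length of the retained sRNAs in the WT and MT libraries, as the percent of unique tags (left) and the percent of reads (right) of each library at each length in nt. The bars at 24 nt are the highest in every panel and reach 66.1% (WT) and 53.2% (MT) of the unique tags, while the 21-nt and 22-nt bars are higher in MT.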

**Figure 1:**
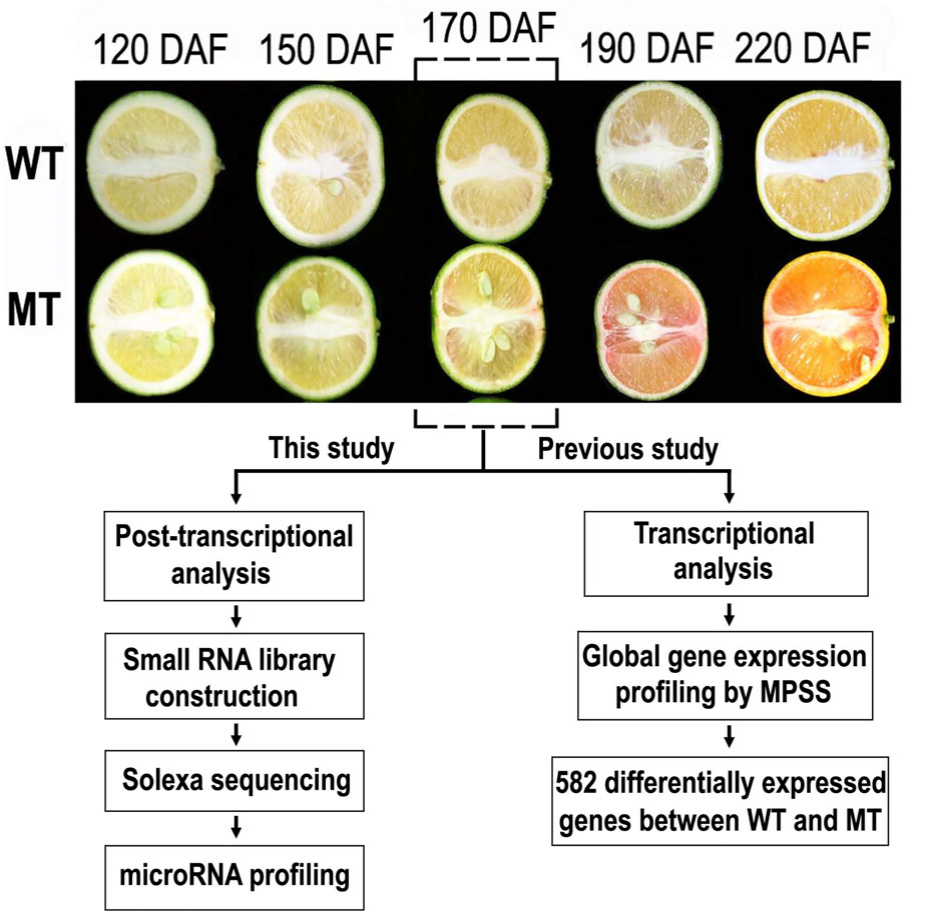
**Fruit development of the red-flesh mutant 'Hong anliu' sweet orange (MT) and its wild type (WT)**. The schematic presentation shows the strategy of transcriptional analysis by the Massive Parallel Signature Sequencing (previously) and post-transcriptional analysis by sRNA sequencing (this study) on the MT and WT. DAF stands for Days After Flowering.

**Figure 2:**
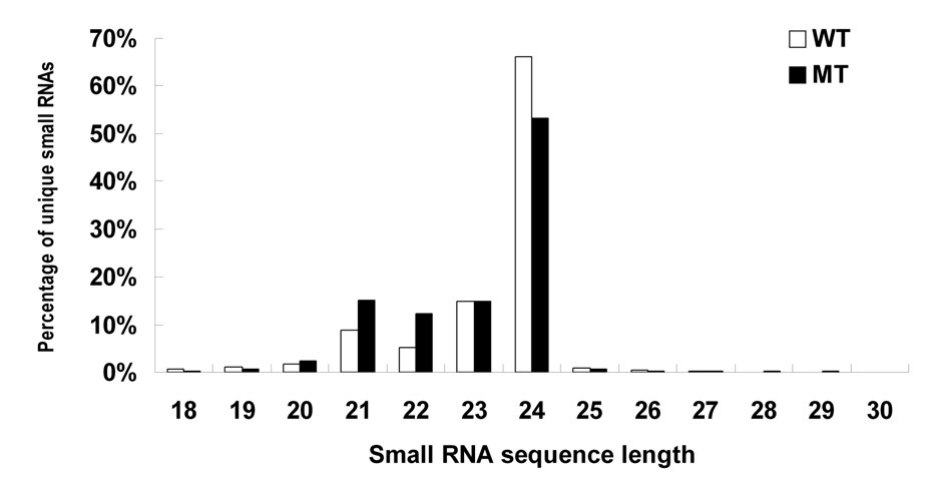
**Length distribution of sweet orange small RNA**.

The unique sRNAs were further classified into different RNA categories (Table 1). Analysis showed that 10.8% (WT) and 9.9% (MT) of the unique sRNAs matched the *Citrus sinensis *unigenes (dataset from TIGR, the institute for genomic research). Detailed information was shown in Additional file 1 and 2. Further analysis using the sRNA sequences searching against Rfam database revealed that 1.7%, and 1.5% of the sequences for WT and MT, respectively, matched noncoding RNAs including rRNA, tRNA, snRNA and snoRNAs (Additional file 3 and 4). 

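The tags that Additional files 3 and 4 list as tRNA, snRNA and snoRNA were looked up in the deposited counts. The tRNA list of WT has 647 entries of 584 distinct tags, and that of MT has 1301 entries of 1143 distinct tags, so each tag was counted once. The tRNA tags held 1.20% (1.18 to 1.21) of the retained reads in WT and 2.04% (2.03 to 2.06) in MT. For snRNA, 39 tags held 0.0146% of the reads in WT and 104 tags held 0.0257% in MT. For snoRNA, 13 tags held 0.0264% of the reads in WT and 14 tags held 0.00445% in MT. With every deposited read of a tag listed for either library counted, as a share of all deposited reads, tRNA had 0.472% in WT and 1.01% in MT. These shares are lower because of the larger total, since the tRNA reads themselves rose from 21384 to 21686 in WT and from 68402 to 68538 in MT. The share of rRNA was not analysed here.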

Searching the remaining sRNAs from WT and MT against miRBase v13.0 identified 0.4% and 0.3% of the unique sequences matched known miRNAs, which account 3.7% and 3.1% of the total sRNAs, respectively (Table 1).

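The tags identical to the 85 known miRNAs of Additional file 5 held 33448 reads in WT, or 1.87% (1.85 to 1.89) of the retained reads, and 62051 reads in MT, or 1.85% (1.84 to 1.87). With every deposited read counted, as a share of all deposited reads, these were 0.728% and 0.916%. The reads were concentrated on few sequences. The 5 most abundant known miRNAs of each library held 82.0% of the known miRNA reads in WT and 79.2% in MT. The 12 miRNAs of Table 2 had 1828 reads in WT (0.102% of the retained reads) and 5553 reads in MT (0.166%).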

**Table 1:** Summary of sRNAs sequences from WT and MT sweet orange

Category	Distinct signatures		Total signatures		Mean frequencies	
	**WT**	**MT**	**WT**	**MT**	**WT**	**MT**
matching protein-coding gene						
sense	13811 (6.80%)	18142 (5.66%)	244819 (13.67%)	346569 (10.36%)	17.73	19.10
antisense	8281 (4.08)	10651 (3.32%)	120749 (6.74%)	162839 (4.87%)	14.58	15.29
non-protein-coding RNAs						
snoRNA	13 (0.01%)	14 (0.01%)	471 (0.03%)	149 (0.01%)	36.23	10.64
snRNA	39 (0.02%)	104 (0.03%)	261 (0.01%)	859 (0.03%)	6.69	8.26
tRNA	647 (0.32%)	1301 (0.41%)	21932 (1.22%)	73778 (2.21%)	33.90	56.71
rRNA	2747 (1.35%)	3772 (1.18%)	59535 (3.33%)	99252 (2.97%)	21.67	26.31
miRNAs						
known	667 (0.33%)	802 (0.25%)	61993 (3.46%)	87455 (2.61%)	92.94	109.05
novel	83 (0.04%)	111 (0.03%)	4084 (0.23%)	11463 (0.34%)	49.20	103.27
other sRNAs	176677 (87.05%)	285546 (89.11%)	1276551 (71.30%)	2563382 (76.62%)	7.23	8.98
total	202965 (100%)	320443 (100%)	1790395 (100%)	3345746 (100%)	8.82	10.44

### Known miRNAs

We identified 85 miRNAs, belonging to 48 familes, in sweet orange by BLAST against the miRBase v13.0 using our combined (WT and MT) sRNA sequences (Additional file 5). The potential conserved miRNAs were used for BLASTN against sweet orange unigene dataset to search precursor sequences (Detail in Methods). Since the orange genome is largely unknown, we used orange unigene dataset (from TIGR, the institute for genomic research) and 1.2× coverage sequence of sweet orange (from NCBI) to predict RNA secondary structures. The sequences of perfect match with sRNA sequences were used for fold-back structure prediction by Mfold program [59]. The miRNA-containing fold-back structures were shown in Additional file 6.

To compare the miRNA abundance in different libraries, the count of each miRNA was normalized to transcripts per million (TPM). In the WT sRNA library, miR168, miR172 and miR156 were the most overrepresented families, with the abundance at 8,927, 4,754 and 3,566 TPM, respectively. These three miRNA families also frequently represented in MT sRNA library, but the difference is that the miR172 abundance ranked third (3,330 TPM) after miR156 (4,397 TPM) and miR168 (8,437 TPM) in the library. It is interesting that in both libraries miR168 was the most frequent miRNA which constituted nearly 32% of the miRNA transcriptome of sweet orange.

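Summed over the sequences of a family in Additional file 5, miR168 had 7140 TPM (7017 to 7264) in WT and 7290 TPM (7199 to 7381) in MT and ranked first of the 48 families in both. The miR172 family ranked second in both libraries, with 4116 TPM (4023 to 4211) in WT and 3024 TPM (2965 to 3083) in MT. Rank 3 was held by miR164 in WT, with 1698 TPM, and by miR166 in MT, with 1982 TPM. The miR156 family had 291 TPM (267 to 317) in WT, where it ranked 8, and 1022 TPM (989 to 1057) in MT, where it ranked 6. Summing all tags that share the first 18 nt of a miRNA moved these values, to 348 TPM for miR156 in WT, and placed miR167 at rank 3 in both libraries.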

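The single miR168 sequence, csi-miR168a, had 12747 reads in WT and 24389 reads in MT. It held 38.1% (37.6 to 38.6) of the reads on the 85 known miRNAs in WT and 39.3% (38.9 to 39.7) in MT. Its log2 ratio of MT to WT was 0.03 (p = 0.0564, Fisher's exact test), and this ratio changed its sign when the tags sharing the first 18 nt were summed, to -0.04.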

The 48 miRNA families from sweet orange were compared with those from 11 other plant species (Figure 3). Generally, the orange miRNAs had corresponding homolog in at least one plant species; one miRNA miR1061 only has homolog in phylogenetically distant species *Physcomitrella*. Moreover, miR1169 and miR1171 were extraordinary that they only have homolog genes in *Chlamydomonas *which belongs to protista kingdom. These data suggest that some orange miRNAs are ancient. 

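In the deposited counts, csi-miR1061-5p had 7 reads in WT and 6 in MT. The tag of cre-miR1169* had 5 reads in MT and 0 in WT. The tag of cre-miR1171 had 26 retained reads in MT, while its 2 deposited reads in WT were under the minimum, so it was at least 4.62-fold higher in MT (p = 2.89e-05, Fisher's exact test). On the hairpin that Additional file 6 gives for this miRNA, 38 different tags were found. Those on the side of cre-miR1171 summed to 60 reads in WT and 578 reads in MT.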

Sweet orange was phylogenetically close to Arabidopsis which have 187 miRNA genes in miRBase v13.0 database; comparison between them showed that 28 miRNA familes were conserved between them. When comparing with the 140 miRNA genes from another fruit crop grapevine, 23 of them were conserved between sweet orange and grapevine (Figure 3).

**Figure 3:**
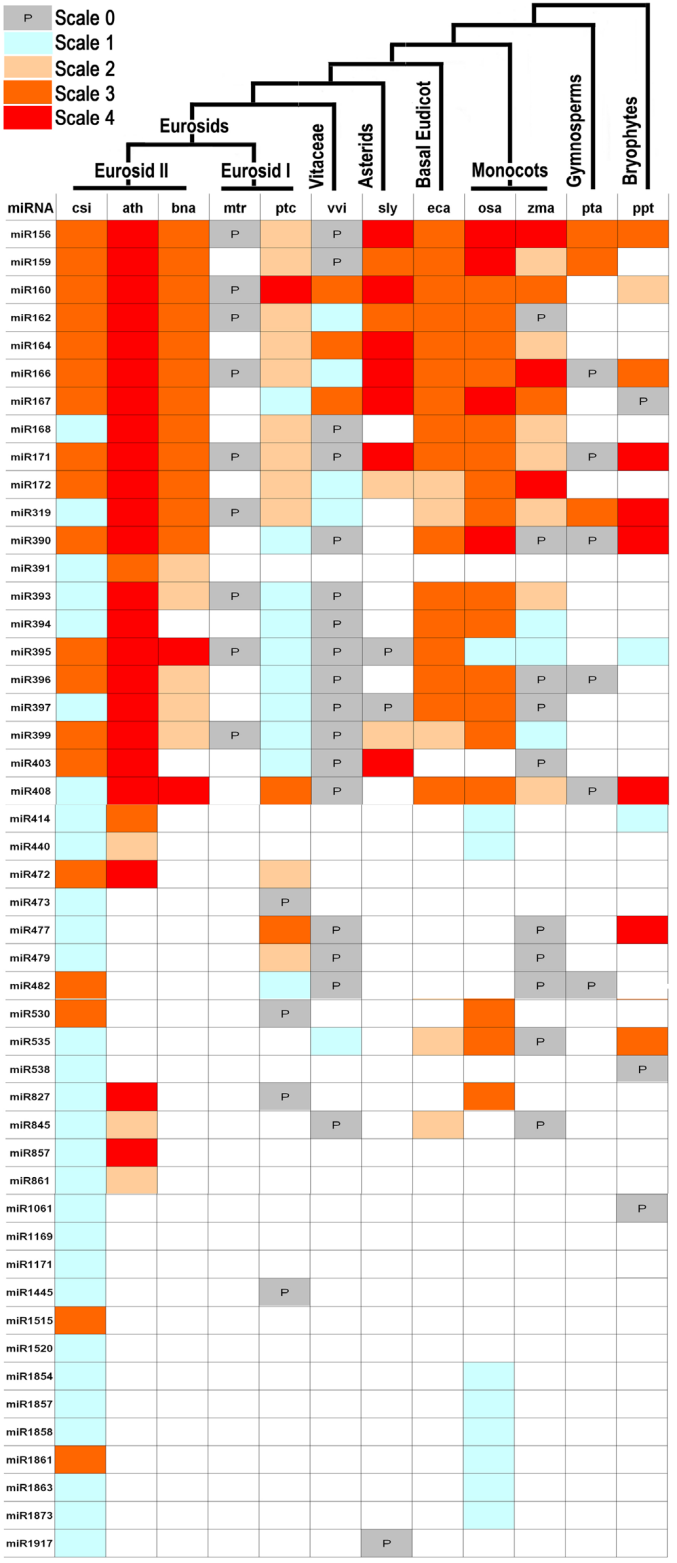
**Known miRNAs from sweet orange (*Citrus sinensis*), designated as csi on the first column, and their homologs in other plant species**. The picture is modified from Axtell et al. [45]. Scale 0, miRNA only predicted; scale 1, miRNA sequenced; scale 2, miRNA/miRNA* accumulation detected; scale 3, miRNA detected by small RNA blot or qRT-PCR; scale 4, miRNAs with validated targets. The general information is based on miRBase 13.0 statistics. Abbreviations: ath, *Arabidopsis thaliana*; bna, *Brassica napus*; csi, *Citrus sinensis*; eca, *Eschscholzia californica*; mtr, *Medicago truncatula*; osa, *Oryza sativa*; pta, *Pinus taeda*; ptc, *Populus trichocarpa*; ppt, *Physcomitrella patens*; sly; *Solanum lycopersicum*; vvi, *Vitis vinifera*; zma, *Zea mays*. Some of the data is renewed with information from publications including Arabidopsis [24,62], California poppy [46], grape [60], rice [44], and tomato [23,55].

Putative targets of miRNAs were determined using publicly available algorithms including miRU [56] and WMD3 [57]. Of the 85 known miRNAs, 82 had putative targets, with the exception of miR167a, miR845b, and miR1520c (Additional file 7). Many putative targets are transcription factors and homologs of known miRNA target genes in other plant species, such as SBP for miR156, NAC for miR164, bZIP for miR166, AP2 for miR172 and F-box for miR394. One occasional case in grapevine [60] was also observed in sweet orange: csi-miR535 was predicted to target *squamosa promoter-binding protein-like *(*SPL*) gene while not target to a brassinosteroid signaling regulator as that firstly reported in moss [61].

### Novel miRNAs

After excluding the rRNA, tRNA, snRNA, snoRNAs and known miRNAs, the remained sRNA sequences were used to BLAST search on orange unigenes and 1.2× coverage sequence of sweet orange (from NCBI); and secondary structure prediction were done for each locus using the criteria described by Jones-Rhoades et al. [29]. This analysis revealed that 21 sRNA sequences were perfectly matched ESTs and could be folded into stem-loop structures (Additional file 8). Search of complementary miRNA* sequences showed that 12 of the 21 candidate miRNAs were detected (Table 2 and Additional file 8). Based on the criteria of loci with stem-loop structure producing sequenced mature miRNA and miRNA* species as described in Meyers et al. [51], these 12 sequences were considered as novel miRNAs.

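For 10 of the hairpins in Additional file 8 the sequence could be read from the supplement, and retained tags were matched to both arms of each. Some of these sequences are incomplete or hold misread letters, so the absence of reads on an arm was not assessed. The opposite arm of the csi-nov-03 hairpin held 1873 reads in WT and 6215 in MT, that of csi-nov-12 held 317 and 211 reads, and that of csi-nov-05 held 43 reads in WT and more in MT. On the csi-nov-12 hairpin, the opposite arm carries AGAATCTTGATGATGCTGCAA, which differs from csi-miR172a in its last base only. The opposite arm of csi-nov-06 had 0 retained reads in WT and 7 in MT. On the csi-nov-07 hairpin, the 189 reads in WT and 501 reads in MT of the opposite arm include csi-miR166a itself. In the fold printed for csi-nov-08 the opposite arm is csi-miR482a, which had 147 reads in WT and 14 in MT, and in that of csi-nov-02 it is csi-miR162a, which had 609 reads in WT and 56 in MT.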

**Table 2:** Potential novel miRNA genes from sweet orange

miRNA ID	Sequences (5'-3')	WT count^a^	MT count^a^	Fold change	Precursor Unigene ID	Start, end	miRNA star
csi-novel-01	UUUUUCGGCAACAUGAUUUCU	2.8	0.0		EY671768	607, 764	Yes
csi-novel-02	UGGAGGCAGCGGUUCAUCGAUC	4.5	3.3	1.4	EY681703	286,417	Yes
csi-novel-03	UAGAUAAAGAUGAGAGAAAAA	220.1	1248.5	5.7	EY683731	19,166	Yes
csi-novel-04	UUCAAGAAAUCUGUGGGAAG	8.9	0.0		EY714194	255, 397	Yes
csi-novel-05	UGAAGGGCCUUUCUAGAGCAC	90.5	29.6	3.1	CN182895	123, 285	Yes
csi-novel-06	UUCCCUAGUCCCCCUAUUCCUA	11.2	1.5	7.5	CX051199	168, 263	Yes
csi-novel-07	GGAAUGUUGUCUGGCUCGAGG	12.3	4.8	2.6	EY672989	141, 318	Yes
csi-novel-08	AGUGGGAGCGUGGGGUAAGAAG	287.1	369.1	1.3	EY676411	137, 282	Yes
csi-novel-09	UUGAGUUCUGCAAGCCGUCGA	0.0	2.7		EY712260	398, 498	Yes
csi-novel-10	AGGUCAUCUUGCAGCUUCAAU	27.9	4.5	6.2	EY739655	272, 634	Yes
csi-novel-11	UGGACAGAGAAAUCACGGUCA	591.5	132.7	4.5	TC19570	105, 191	Yes
csi-novel-12	GCAGCGUCCUCAAGAUUCACA	15.1	4.5	3.4	TC23189	300, 444	Yes

^a ^count was normalized as transcripts per million (TPM).

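All 12 miRNAs of Table 2 had at least 3 reads in both libraries. The most abundant in MT was csi-nov-03, with 376 reads in WT and 4031 in MT (211 and 1205 TPM), a log2 ratio of 2.51. The most abundant in WT, csi-nov-05, fell from 325 TPM (581 reads) in WT to 26.6 TPM (89 reads) in MT, a log2 ratio of -3.61 (p = 5.67e-171, Fisher's exact test). The other miRNAs with more than 100 reads in both libraries were csi-nov-08, with 422 reads in WT and 1059 in MT (log2 ratio 0.42, p = 2.44e-07, exact test), and csi-nov-11, with 304 and 270 reads (log2 ratio -1.08, p = 7.15e-19, exact test). With 0.2 assumed in edgeR as the biological coefficient of variation, csi-nov-08, csi-nov-11 and csi-nov-12 did not pass the level. The tag that continues csi-nov-11 by 1 base (T) at its 5' end had 35576 reads in WT and 46476 in MT. It was not found in the csi-nov-11 hairpin as read from the supplement, where the base before csi-nov-11 is C. Few reads stood behind csi-nov-06 (19 in WT, 3 in MT), csi-nov-09 (20 and 8), csi-nov-10 (49 and 14) and csi-nov-12 (18 and 10), all of them lower in MT and past the level of 0.01 in Fisher's exact test. The remaining csi-nov-01, csi-nov-02, csi-nov-04 and csi-nov-07 did not differ by this test, and csi-nov-02 had 3 reads in WT and 7 in MT.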

All the 12 novel miRNAs had a predicted target in at least one orange EST sequence (Additional file 9). Putative targets of four miRNAs were transcription factors, including NAC for csi-novel-01 and csi-novel-11, AUX/IAA TF for csi-novel-03 and YABBY for csi-novel-10. It is notable that one miRNA potentially target disease resistance genes, i.e. csi-novel-06 predicted to target on serine/threonine kinase gene.

To confirm the expression of the novel miRNAs, we analyzed the expression of all the 12 novel miRNAs using stem-loop qRT-PCR. All the genes could be detected by qRT-PCR (Figure 4A). Of the 12 novel miRNAs, 8 genes showed similar expression pattern to that revealed from sequencing data of the sRNA libraries. The electrophoresis of the qRT-PCR products confirmed the size and expression of these novel miRNAs (Figure 4C). Moreover, we analyzed the expression of three miRNA*s (csi-novel-03, -05, -06); and results showed that two miRNA*s had different expression pattern from those of corresponding mature miRNAs (Figure 4A).

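In the libraries, the miRNA* of csi-nov-03 (TTTCTCTTATCGTTATCTGT) had 552 reads in WT and 3235 reads in MT, or 309 and 967 TPM. Its log2 ratio of 1.64 (p = 5.25e-173, Fisher's exact test) had the sign of that of csi-nov-03. The miRNA* of csi-nov-06 (GGAATTGGGTGCTAGGGAAGG) had 0 reads in WT and 7 in MT (p = 0.104, Fisher's exact test), a difference not detectable at this depth.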

**Figure 4:**
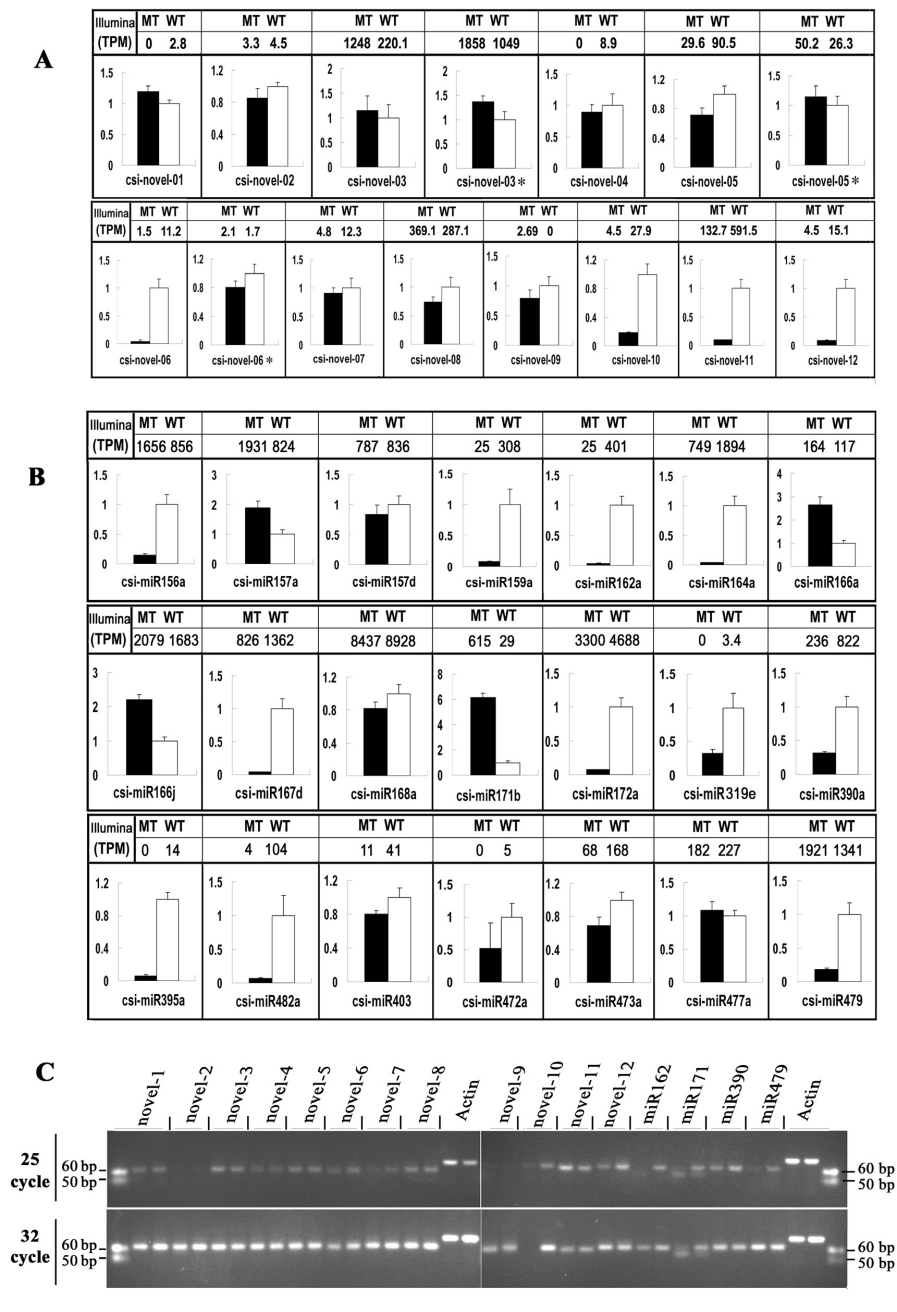
**Expression confirmation of citrus miRNAs derived from high throughput sequencing**. (A). novel miRNAs expression detected by stem-loop qRT-PCR; (B) differentially expressed known miRNAss expression detected by stem-loop qRT-PCR; (C) electrophoresis of the stem-loop PCR products. Each primer has been used for the PCR amplifications on two samples, mutant and wild type.

### miRNA-targets associated small RNAs

To compare the frequency of small RNAs located in miRNA-target genes with other genes, we mined the unique small RNAs (sRNAs) that matched perfectly to miRNA-target genes in sense or antisense strands according to Luo et al. [62]. Target prediction of the 85 known and 12 novel miRNAs produced a total of 555 miRNA-target genes. Then all the 555 miRNA-target genes were searched against the unigenes on which sRNAs were mapped. This analysis in WT showed that 13,811 sRNAs in sense and 8,281 sRNAs in antisense were mapped perfectly on orange unigenes (Table 1; Additional file 1). Of the mapped unigenes in WT, 76 were miRNA-target genes: 21 of them produced sRNAs in sense strand, 11 in antisense and 44 in both sense and antisense (Table 3). For MT sample, 18,142 and 10,651 sRNAs were mapped in sense and antisense, respectively (Table 1; Additional file 2). Similar analysis revealed that 97 miRNA-target genes match sRNAs perfectly, with 20 in sense strand, 27 in antisense and 50 in both strand (Table 3; detail in Additional file 10). This study showed that 13.7% and 17.5% of the miRNA-target genes in WT and MT could be the precursors of sRNAs. The high frequency of miRNA-targets associated sRNAs suggests that miRNA-target genes are hotspots for generation of sRNAs.

**Table 3:** Summary of small RNAs generated from miRNA-target genes

	Producing sense small RNAs	Producing antisense small RNAs	Overlap between sense and antisense	Total sense or antisense
WT miRNA target genes^a^	65 (11.7%)	55 (9.9%)	44 (7.9%)	76 (13.7%)
MT miRNA target genes^a^	70 (12.6%)	77 (13.9%)	50 (9.0%)	97 (17.5%)

^a ^All the 555 miRNA-target genes were used for analysis, detailed gene ID see in Additional file 10.

### Differentially expressed miRNAs between WT and MT

The frequency of each miRNAs in the small RNA library could serve as an index for the estimation of the relative expression abundance of miRNAs. To investigate the expression change of miRNAs between WT and MT, the abundance of each miRNA was normalized as transcripts per million (TPM). 

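Of the 85 known miRNAs, 36 differed between the WT and MT libraries at the level of 0.01, with 14 higher and 22 lower in MT. Of the 12 miRNAs of Table 2, 8 differed, with 2 higher and 6 lower in MT. Of the known miRNAs, 35 that differed here also pass that level in the paper's Additional file 5, all 35 in the same direction. The counts moved most when a spread between libraries was assumed. With an assumed biological coefficient of variation of 0.4 in the exact test of edgeR, 10 known miRNAs and 4 of Table 2 differed. The balance of directions depended on the depth and the scaling. WT has fewer retained reads, so 5 reads against 0 passed the level in WT (csi-miR472a) and not in MT (csi-miR390b). With MT thinned to the WT reads, which also moves the ratios, 16 of the differing known miRNAs were higher and 19 lower in MT. Under TMM scaling, which shifts every log2 ratio by 0.71, 63.4% of the differing miRNAs were higher in MT, against 36.4% when scaled to retained reads.

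**Figure D2:**
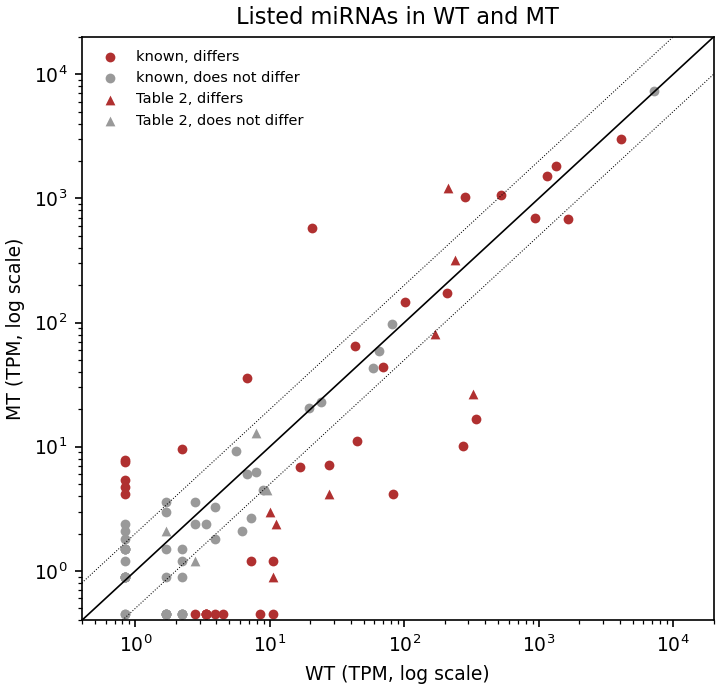
Abundance of the 85 known miRNAs (circles) and the 12 miRNAs of Table 2 (triangles) in WT (horizontal axis) and MT (vertical axis), in TPM on log scales, with miRNAs without retained reads drawn at the margin under the floor. Red marks the 36 known miRNAs and 8 miRNAs of Table 2 that differ by Fisher's exact test, the solid line marks equal abundance and the dotted lines a 2-fold difference.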

A total of 51 known miRNA genes and 9 novel miRNAs were up- or down-regulated significantly at 0.01 level based on Z-score statistics (Table 2 and Additional file 5). Among these 60 differentially expressed genes, 52 miRNAs showed a two-fold or greater (ratio > 2 or < 0.5) expression difference between MT and WT. 

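Among the 44 miRNAs that differed here, 35 had a ratio of TPM above 2 or below 0.5, with 11 higher and 24 lower in MT. Under TMM scaling this balance was reversed, since 32 had such a ratio, with 19 higher and 13 lower in MT. Scaled to the unfiltered reads of the paper, 11 were higher and 19 lower in MT. The TMM factors were computed after the minimum of 3 reads, whose floor in TPM is higher in WT. How this filter moved them was not examined. For comparison, the same test was applied to all 96633 tags with at least 10 reads in the libraries together. After Benjamini-Hochberg adjustment, 35871 of them (37.1%) differed at 0.01, with 19283 higher and 16588 lower in MT. Of the 59 listed miRNAs with at least 10 reads together, 32 had a log2 ratio beyond 1 in either direction. In 10000 random lists of 59 other tags matched on mean abundance, the median number was 38 and the central 95% of lists had 31 to 45, which places the listed miRNAs at percentile 5.87. The paper writes that the frequency of a miRNA in a library could serve as an index of its abundance, normalizes it to TPM, and calls miRNAs up- or down-regulated in MT at its level of 0.01 by Z-score statistics.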

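The largest rise among abundant known miRNAs was that of csi-miR171b, from 37 reads in WT to 1930 in MT (20.7 and 577 TPM), a log2 ratio of 4.78 (p = 1.99e-297, Fisher's exact test). Besides it, csi-miR156a rose from 284 to 1019 TPM (log2 ratio 1.84) and csi-miR167a from 520 to 1067 TPM (log2 ratio 1.04). The largest falls among miRNAs with more than 100 reads in WT were those of csi-miR159a, from 487 reads to 34 (log2 ratio -4.73, p = 6.75e-177, exact test), csi-miR162a, from 609 reads to 56 (log2 ratio -4.34), and csi-miR482a, from 147 reads to 14 (log2 ratio -4.25). No retained read was found in MT for csi-miR394a and csi-miR395a, which had 19 and 15 reads in WT and were at least 11.9-fold and 9.37-fold lower in MT. The falls of csi-miR164a, csi-miR164d, csi-miR403 and csi-miR482c were also past the level. Smaller differences were found for csi-miR166j (log2 ratio 0.43) and csi-miR479 (0.40). The log2 ratio of csi-miR172a was -0.44 and that of csi-miR473a was -0.66, and both changed sign under TMM scaling, to 0.27 and 0.0504. The reads of csi-miR390a (105 in WT, 144 in MT, p = 0.0165, exact test) did not differ, and its log2 ratio of -0.45 also changed sign under TMM scaling. Nor did those of csi-miR399a, which had 3 reads in WT and 12 in MT (p = 0.287, exact test), while csi-miR156b had 0 and 3 reads. These counts are of the exact sequences. All tags on the hairpin arm of csi-miR390a together had 1311 reads in WT and 766 in MT. Their log2 ratio of -1.68 is a fall larger than the TMM shift of 0.71. Those on the arm of csi-miR399a had 13 and 12 reads.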

Table 4 summarized the 20 miRNAs with the most significant expression changes between WT and MT.

**Table 4:** Top 20 differentially expressed miRNAs between WT and MT

miRNA	Sequence	WT count^a^	MT count^a^	Fold change	p-value
**Higher expression in MT**					
csi-miR479	UGUGAUAUUGGUUCGGCUCAUC	1341.6	1921.5	1.9	0
csi-miR156a	UGACAGAAGAGAGUGAGCAC	856.2	1656.1	2.6	0
csi-miR167a	UGAAGCUGCCAGCAUGAUCUA	759.6	1967.3	21.6	0
csi-miR171b	CGAGCCGAAUCAAUAUCACUC	28.5	615.4	4.5	0
csi-novel-08	UAGAUAAAGAUGAGAGAAAAA	220.1	1248.5	1.5	0
csi-miR166j	UCUCGGACCAGGCUUCAUUCC	1682.9	2078.5	3.1	2.85E-22
**Lower expression in MT**					
csi-miR482a	UCUUCCCUAUGCCUCCCAUUCC	103.9	4.2	15.6	0
csi-miR162a	UCGAUAAACCUCUGCAUCCAG	401.0	25.7	12.4	0
csi-miR159a	UUUGGAUUGAAGGGAGCUCUA	307.8	24.8	3.5	0
csi-miR390a	AAGCUCAGGAGGGAUAGCGCC	822.2	235.8	2.5	0
csi-miR164a	UGGAGAAGCAGGGCACGUGCA	1894.0	749.0	1.6	0
csi-miR167d	UGAAGCUGCCAGCAUGAUCUGA	1362.3	825.8	1.4	0
csi-miR172a	AGAAUCUUGAUGAUGCUGCAU	4688.4	3299.7	1.4	0
csi-novel-11	UGGACAGAGAAAUCACGGUCA	591.5	132.7	5.7	0
csi-miR156b	CUGACAGAAGACAGUGAGCAC	41.3	1.8	2.5	2.86E-27
csi-miR473a	ACUCUCCCUCAAGGGCUUCGC	168.1	68.1	1.2	2.01E-26
csi-novel-03	UGAAGGGCCUUUCUAGAGCAC	90.5	29.6	8.1	2.87E-20
csi-miR399a	UGCCAAAGGAGAAUUGCCCUG	36.3	4.5	13.8	3.14E-18
csi-miR482c	UCUUGCCCACCCCUCCCAUUCC	29.0	2.1	15.6	8.98E-18
Csi-miR164d	UGGAGAAGCAGGGCACGUGCU	49.1	11.1	4.4	7.6E-17

^a ^count was normalized as transcripts per million (TPM).

To confirm the expression difference of the miRNA, we analyzed the expression of 21 known miRNA genes using stem-loop qRT-PCR in addition to the 12 novel miRNA genes described earlier. The expression level of each gene in the MT and WT was compared with its abundance from the sequencing data of the sRNA library. Results showed that among the 33 miRNAs, 18 known miRNAs and 8 novel miRNAs have the same expression pattern in WT and MT as that from sequencing data (Figure 4B).

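Sequences of 19 of the known miRNAs in Figure 4 are given in Additional file 5. In the libraries, 6 of these were higher and 13 lower in MT, and 17 differed by Fisher's exact test, 5 of them higher and 12 lower in MT. Under TMM scaling, csi-miR167d, csi-miR172a, csi-miR390a, csi-miR473a and csi-miR477a turned from lower to higher in MT, so this balance depends on the scaling. With an assumed biological coefficient of variation of 0.2 in edgeR, 8 of the 19 differed. Of the 12 miRNAs of Table 2, 4 were higher and 8 were lower in MT.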

### Annotation of potential targets of differentially expressed miRNAs

Functional annotations were further performed to investigate which processes are differentially regulated by miRNAs in the mutant. A total of 418 potential target genes were predicted based on the 60 differentially expressed miRNAs in sweet orange (Additional file 11). 

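The miR167 sequences with the most reads changed in opposite directions. While csi-miR167a had 929 reads in WT and 3570 in MT (p = 6.07e-96, Fisher's exact test), csi-miR167d, which shares its first 18 nt, had 1675 and 2344 reads, a log2 ratio of -0.42 (p = 1.52e-19, Fisher's exact test). This fall of csi-miR167d was not kept under TMM scaling, where its log2 ratio was 0.29. All tags that share these 18 nt had together 3267 reads in WT and 8975 in MT, a log2 ratio of 0.55. For csi-miR1857-5p, 8 reads were found in MT and 2 deposited reads, under the minimum, in WT (p = 0.0572, Fisher's exact test). Only under TMM scaling did csi-miR1857-5p pass the level (p = 0.00881, Fisher's exact test).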

Interestingly, the potential targets included two important carotenogenic genes, i.e. geranylgeranyl pyrophosphate synthase (GGPS) gene which targeted by csi-miR167 and lycopene β-cyclase (LYCb) gene which targeted by csi-miR1857. To evaluate the potential functions of these miRNA-target genes, gene ontology (GO) categories were assigned to the putative targets of the 60 differentially expressed miRNA genes according to the method described by Morin et al. [63]. Figure 5 summarized the categorization of miRNA-target genes according to the cellular component, molecular function, and biological process. Based on molecular function, the genes were finally classified into 13 categories, as shown in Figure 5B; the most three over-represented GO terms are metal ion binding, nucleic acid binding, and transcription factor activity. Categories based on biological processes revealed that the miRNA-target genes were related to 17 biological processes; the most three frequent terms are regulation of transcription, signal transduction, protein modification (Figure 5C). Moreover, GO representations from this study were compared with that based on all the public unigenes from sweet orange in TIGR gene index database http://compbio.dfci.harvard.edu/tgi/cgi-bin/tgi/GO_browser.pl?species=Orange&gi_dir=csgi; the analysis revealed that the striking differences lies in the high percentage of nucleus, plastid and chloroplast for cellular component, and overpresentation of regulation of transcription, protein modification and photosynthesis for biological process in this study.

**Figure 5:**
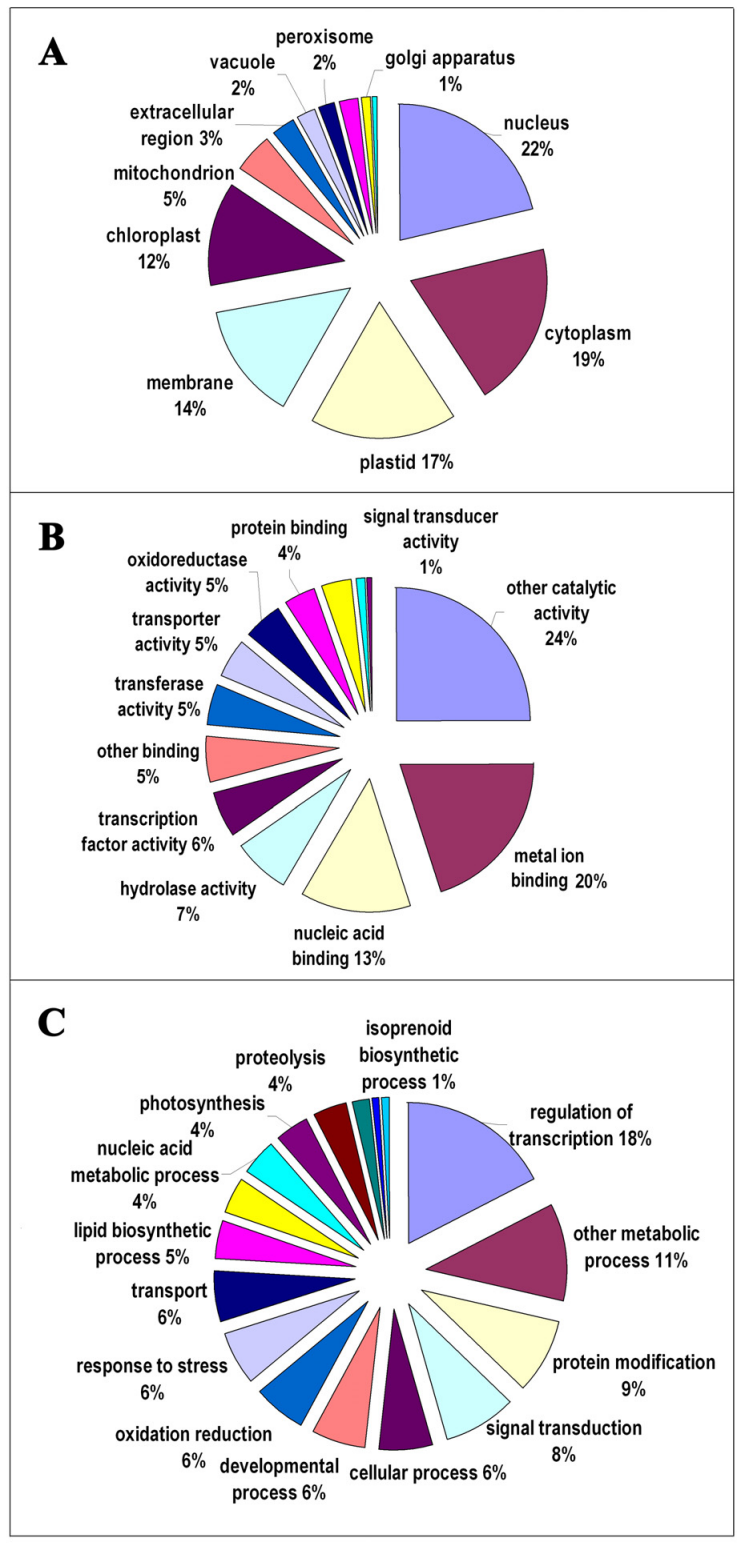
**Gene ontology categories of the predicted target genes of the 60 differential miRNAs**. Categorization of miRNA-target genes was performed according to the cellular component (A), molecular function (B), and biological process (C).

The biological interpretation of the target genes of differential miRNAs was further completed using KEGG pathway analysis. A total of 15 different metabolic pathways were found (Table 5), of which some were consistent with biological processes that already revealed by GO analysis. The most represented pathways included carbon fixation (8 enzymes represented), fatty acid metabolism (5), flavonoid biosynthesis (6), terpenoid biosynthesis (3), and ubiquitin mediated proteolysis (3).

**Table 5:** List of the important KEGG pathways more than 3 miRNA-target genes affiliated

KEGG^a ^pathway	Genes^b^	Gene ID	Best E-value
Benzoate degradation	5	EY732960, EY732985, EY748192, TC18796, TC9807	1.00E-125
Carbon fixation	8	EY665527, EY667061, TC11997, TC13950, TC17473, TC24400, EY722705, TC11997	1.00E-128
Ethylbenzene degradation	5	EY732960, EY732985, EY748192, TC18796, TC9807	1.00E-156
Fatty acid metabolism	5	EY732960, EY732985, EY748192, TC18796, TC9807	1.00E-156
Flavonoid biosynthesis	6	EY697662, EY742573, TC14650, TC3846, TC14650, TC3846	6.00E-93
Geraniol degradation	5	EY732960, EY732985, EY748192, TC18796, TC9807	1.00E-156
Glyoxylate and dicarboxylate metabolism	3	EY667061, EY708354, EY722705	2.00E-86
Linolenic acid metabolism	5	EY732960, EY732985, EY748192, TC18796, TC9807	1.00E-122
Methane metabolism	3	EY697129, EY724821, TC20228	1.00E-68
Pentose phosphate pathway	3	TC13950, TC17473, TC15377	5.00E-58
Phenylalanine metabolism	4	EY664657, EY697129, NP13097244, TC20228	1.00E-167
Photosynthesis - antenna proteins	5	EY672715, EY682256, EY701112, EY701374, EY756276	1.00E-102
Ribosome	3	EY681302, EY752996, TC18634	2.00E-91
Terpenoid biosynthesis	3	EY730974, TC363, EY752486	6.00E-84
Ubiquitin mediated proteolysis	3	EY656660, EY665372, EY752038	2.00E-83
Valine leucine and isoleucine degradation	6	EY732985, EY732960, EY748192, TC18796, TC9807, TC5927	1.00E-156

^a^KEGG = Kyoto Encyclopedia of Genes and Genomes.

^b^The putative target genes of miRNA genes which differentially expressed significant at 0.05 level between the mutant and wild type

High ranked target genes of the differentially expressed miRNAs were those implicated in three biological processes including regulation of transcription, protein modification and photosynthesis. It is easy to understand the high frequency of terms 'regulation of transcription' and 'protein modification' since miRNA are involved in diverse regulatory events [64]. However, the biological process of photosynthesis needs to be verified. Moreover, two carotenogenic genes were also predicted to be targeted by miRNAs. We further analyzed one gene involved in the carbon fixation (miR319a and putative target phosphoenolpyruvate carboxylase [TC11997]) and another gene involved in carotenoid biosynthesis (miR1857 and putative target lycopene β-cyclase [LYCb]). The results showed that the expression profiles of miRNAs are complementary to the profiles of their target genes (Figure 6), implied the possible roles of miRNAs in regulation of the biological processes that involved in shaping the mutant trait in sweet orange.

**Figure 6:**
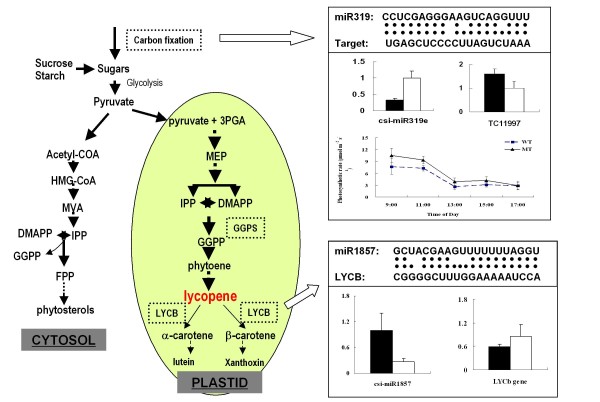
**The model for the biological processes possibly regulated by miRNAs in the red-flesh mutant of sweet orange**. The pathway was modified based on Xu et al. (2009) [13]. The two biological processes, the carotenogenesis and photosynthesis, were high ranked processes that differential miRNA target genes involved in by gene ontology analysis. The data of photosynthetic rate were extracted from our previous in situ photosynthesis analysis [13]. The expression profiles of miRNA319 and miR1857 are complementary to the profiles of the corresponding miRNA-target genes (phosphoenolpyruvate carboxylase [TC11997]) and lycopene β-cyclase [LYCb]), implied the possible roles of these miRNAs in regulation the biological processes on posttranscriptional way.

## Discussion

We have characterized the small RNA transcriptome in a red-flesh mutant that with abnormal pattern of lycopene accumulation and its wild type. With deep sequencing strategy by Illumina platform, it provides us not only large number of conserved miRNAs but also novel miRNAs. To the author's knowledge, this is the first report of cloning and characterization of large scale sRNAs and identification of novel miRNAs from sweet orange. A total of 5 and 7 million sRNAs were obtained from WT and MT, respectively; and the size distribution of small RNAs (Figure 2) is quite similar to those published from phylogenetically close plant species such as Arabidopsis [65], with the total percentage of 21-24 nt sRNAs being more than 90% and percentage of 24 nt sRNAs over 50%. This suggests that the Illumina sequencing data of sRNA libraries was reliable.

### miRNAome in sweet orange

In this study, 85 conserved miRNAs belonging 48 families as well as 12 novel miRNA families were identified in sweet orange. The miRNAs cloned in this study were compared with those from previously reported citrus miRNAs [36,66,67], of them four sweet orange miRNAs were not overlap with this study. These results suggest that at least 101 miRNAs exist in the miRNA transcriptome (miRNAome) of sweet orange. We believe that this is a conservative estimate since only fruit samples were used in this study. 

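With at least 3 reads required, 64 of the 85 known miRNAs were detected in WT and 65 in MT. Both libraries held 46 of them, and 2 were found in neither. With a minimum of 1 read, 72 were detected in WT and 75 in MT, 63 of them in both. After thinning MT to the number of deposited reads of WT, 55 were detected in MT.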

The miRNA species in wild type and mutant was different, i.e. 69 miRNAs were detected in WT sample while 66 miRNAs were in MT sample. Moreover, the expression levels of each miRNA varied greatly within the transcriptome, i.e. in MT the abundance ranged from 0.9 TPM for csi-miR1858 to 8437 TPM for csi-miR168. 

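In MT, the retained known miRNAs ranged from 0.897 TPM, the value of 3 reads, shared by 8 miRNAs including csi-miR1858a, to 7290 TPM for csi-miR168a, with a median of 4.48 TPM. In WT, the range was from 1.68 TPM, shared by 9 miRNAs, to 7140 TPM for csi-miR168a, with a median of 6.72 TPM. At least 100 TPM were reached by 12 known miRNAs in WT and 11 in MT. Fewer than 10 reads stood behind 29 of the detected known miRNAs in WT and 26 in MT.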

All these data implied that miRNAome, as small RNA transcriptome [38], is distinct and complex though miRNA sequences are believed to be conserved across different plant families [23,29,68].

Take a broader view on the small RNA transcriptome of sweet orange, we noticed that the size distribution pattern of sRNAs from sweet orange (the total percentage of 21-24 nt sRNAs > 90% with 24 nt sRNAs > 50%) is quite similar to Arabidopsis as described earlier [65]; however, the distribution pattern is strikingly different from that in *Pinus contorta*, a conifer species [37] where 24-nt RNAs was less frequently (2.5%) and 21-nt RNAs were more abundant (> 50%). 

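Over all deposited unique tags, those with 1 read included, 90.2% in WT and 91.9% in MT were 21 to 24 nt long, and 58.3% in WT and 52.8% in MT were 24 nt long. Among unique tags with at least 10 reads, the 24-nt share was 63.4% in WT and 43.3% in MT.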

The striking difference also existed when compare the sweet orange small RNA transcriptome with another gymnosperm plant species, Chinese yew (*Taxus chinensis*) [50]. When compared with monocot species rice, the difference is less severe but still exists, i.e. in rice 24-nt sRNAs has the highest percentage (approximately 20%) followed by the 21-nt sRNAs (approximately 10%) [37]. These analyses indicated that the small RNA transcriptome is complicated across plant species and can be significantly different between phylogenetically-distant plant families.

A total of 12 novel miRNAs were identified from sweet orange, as evidenced from the biogenesis characteristics of miRNAs including the stem-loop structure of the pre-miRNAs (Additional file 8) and sequencing of the miRNA* in the libraries. The expression of all the 12 miRNAs was also detected by qRT-PCR analyses. Additional qRT-PCR analyses of miRNA*s revealed that some miRNA* species can accumulated at certain levels in fruits; moreover, the expression pattern of miRNA*s in WT and MT fruits can be different from that of miRNAs. 

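In the deposited counts, the miRNA* of csi-nov-05 (GCTGTAGATAGGCCCTTCAAC) had 22 reads in WT and 62 in MT, which is 12.3 and 18.5 TPM. Its log2 ratio of 0.57 was not past the level (p = 0.109, Fisher's exact test). All tags on that arm of the hairpin together had a log2 ratio of 1.03, and those on the arm of csi-nov-05 had 609 reads in WT and 98 in MT, a log2 ratio of -3.54.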

For example, csi-novel-05 has lower expression in MT (30 TPM) than in WT (90 TPM) as confirmed by qRT-PCR analysis; in contrast, csi-novel-05* has higher expression in MT (50 TPM) than in WT (26 TPM) which was also confirmed by qRT-PCR. The differential accumulation of miRNAs and miRNA*s may be due to the different activities of key enzyme in the sRNA-pathway, as shown in rice that the differential expression of AGO genes in different tissues might cause the change of miRNA*s abundance [44].

### miRNA-targets are hot spots for generating sRNAs

The relationship of sRNA genes and the miRNA target genes is one of the hot topics in the phenomenon of "miRNA-associated transitivity" [69-71]. In this study, 13.7% (WT) and 17.5% (MT) of the miRNA putative target genes generated sRNAs. This data implied that miRNA target gene could be hot spots for generating sRNAs. Moreover, high percentage of antisense sRNAs was associated with the miRNA-target genes, with 11.7% and 12.6% for WT and MT, respectively. The antisense sRNAs/transcripts can function in post-transcriptional gene silencing [62,72]. The post-transcriptional gene silencing is mainly caused by formation of dsRNA duplexes; this could be supported from the observation that 75% of the antisense sRNAs have their cognate sense transcripts in WT and 64% happens in MT sample in this study.

### miRNAs in plant fruits

Up to now, miRNA identification in fruits using a cloning approach is rare except in tomato [23] and grape [60]. In this study, cloning from sweet orange fruit led to the identification of 48 conserved miRNA families. Analysis of them revealed that 6 miRNA families are expressed in fruits of the three plant species; but they are not fruit-specific. Furthermore, the comparison between the two fruit crops (85 miRNAs from sweet orange and 140 miRNAs from grapevine) showed that 8 miRNA families are expressed in fruits of both crops, and only miR535 is specific to the two species. These analyses suggested that expression and function of fruit-specific miRNAs across plant species is lacking, and miRNAs involved in fruit ripening may overlap with that function in other organs, or the same miRNAs in different organs may have different functions.

### miRNAs possibly involved in the regulation of lycopene accumulation in the sweet orange red-flesh mutant

The characterization and comparative profiling of entire sets of small RNAs (Small RNA transcriptome), especially the microRNA transcriptome, lays the foundation to unravel the complex miRNA-mediated regulatory networks controlling lycopene accumulation in the red-flesh sweet orange mutant. In this study, a number of miRNAs have been identified to be differentially expressed between 'Anliu' sweet orange (WT) and its red-flesh mutant (MT). Compared with WT, 16 known miRNA genes and one novel miRNA genes were expressed exclusively in MT. 

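With the minimum of 3 reads, 19 known miRNAs were retained in MT and not in WT. They had between 3 and 26 reads in MT, and 12 of them had no deposited read in WT. By Fisher's exact test, 5 of the 19 differed between the libraries, namely csi-miR391, csi-miR397a, csi-miR535a, cre-miR1171 and csi-miR1445. All 12 miRNAs of Table 2 were retained in both libraries.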

On the other hand, we found 19 known miRNAs and two novel miRNAs were WT-specific. Moreover, a total of 51 known miRNAs and 9 novel miRNAs were found to exhibit significant expression changes between MT and WT.

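Conversely, 18 known miRNAs were retained in WT and not in MT, with 3 to 19 reads in WT. No deposited read in MT was found for 8 of them, and 9 differed by Fisher's exact test. Since WT has fewer retained reads, fewer reads pass this test in WT than in MT. The lowest p-values of these were those of csi-miR394a (p = 1.94e-09, exact test) and csi-miR395a (p = 1.33e-07, exact test). Of the 18, csi-miR159b, csi-miR159c, csi-miR159f and csi-miR164c differ by 1 base from a listed miRNA with at least 20 times their reads. With positions counted from 1 at the 5' end of the more abundant miRNA, the changes are A21T, T1A and T1C against csi-miR159a and A21G against csi-miR164a.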

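Without an assumed spread between libraries, other tests and levels gave the following numbers. The Z test of Kal et al., which the paper used, gave 40 known miRNAs and 8 of Table 2. Adjustment by Benjamini-Hochberg over the 97 miRNAs gave 34 known miRNAs and 8 of Table 2, and a level of 0.05 gave 48 and 9.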

Target prediction of these differential miRNAs could provide information on the biological processes regulated by miRNA. Putative targets were predicted by psRNATarget (the updated version of miRU) [56] and web miRNA designer (WMD3) [57]. This strategy was also used in Arabidopsis for the identification of nutrient-responsive miRNAs and their potential targets [24], though further direct validation is necessary to elucidate the true in-vivo targets. However, the annotations of these potential miRNA target genes did provide an alternate view of gene regulation of the red-flesh trait formation in MT (Additional file 11). We found that three groups of predicted miRNA-target genes are most possibly involved in the mutant trait formation of lycopene accumulation. The first interesting observation is that two potential targets (EY752486 by csi-miR167 and TC5 by csi-miR1857) are the key enzymes of the carotenoid biosynthesis pathway (Additional file 11). They encode geranylgeranyl pyrophosphate synthase (GGPS), a key enzyme for the production of prerequisite molecules for carotenoids accumulation, and lycopene β-cyclase (LYCb), a rate-limiting enzyme in the conversion of lycopene to downstream cyclic carotenes. The expression of LYCb and csi-miR1857 also indicated possible interaction between them because of the complementary expression profile (Figure 6). And we also detected the GGPS gene expression, but failed due to the incorrect sequence information in the current public database. The second interesting target genes are APETALA2 (AP2) transcription factors, including EY726563 by csi-novel-03, and TC7810 by csi-miR172a. In Arabidopsis, one AP2 protein (designated as RAP2.2) has been experimentally validated to interact with phytoene synthase (PSY) gene, which encodes a rate-limiting enzyme for the synthesis of carotenoids. The RAP2.2 gene was also believed to be regulated by miRNA because of the large discrepancy between mRNA and protein levels in the overexpression lines [15]. The data from this study also supported the proposition, and indicated that RAP2.2 (encoded by TC7810 gene in this study) is a potential target of miRNA172a in sweet orange. The third group of target genes is those involved in photosynthesis or carbon fixation (Table 5). The potential target genes associated with photosynthesis fits well with the GO results with large number of genes that are located in chloroplast or plastid. Moreover, our photosynthesis-related gene expression analysis and in situ detection of the photosynthetic rate confirmed that photosynthesis in MT is stronger than that in WT (Figure 6). The result is quite consistent with our gas chromatographic analyses that the sugars in juice sacs are higher in MT than in WT [11]. Tomato *hp-2 *mutant which manifested with increased carotenoids, primarily lycopene, showed that genes related with photosynthesis are consistently up-regulated throughout fruit ripening [73]. All these evidences implied the important role of photosynthesis in the accumulation of lycopene. Taken together, the annotation of the potential targets of differentially expressed miRNA genes between WT and MT indicated that several miRNA-directed biological processes including carotenoid biosynthesis, transcription regulation, and photosynthesis may be important for the regulation of lycopene accumulation in the sweet orange red-flesh mutant.

## Conclusions

Our study provides a large scale cloning and characterization of miRNAs in sweet orange. The interpretation of the small RNA data uncovered a total of 85 known and 12 novel miRNAs. Meanwhile, comparative profiling of these miRNAs between a spontaneous red-flesh mutant and its wild type revealed that 51 known and 9 novel miRNAs are differentially expressed. Target prediction of the 60 differential miRNAs indicated that two key genes of the carotenoid biosynthesis, geranylgeranyl pyrophosphate synthase (GGPS) and lycopene β-cyclase (LYCb), are under miRNA regulation. Functional annotation of the 418 target genes of differential miRNA revealed that high ranked biological processes are transcription regulation, protein modification and photosynthesis. The expression of miRNAs and target genes involved in photosynthesis and carotenogenesis were further confirmed. Taken together, this study provides new insight into the miRNAome and possible miRNA-directed molecular processes that regulate lycopene accumulation in the red-flesh sweet orange mutant.

## Methods

### Plant materials and RNA preparation

The red-flesh mutant 'Hong Anliu' and the wild type 'Anliu' sweet orange (*Citrus sinensis *L. Osbeck), cultivated at the Institute of Citrus Research located in Guilin, Guangxi Province, China, were used as materials. The mutant 'Hong Anliu' sweet orange (MT) is a spontaneous bud mutation of wild type 'Anliu' sweet orange (WT); and they are with isogenic background as revealed from our previous physiological traits and molecular marker evaluations [11]. Same sampling strategy as previously published [13] was employed. Fruit samples were harvested at 170 days after flowering (DAF) that is the critical stage for the flesh color transition. Three different trees were used, and 10 representative fruits from each tree were collected. All samples were separated into peel and pulp, immediately frozen in liquid nitrogen and kept at -80°C until use. Total RNA was extracted according to Liu et al. [74].

### Small RNA library construction and sequencing

Small RNA library construction and sequencing was performed as described by Yao et al. [49]. Briefly, small RNAs with 16-30 nt in length were isolated from the total RNA of WT and MT samples by size fractionation with 15% Tris-borate-EDTA urea polyacrylamide gel (TBU). After extraction from the gel, sRNA was dephosphorylatd by alkaline phosphatase (New England Biolabs Inc.). Then the small RNAs were ligated sequentially to 5' and 3' RNA/DNA chimeric oligonucleotide adaptors (Illumina). The ligation products were purified from 10% TBE urea polyacrylamide gel. Reverse transcription was performed with the ligated sRNAs as templates. The obtained cDNAs were sequenced using the Illumina 1 G Genome Analyzer by Beijing Genomics Institute (BGI) (Shenzhen, China).

### Small RNA annotation and microRNA identification

Small RNA sequences were extracted from raw reads matching both the last 7 nt of the 5'-adaptor and the first 7 nt of the 3'-adaptor as described by Moxon et al. [23]. After trimming off the adaptors, sequences between 18 and 30 bp in length and reads more than 3 were used to search the Rfam database http://www.sanger.ac.uk/Software/Rfam by BLASTN analysis to discard rRNA, tRNA, snRNA, and snoRNA. The remaining sequences were compared to known plant miRNAs from miRBase v13.0 [75] using BLASTN algorithm to search conserved miRNAs. Sequences in our libraries with identical or with four or fewer mismatches to currently known miRNAs from other plant species were regarded as potential conserved miRNAs. The potential miRNA sequences were used for BLASTN search against sweet orange unigene dataset and 1.2× coverage sequence of sweet orange (from NCBI), the perfectly matched sequences were used for fold-back structure prediction by Mfold program [59].

To identify non-conserved miRNAs from sweet orange, the remained sRNAs were used for BLASTN search against sweet orange ESTs from TIGR gene index database http://compbio.dfci.harvard.edu/tgi/cgi-bin/tgi/GO_browser.pl?species=Orange&gi_dir=csgi and 1.2× coverage sequence of sweet orange (from NCBI), since the sweet orange genome is not fully sequenced. The sequences of perfect match with sRNA sequences were used for fold-back structure prediction by Mfold program [59]. The sRNAs that have stem-loop precursors were regarded as putative non-conserved miRNAs. Furthermore, we searched miRNA* sequences (complementary to miRNA in the precursor molecule) in the sRNA libraries. Only those with miRNA-miRNA* duplexes were regarded as novel miRNAs.

Significance level of the difference of miRNA frequency and abundance between WT and MT was analyzed using Z-score method according to Kal et al. [76]. The significance of differentially expressed miRNAs were set at the *p *value < 0.01.

### miRNA expression confirmation by stem-loop qRT-PCR

The detection of miRNA expression was performed using stem-loop qRT-PCR method according to Chen et al. [53] and Varkonyi-Gasic et al. [54]. Stem-loop primers for reverse transcription and primers for quantitative PCR were list in Additional file 12. Total RNA was reverse-transcribed using SuperScript III Reverse Transcriptase (Invitrogen, US) by a pulse reverse transcription program [54]. Real-time quantitative PCR (qPCR) was performed on the ABI 7500 Real Time System (PE Applied Biosystems, Foster City, CA, USA) using *actin *gene as endogenous control according to Liu et al. [11]. Briefly, the primers for miRNAs and *actin *were diluted in the SYBER GREEN PCR Master Mix (PE Applied Biosystems) and 20 μl of the reaction mix was added to each well. Reactions were performed by an initial incubation at 50°C for 2 min and at 95°C for 1 min, and then cycled at 95°C for 15 s and 60°C for 1 min for 40 cycles. Output data was generated by the instrument on-board software Sequence Detector Version 1.3.1 (PE Applied Biosystems). The electrophoresis of the PCR products was performed on 3% agarose gel for 1 hr under 70 V voltage. The marker contained two fragments, 50 and 60 bp in length, the sequences information was: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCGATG and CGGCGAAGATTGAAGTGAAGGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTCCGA respectively.

### Target prediction of miRNAs

Target prediction of miRNAs from sweet orange was performed based on methods described by Pant et al. [24]. Two publicly available algorithms, miRU [56] and WMD3 [57] were used in the prediction. The sweet orange EST sequences from TIGR database as described earlier were used to predict the targets. The hybridization energy of each miRNA-predicted target duplex (ΔG) was determined from WMD3 output.

### Functional assignments of the potential targets of differentially expressed miRNAs

To investigate biological processes possibly regulated by miRNAs, assignments of putative functions to potential target genes of differentially expressed miRNAs were performed using annot8r program, which was run locally to BLAST against a reference database that stores UniProt entries, their associated Gene Ontology (GO), Enzyme Commission (EC) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) annotations [77]. The GO categorization results were expressed as three independent hierarchies for biological process, cellular component, and molecular function [78]. The biological interpretation of the potential targets was further completed by assigning to metabolic pathways using KEGG [79].

### The expression detection of two microRNAs target genes

The expression levels of one carotenoid biosynthesis gene (lycopene β-cyclase, LYCb) and one carbon fixation-related gene (phosphoenolpyruvate carboxylase, TC11997) were determined on the ABI 7500 Real Time System (PE Applied Biosystems, Foster City, CA, USA) using *actin *gene as endogenous control according to Liu et al. [11]. The primers are as following: TC11997: forward, GAGATGGTGCAGGCCAAGTT and reverse GTTGAGGAGGTCGCATGGTT; LYCb: forward, GGCTATATGGTGGCAAGGACTT and reverse, CAGAATTGAGGCTTCGAACGA. The data of in situ rates of photosynthesis in the mutant and the wildtype were extracted from our previous data [13].

## Data access

The small RNA sequence data from this study have been submitted to Gene Expression Omnibus (GEO) under accession No. GSE18207 at website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bvcnfememqckehi&acc=GSE18207

## Abbreviations

AGO: ARGONAUTE; AP2: APETEAL2; bZIP: Basic zipper; DAF: Days after flowering; GO: Gene ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; miRNA: microRNA; NAC: NAM, ATAF, and CUC; PEPC: phosphoenolpyruvate carboxylase; rRNA: Ribosomal RNA; Rubisco: Ribulose-1,5-bisphosphate carboxylase oxygenase; SBP: Squamosa promoter-binding protein; snRNA: Small nuclear RNA; snoRNA: Small nucleolar RNA; sRNA: small RNA; siRNA: short interfering RNA; TPM: Transcripts per million; tRNA: transfer RNA.

## Authors' contributions

QX, YLL, ADZ and KQY are responsible for generating the sRNA data and for interpretation of the results. YLL and JLY carried out qRT-PCR experiments. QX drafted the manuscript. XMW and WWG participated in research design and statistical analyses. XXD proposed and supervised the research. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **WT-derived sRNAs from coding RNA**. This file contains the information of WT-derived sRNAs which were mapped on protein-coding EST genes from sweet orange (*Citrus sinensis*). Click here for file

Additional file 2 **MT-derived sRNAs from coding RNA**. This file contains the information of MT-derived sRNAs which were mapped on protein-coding EST genes from sweet orange (*Citrus sinensis*). Click here for file

Additional file 3 **WT-derived sRNAs from non-coding RNA**. The file lists WT-derived sRNAs which were mapped on non-protein coding RNAs (tRNA, snRNA, snoRNA and rRNA). Click here for file

Additional file 4 **MT-derived sRNAs from non-coding RNA**. The file lists MT-derived sRNAs which were mapped on non-protein coding RNAs (tRNA, snRNA, snoRNA and rRNA). Click here for file

Additional file 5 **Known citrus miRNAs**. Known citrus miRNAs and their expression in WT and MT sweet oranges. Click here for file

Additional file 6 **Fold-back structures for known miRNA from sweet orange (*Citrus sinensis*)**. Precursor sequences for known miRNAs from sweet orange were shown in black letters with miRNA and miRNA* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. Precursor secondary structures and dG value were produced using the mfold software http://mfold.bioinfo.rpi.edu/. Click here for file

Additional file 7 **Target prediction of citrus known miRNAs**. This file contains the predicted target genes for known miRNA genes in sweet orange. Click here for file

Additional file 8 **Fold-back structures for novel miRNAs from sweet orange (*Citrus sinensis*)**. Precursor sequences for novel miRNA from sweet orange were shown in black letters with miRNA and miRNA* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. Precursor secondary structures and dG value were produced using the mfold software http://mfold.bioinfo.rpi.edu/. Click here for file

Additional file 9 **Target prediction of citrus novel miRNAs**. This file contains the predicted target genes for novel miRNA genes in sweet orange. Click here for file

Additional file 10 **miRNA target genes are hotspots for generation small RNAs**. This file contains the information of citrus sRNA loci located in miRNA-target genes in both sense and antisense way. Click here for file

Additional file 11 **The computational annotation of target genes of differential miRNA genes**. This file shows the annotation information of citrus miRNA-target genes; the annotation was performed using arbidopsis homologous gene and Uniprot database. Click here for file

Additional file 12 **The primer sequence information**. This file lists the primers used for miRNA expression detection by stem-loop qRT-PCR. Click here for file

# Supplementary material for: Discovery and comparative profiling of microRNAs in a sweet orange red-flesh mutant and its wild type
**Source:** BMC Genomics. 2010 Apr 17;11:246. doi: 10.1186/1471-2164-11-246

### Additional data file 6. Fold-back structures for known miRNA from sweet orange (*Citrus sinensis*).

Precursor sequences for known miRNAs from sweet orange were shown in black letters with miRNA and miRNA\* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. 

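For 36 hairpins of Additional file 6 the sequence could be read and tags were matched to it. Tags on the side opposite the miRNA were found for at least 21 of them, since letters misread in the text of the supplement prevent a match. The hairpins printed for csi-miR171b and csi-miR479 carry the same tags on their arms, with summed log2 ratios of 4.79 on the arm of csi-miR171b and 0.49 on that of csi-miR479, and are counted as separate hairpins here. In the MIR160a hairpin, 0 retained reads lay on the arm of csi-miR160a, and the opposite arm had 10 reads in WT and 148 in MT.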

Precursor secondary structures and dG value were produced using the mfold software (<http://mfold.bioinfo.rpi.edu/>). The sequence of secondary structure herein is the same as or a part of the precursor sequences.

#### MIR156a dG = -49.30 kcal/mol CX663821

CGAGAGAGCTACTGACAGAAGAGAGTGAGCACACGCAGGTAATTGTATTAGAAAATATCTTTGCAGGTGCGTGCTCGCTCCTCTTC  
TGTCAGCGTCATTTTTG

|     | 10   | 20 | 30           | 40        | 50  |              |
|-----|------|----|--------------|-----------|-----|--------------|
| C-  | GA   | UA | -            | A         | AG  | UU A         |
|     | GAGA | GC | CUGACAGAAGAG | AGUGAGCAC | CGC | GUAA GUAUU G |
|     | UUUU | UG | GACUGUCUUCUC | UCGCUCGUG | GUG | CGUU UAUA A  |
| GU^ | AC   | C- | C            | C         | GA  | UC A         |
| 100 |      | 90 | 80           | 70        | 60  |              |

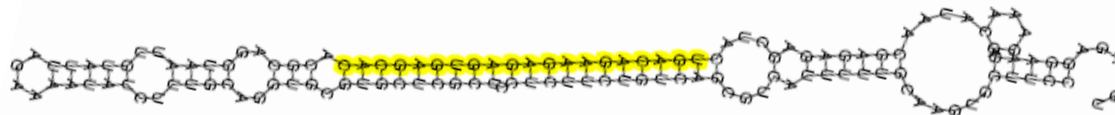

**MIR156c**   **dG = -24.90**   **kcal/mol**   **BUZY276753.g1**

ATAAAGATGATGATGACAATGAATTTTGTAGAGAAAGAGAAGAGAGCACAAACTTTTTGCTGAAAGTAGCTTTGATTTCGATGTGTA  
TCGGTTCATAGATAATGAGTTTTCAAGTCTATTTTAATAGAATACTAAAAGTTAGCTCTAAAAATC

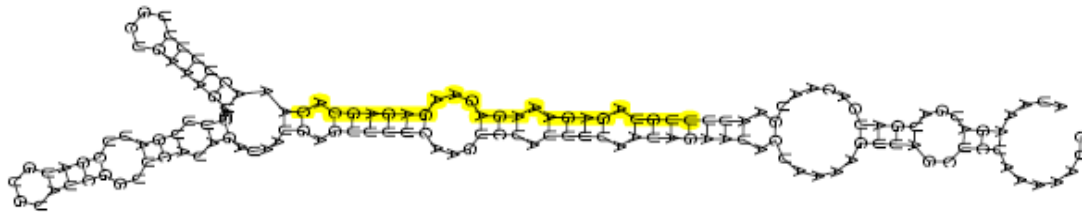

**MIR159a**    **dG = -79.40 kcal/mol**    **EY675076:299:514:+ 216(nt)**

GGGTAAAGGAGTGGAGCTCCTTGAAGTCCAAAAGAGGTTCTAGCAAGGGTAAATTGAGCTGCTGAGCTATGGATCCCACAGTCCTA  
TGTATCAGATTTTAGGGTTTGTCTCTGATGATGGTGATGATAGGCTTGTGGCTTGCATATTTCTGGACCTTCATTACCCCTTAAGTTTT  
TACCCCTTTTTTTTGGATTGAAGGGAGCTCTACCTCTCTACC

|     |     |              |             |     |     |       |     |     |     |     |      |        |       |       |         |        |    |  |
|-----|-----|--------------|-------------|-----|-----|-------|-----|-----|-----|-----|------|--------|-------|-------|---------|--------|----|--|
|     | 10  | 20           | 30          | 40  | 50  | 60    | 70  | 80  | 90  | 100 |      |        |       |       |         |        |    |  |
| G   | UA  | GA           |             | GA  | --- | UCU   | --  | UA  | U   | CUG | -    | C      | GAUC  | U     | G       | GAUU-- | UU |  |
| GGU | AG  | GUGGAGCUCCUU | AGUCCAAAAGA | GGU | AGC | AAGGG | AAU | GAG | CU  | GAG | UAUG | CCACAG | CCUAU | UAUCA | UUAGGG  | \      |    |  |
| CCA | UC  | CAUCUCGAGGGA | UUAGGUUUUU  | CCA | UUG | UUCCC | UUA | UUC | GG  | CUU | AUAC | GGUGUU | GGAUA | GUAGU | AGUCUU  | U      |    |  |
| -   | UC  | UC           | AG          | UCC | UUU | AA    | CA  | C   | CA- | U   | U    | GUUC   | C     | -     | GGUAGU^ | UG     |    |  |
|     | 210 | 200          | 190         | 180 | 170 | 160   | 150 | 140 | 130 | 120 | 110  |        |       |       |         |        |    |  |

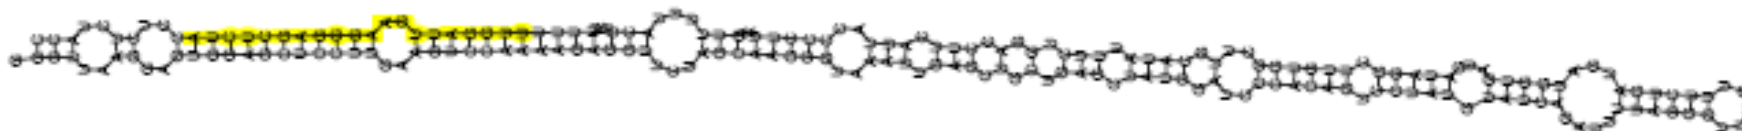

**MIR160a**    **dG = -50.10 kcal/mol**    **TC19518:357:454:+ 98(nt)**

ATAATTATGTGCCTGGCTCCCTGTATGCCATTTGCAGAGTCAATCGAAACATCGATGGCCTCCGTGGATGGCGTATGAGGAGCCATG  
CATATTCCATG

|                |            |                  |                  |    |
|----------------|------------|------------------|------------------|----|
| 10             | 20         | 30               | 40               |    |
| AUAAUU         | C          | CU               | UG A -  A A      |    |
| AUGU           | GC UGGCUCC | GUAUGCCAUU       | C GA GUCA UCGA A |    |
| UAUACG ACCGAGG | UAUGCGGUAG | G CU CGGU AGCU C |                  |    |
| GUACCU         | U          | AG               | GU C C^ - A      |    |
| 90             | 80         | 70               | 60               | 50 |

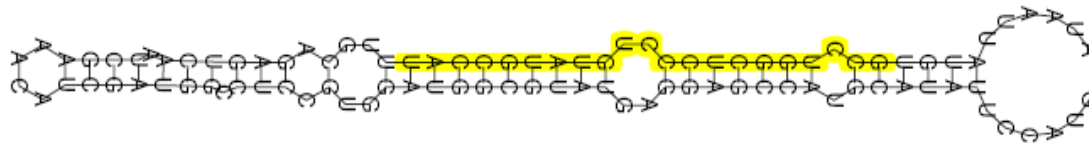

**MIR162a**     **dG = -47.30 kcal/mol**     **EY681703:293:407:+ 115(nt)**

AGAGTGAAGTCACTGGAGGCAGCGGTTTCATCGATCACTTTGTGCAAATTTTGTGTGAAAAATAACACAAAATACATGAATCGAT  
CGATAAACCTCTGCATCCAGCGCTCACTCC

|    |           |            |              |          |            |    |  |
|----|-----------|------------|--------------|----------|------------|----|--|
|    | 10        | 20         | 30           | 40       | 50         | 60 |  |
| A  | A CA      | G C C      | AC UG        | CAA      | U GAA      |    |  |
|    | GAGUGA GU | CUGGA GCAG | GGUU AUCGAUC | UU UG    | AUUUUGU GU | A  |  |
|    | CUCACU CG | GACCU CGUC | CCAA UAGCU   | AG AA AC | UAAAACA CA | A  |  |
| C^ | - C-      | A U A      | CU GU        | A--      | - AUA      |    |  |
|    | 110       | 100        | 90           | 80       | 70         |    |  |

**MIR164a**    **dG = -51.10 kcal/mol**    **EY703295:129:316:+ 188(nt)**    **TC23614:965:1152:- 188(nt)**

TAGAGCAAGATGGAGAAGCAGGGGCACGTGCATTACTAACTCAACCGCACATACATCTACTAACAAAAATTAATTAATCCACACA  
 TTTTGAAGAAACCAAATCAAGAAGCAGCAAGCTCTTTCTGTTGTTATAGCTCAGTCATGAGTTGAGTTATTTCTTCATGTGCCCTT  
 CTTCCCCATCATGACCGC

| 10       | 20   | 30         | 40         | 50        | 60     | 70         | 80 | 90                     |        |
|----------|------|------------|------------|-----------|--------|------------|----|------------------------|--------|
| UAGAG    | A    | A          | C          | CAUUAC    | CGCA   | - AU--     | C  | .-AAAUUAUUAAUCCACACAU] | AAG    |
| CA GA    | UGG  | GAAG       | AGGGCACGUG | UAACUCAAC | CAU AC | CUA UAACAA |    |                        | UUUG \ |
| GU CUACC | CUUC | UCCCGUGUAC |            | AUUGAGUUG | GUA UG | GAU AUUGUU |    |                        | AAAC A |
| CGCCA    | A    | C          | U          | UUCUUU    | A---   | C ACUC     | -  | \ -----^               | CAA    |
| 180      | 170  | 160        | 150        | 140       | 130    |            |    | 100                    |        |

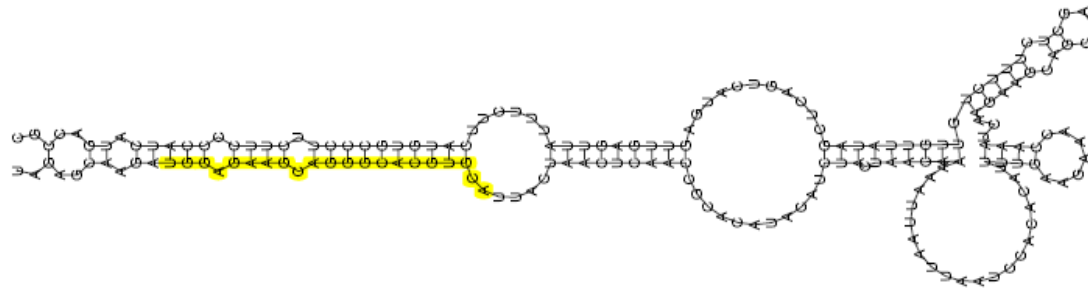

**MIR166a**      dG = -53.80 kcal/mol    EY651838:115:274:+ 160(nt)    EY672989:149:308:+ 160(nt)

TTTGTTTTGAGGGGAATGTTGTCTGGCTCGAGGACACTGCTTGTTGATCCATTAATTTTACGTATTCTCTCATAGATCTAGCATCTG  
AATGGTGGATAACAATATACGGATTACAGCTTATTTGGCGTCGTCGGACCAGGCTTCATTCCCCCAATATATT

| 10  |     |          | 20     |  |  | 30  |     |     | 40  |       |    | 50       |      |       | 60   |      |     | 70  |   |  |
|-----|-----|----------|--------|--|--|-----|-----|-----|-----|-------|----|----------|------|-------|------|------|-----|-----|---|--|
| UU  | U   | A        | UU     |  |  | CU  | G   | .-A | CU  |       | -- |          |      | A     | UUAC | AU-- | CU  |     |   |  |
| UGU | UUG | GGGGAAUG | GUCUGG |  |  | CGA | GAC |     | CUG | UGUUG |    | AUCCA    | UUA  | UU    |      | GU   |     | UCU | \ |  |
| AUA | AAC | CCCCUAC  | CGGACC |  |  | GC  | CUG |     | GGC | AUAAC |    | UAGGUGGU | AG   |       | CG   |      | AGA | C   |   |  |
| UU  | U   | C        | UU     |  |  | AG  | G   | \-  | AU  | AA    |    | A        | UCUA | AUCU^ | UA   |      |     |     |   |  |
| .   | 150 |          | 140    |  |  | 130 |     |     | 100 |       |    | 90       |      |       | 80   |      |     |     |   |  |

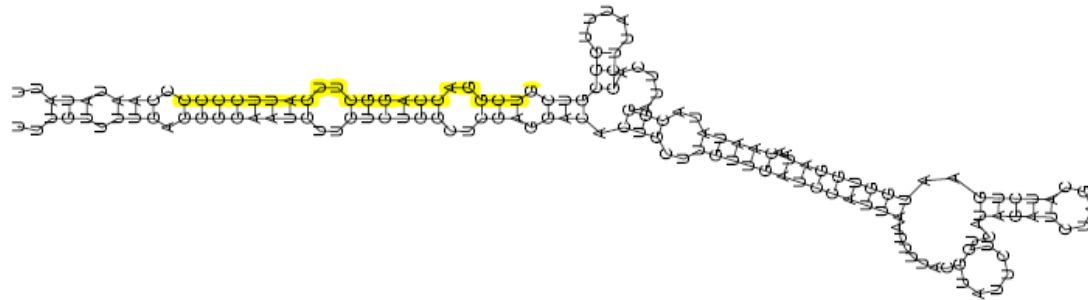

**MIR166h**    **dG = -56.40 kcal/mol**    **BUZZ101431.b1**

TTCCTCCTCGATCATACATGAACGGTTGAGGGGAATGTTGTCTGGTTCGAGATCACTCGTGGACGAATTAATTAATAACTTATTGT  
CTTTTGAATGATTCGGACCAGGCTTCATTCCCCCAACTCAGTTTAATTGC

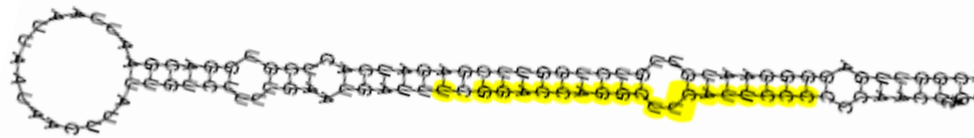

**MIR166j**    **dG = -62.10 kcal/mol**    **EY741744:36:179**

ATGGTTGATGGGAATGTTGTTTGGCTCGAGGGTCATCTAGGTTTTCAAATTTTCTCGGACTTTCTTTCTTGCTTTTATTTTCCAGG  
 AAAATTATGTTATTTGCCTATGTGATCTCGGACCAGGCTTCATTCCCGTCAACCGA

|   |                 |         |        |        |              |           |                |            |
|---|-----------------|---------|--------|--------|--------------|-----------|----------------|------------|
|   | 10              | 20      | 30     | 40     | 50           | 60        | 70             |            |
| A |                 | UU      | CU G   | C      | UUU--  A     | UC        | CUUUCUUUCU     |            |
|   | UGGUUGAUGGGAAUG |         | GUUUGG | CGA    | GGUCAU UAGGU |           | CA AAUUUUC GGA | U          |
|   | GCCAACUGC       | CCUUAAC | CGGACC | GCU CU | AGUG AUCCG   |           | GU UUAAAAG CCU | G          |
| A |                 | UU      | AG     | -      | U            | UUUAUU^ A | GA             | UUUUAUUUUC |
|   | 140             | 130     | 120    | 110    | 100          | 90        | 80             |            |

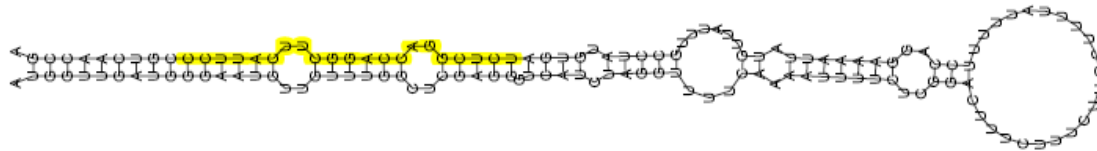

**MIR166m dG = -35.50 kcal/mol BUZY176722.g1**

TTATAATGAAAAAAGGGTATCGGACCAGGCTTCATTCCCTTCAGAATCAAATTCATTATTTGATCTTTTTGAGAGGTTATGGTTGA  
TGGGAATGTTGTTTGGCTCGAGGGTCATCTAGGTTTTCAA

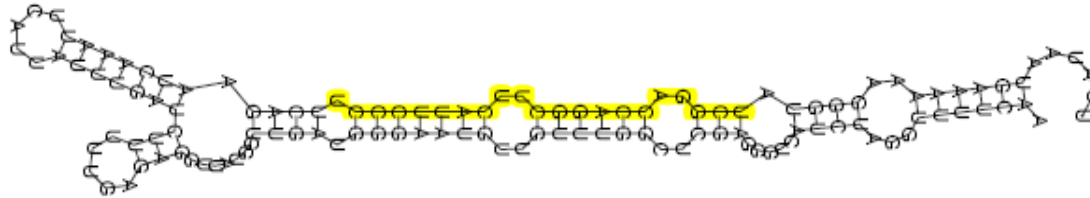

**MIR167a dG = -54.50 kcal/mol CX296493**

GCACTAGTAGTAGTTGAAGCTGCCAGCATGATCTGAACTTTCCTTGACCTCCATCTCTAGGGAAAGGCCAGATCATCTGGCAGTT  
TCACCTATTGATGGTAGC

|     |      |        |              |          |          |      |
|-----|------|--------|--------------|----------|----------|------|
|     | 10   | 20     | 30           | 40       | 50       |      |
| -   | G    | U      | C            | AA       | -        | CCU  |
| GC  | ACUA | UAGUAG | UGAAGCUGCCAG | AUGAUCU  | G        | CUU  |
| CG  | UGGU | GUUAUC | ACUUUGACGGUC | UACUAGAC | GAAAGGGA | CU C |
| A^  | A    | C      | -            | CG       | U        | CUA  |
| 100 | 90   | 80     | 70           | 60       |          |      |

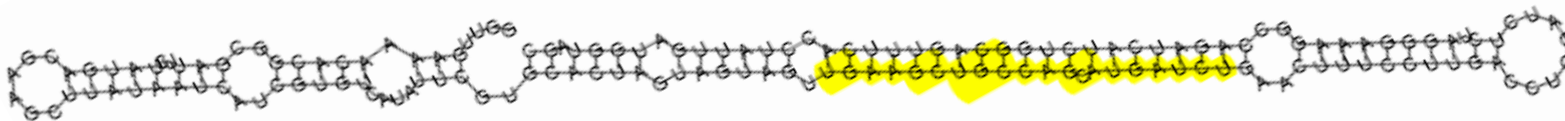

**MIR167d**    **dG = -89.90 kcal/mol**    **EY739655:282:622:+ 341(nt)**

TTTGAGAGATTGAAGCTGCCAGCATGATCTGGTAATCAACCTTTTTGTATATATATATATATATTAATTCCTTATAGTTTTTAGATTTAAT  
 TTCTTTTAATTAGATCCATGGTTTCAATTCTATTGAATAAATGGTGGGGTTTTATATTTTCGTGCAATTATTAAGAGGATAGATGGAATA  
 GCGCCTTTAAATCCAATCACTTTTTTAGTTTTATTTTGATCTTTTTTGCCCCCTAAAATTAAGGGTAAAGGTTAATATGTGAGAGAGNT  
 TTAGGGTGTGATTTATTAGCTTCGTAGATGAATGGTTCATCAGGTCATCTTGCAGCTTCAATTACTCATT

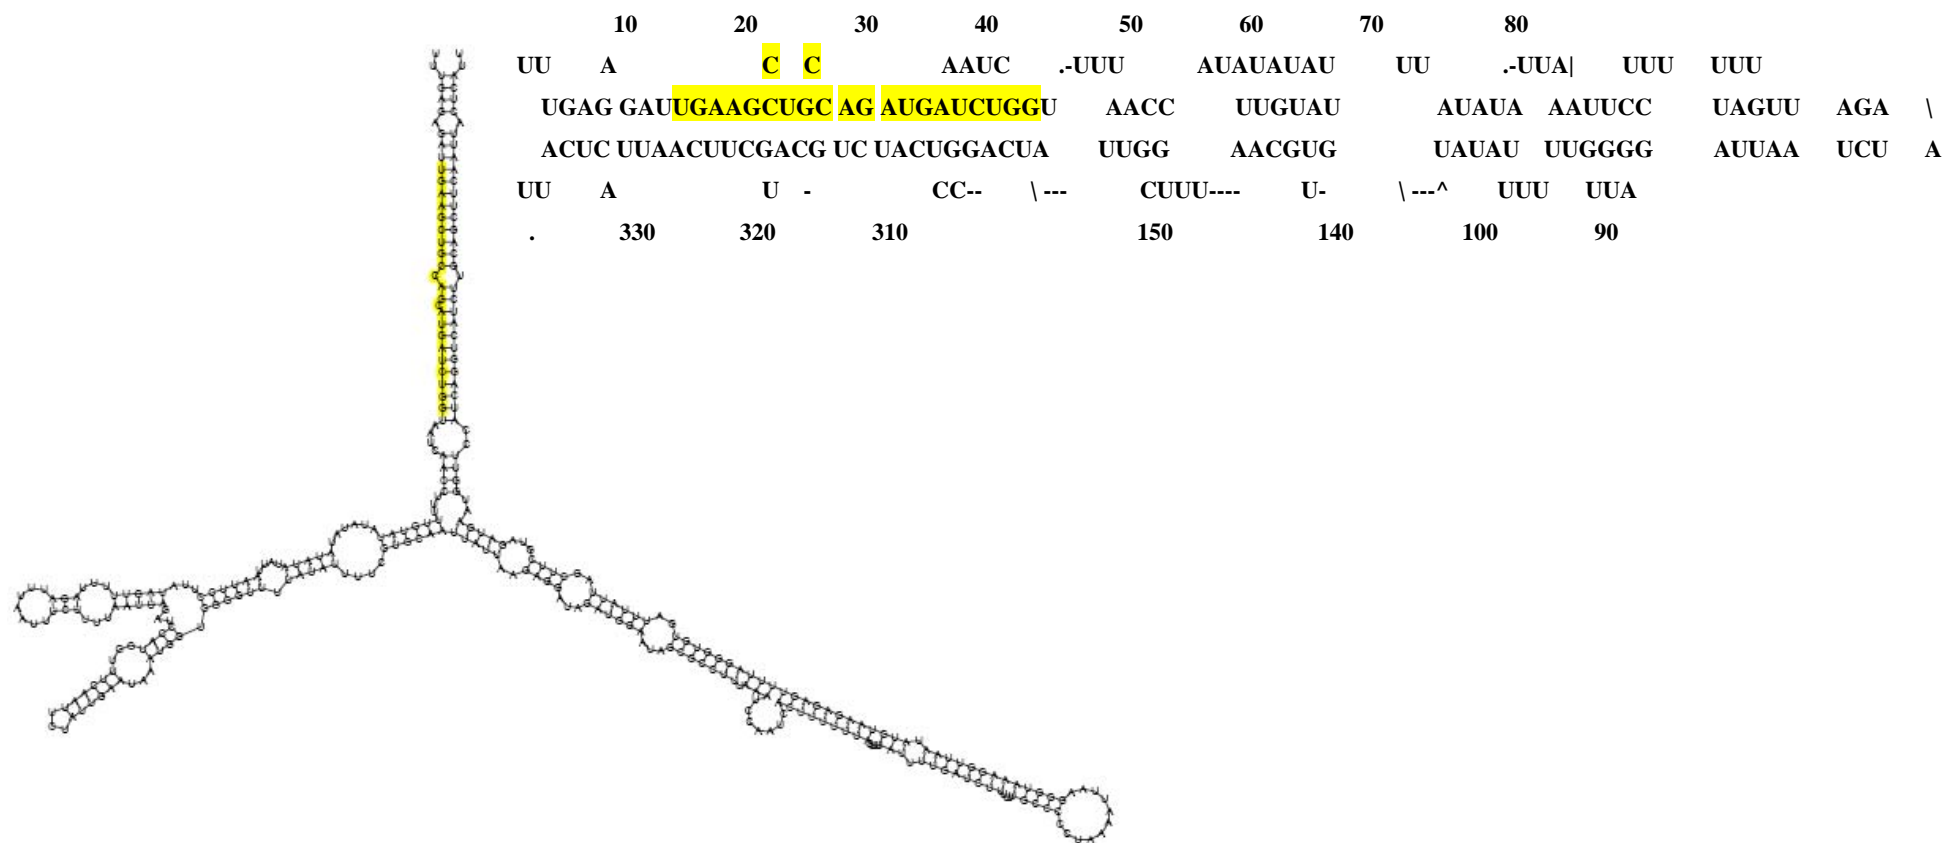

**MIR167f dG = -51.80 kcal/mol BUZY267574.g1**

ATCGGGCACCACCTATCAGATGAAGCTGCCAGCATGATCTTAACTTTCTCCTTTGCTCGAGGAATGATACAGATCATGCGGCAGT  
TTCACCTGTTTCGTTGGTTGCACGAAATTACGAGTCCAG

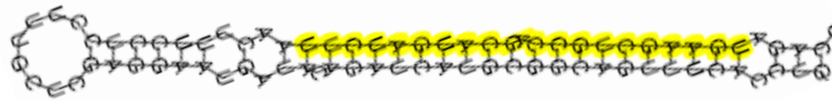

**MIR171b dG = -54.80 kcal/mol buzy188852.g1**

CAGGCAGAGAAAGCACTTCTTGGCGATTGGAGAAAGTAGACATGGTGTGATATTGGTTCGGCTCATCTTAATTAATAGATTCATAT  
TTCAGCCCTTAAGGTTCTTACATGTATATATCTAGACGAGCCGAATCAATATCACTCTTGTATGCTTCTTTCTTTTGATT

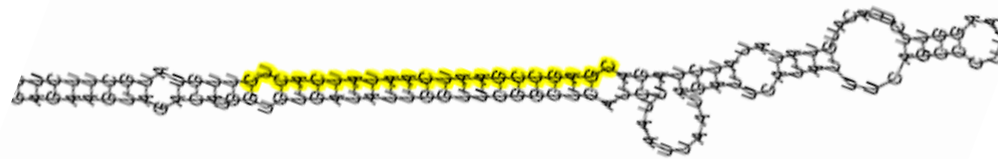

**MIR171d dG = -55.10 kcal/mol DN959978**

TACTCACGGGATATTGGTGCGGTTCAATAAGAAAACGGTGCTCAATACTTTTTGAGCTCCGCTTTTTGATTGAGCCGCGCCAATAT  
CACGTGCCACT

|        |                                             |    |    |    |    |    |
|--------|---------------------------------------------|----|----|----|----|----|
|        | 10                                          | 20 | 30 | 40 |    |    |
| UACU-  | G                                           |    | A  | A  | U  | UA |
|        | CACG GAUAUUGGUGCGGUUCAU AGAAA CGG GCUCAA C  |    |    |    |    |    |
|        | GUGC CUAUAACCGCGCCGAGUUA UUUUU GCC CGAGUU U |    |    |    |    |    |
| UCACC^ | A                                           |    | G  | C  | U  | UU |
|        | 90                                          | 80 | 70 | 60 | 50 |    |

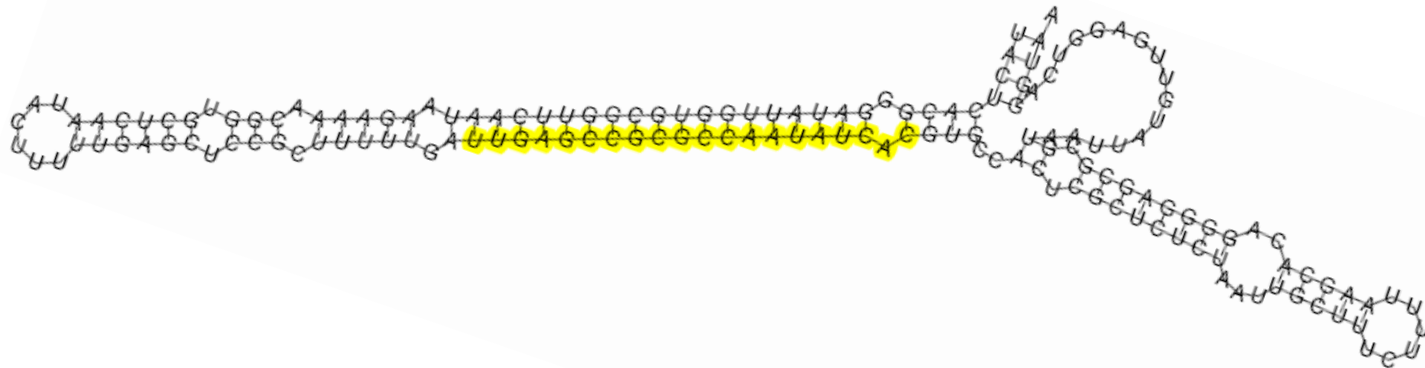

**MIR172a**    **dG = -52.20 kcal/mol**    **EY660286:119:245:+ 127(nt)**

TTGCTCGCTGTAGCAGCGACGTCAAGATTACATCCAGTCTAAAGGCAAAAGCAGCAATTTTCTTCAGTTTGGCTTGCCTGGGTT  
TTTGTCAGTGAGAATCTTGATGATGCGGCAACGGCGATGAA

|      |         |    |     |             |             |     |     |         |     |      |     |  |
|------|---------|----|-----|-------------|-------------|-----|-----|---------|-----|------|-----|--|
|      | 10      |    | 20  |             | 30          |     | 40  |         | 50  |      | 60  |  |
| UUGC |         | A  | A   | A           |             | A   | C-- | UCUAA-  | AA  | AGC  | UUU |  |
|      | UCGCUGU | GC | GCG | CGUCAAGAUUC | CAU         | CAG |     | AGGCA   | AGC | AAUU | \   |  |
|      | AGCGGC  | A  | CG  | CGU         | GUAGUUCUAAG | GUG | GUU | UCCGU   | UCG | UUGA | C   |  |
| AAGU |         | A  | G   | A           |             | A   | ACU | UUUGGG^ | --  | GU-  | CUU |  |
|      | 120     |    | 110 |             | 100         |     | 90  |         | 80  |      | 70  |  |

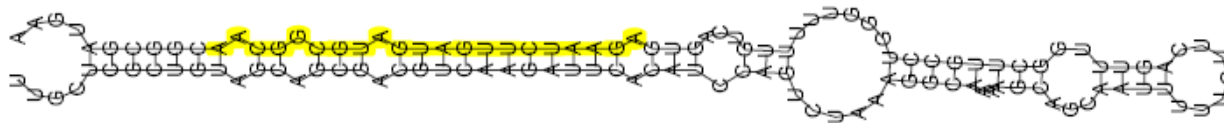

**MIR172g**    **dG = -61.10 kcal/mol**    **BUZY19656.g1**

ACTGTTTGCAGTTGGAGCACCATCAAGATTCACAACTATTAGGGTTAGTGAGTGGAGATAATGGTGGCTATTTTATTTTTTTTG  
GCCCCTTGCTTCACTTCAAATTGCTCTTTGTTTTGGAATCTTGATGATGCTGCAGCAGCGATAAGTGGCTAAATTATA

**MIR319e**    **dG = -40.50 kcal/mol**    **BUZZ43678.g1**

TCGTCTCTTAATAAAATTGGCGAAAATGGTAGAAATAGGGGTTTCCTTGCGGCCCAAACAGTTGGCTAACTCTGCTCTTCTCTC  
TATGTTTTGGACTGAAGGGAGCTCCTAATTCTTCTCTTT

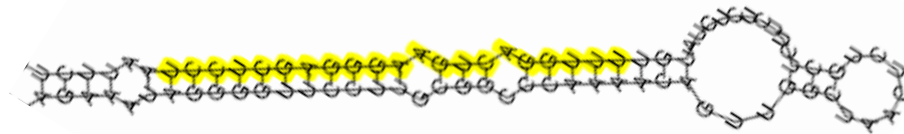

MIR390a dG = -62.60 kcal/mol DR404204:73:209:+ 137(nt)

MIR390a-3 dG = -62.60 kcal/mol DR404204:73:209:+ 137(nt)

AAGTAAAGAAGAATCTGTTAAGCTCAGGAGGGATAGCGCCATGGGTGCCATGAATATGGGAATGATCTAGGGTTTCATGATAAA  
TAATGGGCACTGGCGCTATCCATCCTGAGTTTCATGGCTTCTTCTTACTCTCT

|      |          |      |            |            |        |               |      |
|------|----------|------|------------|------------|--------|---------------|------|
|      | 10       | 20   | 30         | 40         | 50     | 60            |      |
| A--- | A        | U    | U          | G          | AUG    | AUGAAUAUGGGA  | UCUA |
| AGU  | AAGAAGAA | CUGU | AAGCUCAGGA | GGAUAGCGCC | GGUGCC | AUGA          | \    |
| UCA  | UUCUUCUU | GGUA | UUUGAGUCCU | CCUAUCGCGG | UCACGG | UACU          | G    |
| UCUC | -        | C    | C          | A          | ---    | GUAAUAAAUAG-^ | UUGG |
|      | 130      | 120  | 110        | 100        | 90     | 80            |      |

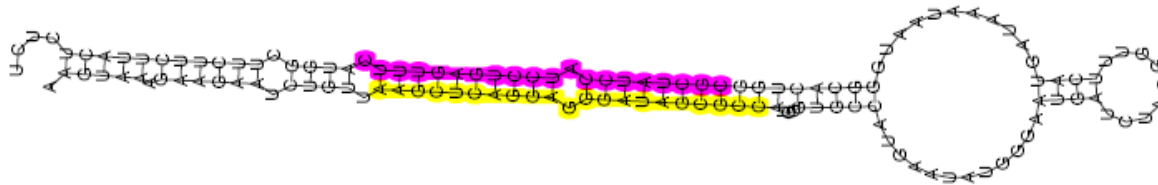

MIR390b

dG = -81.40 kcal/mol

EY733264:396:691:- 296(nt)

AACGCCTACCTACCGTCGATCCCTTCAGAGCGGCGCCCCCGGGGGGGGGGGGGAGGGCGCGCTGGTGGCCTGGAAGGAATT  
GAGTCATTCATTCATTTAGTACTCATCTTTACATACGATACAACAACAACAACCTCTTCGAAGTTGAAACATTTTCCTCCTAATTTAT  
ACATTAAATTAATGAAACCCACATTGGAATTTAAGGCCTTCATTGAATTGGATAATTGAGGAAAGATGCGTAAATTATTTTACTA  
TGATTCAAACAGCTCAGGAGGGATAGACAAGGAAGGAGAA

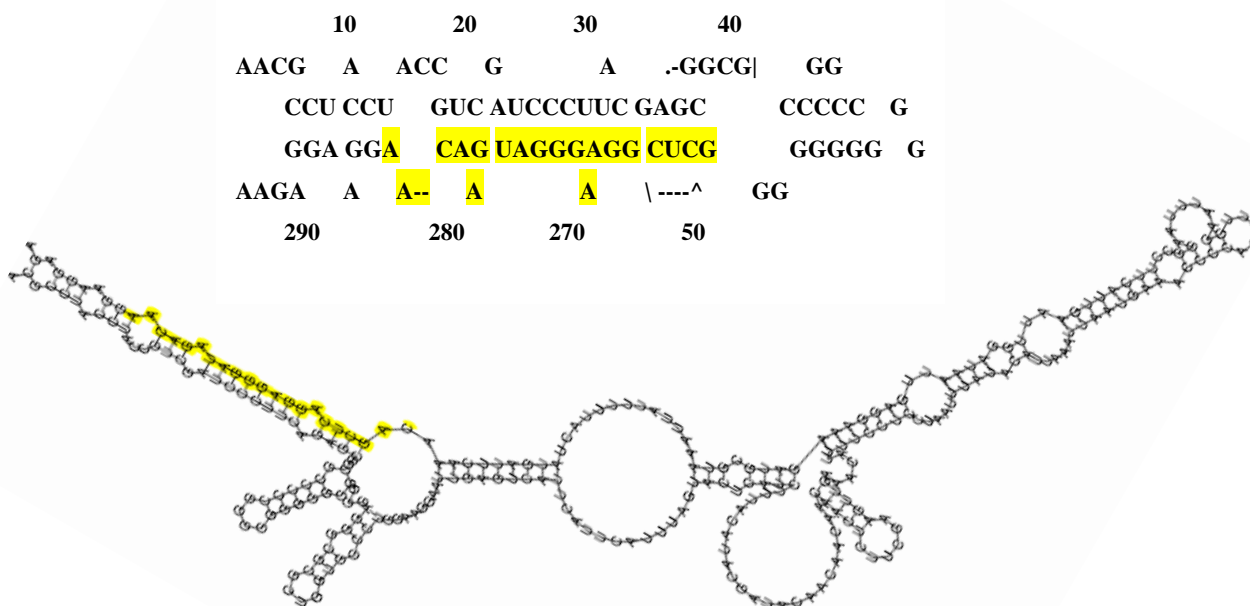

**MIR393**     **dG = -46.30 kcal/mol**     **BUZZ65824.B1**

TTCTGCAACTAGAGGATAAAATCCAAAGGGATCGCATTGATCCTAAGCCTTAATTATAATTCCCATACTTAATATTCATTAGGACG  
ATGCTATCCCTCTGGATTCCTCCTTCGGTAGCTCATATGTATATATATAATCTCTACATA

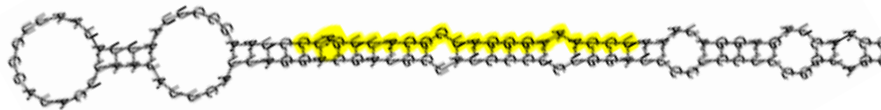

**MIR394a    dG = -48.80   kcal/mol   BUZZ35179.B1**

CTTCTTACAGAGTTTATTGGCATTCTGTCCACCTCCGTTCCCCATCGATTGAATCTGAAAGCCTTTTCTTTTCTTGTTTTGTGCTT  
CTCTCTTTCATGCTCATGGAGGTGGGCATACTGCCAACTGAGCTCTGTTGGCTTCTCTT

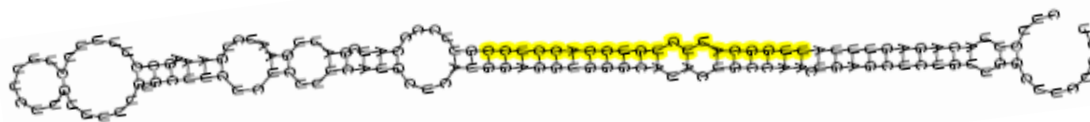

**MIR395a**    **dG = -48.10 kcal/mol**    **TC3123:788:888:- 101(nt)**

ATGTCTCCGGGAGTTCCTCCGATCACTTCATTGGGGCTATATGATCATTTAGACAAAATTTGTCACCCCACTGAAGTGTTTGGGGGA  
ACTCTGGGTGCCAC

|     |    |               |          |         |             |
|-----|----|---------------|----------|---------|-------------|
|     | 10 | 20            | 30       | 40      |             |
| AU- | CU | G             | U        | U       | .-CUAUA  U  |
| GU  | CC | GGAGU         | UCCUCCGA | CACUUCA | UGGGG UGA C |
| CG  | GG | UCUCAAGGGGGUU | GUGAAGU  | ACCCC   | AUU A       |
| CAC | U- | G             | U        | C       | \ ---- ^ U  |
| .   | 90 | 80            | 70       | 50      |             |

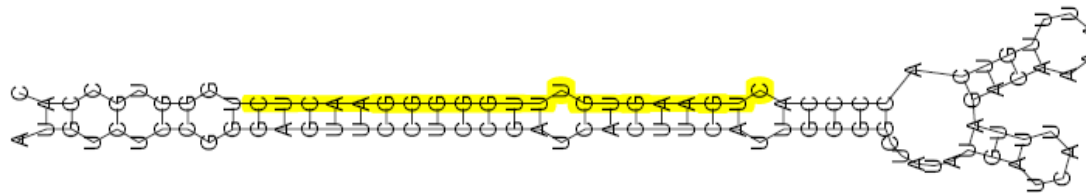

**MIR396a**     **dG = -54.20 kcal/mol**     **BUZY6224.b1**

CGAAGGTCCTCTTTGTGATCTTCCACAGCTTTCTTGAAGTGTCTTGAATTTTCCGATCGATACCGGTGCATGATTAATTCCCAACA  
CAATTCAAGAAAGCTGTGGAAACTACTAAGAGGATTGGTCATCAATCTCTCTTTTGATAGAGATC

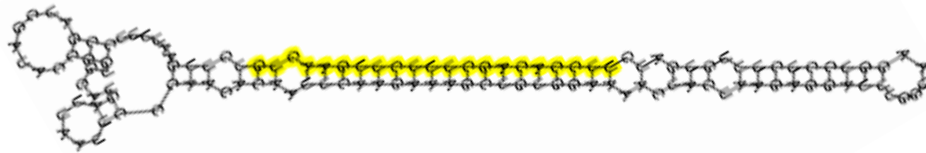

**MIR396a**    **dG = -62.50 kcal/mol**    **buzz60759.b1**

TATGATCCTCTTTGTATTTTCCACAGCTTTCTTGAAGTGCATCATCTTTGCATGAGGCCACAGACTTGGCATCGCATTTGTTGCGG  
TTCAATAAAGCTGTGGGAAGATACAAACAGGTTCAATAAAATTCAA

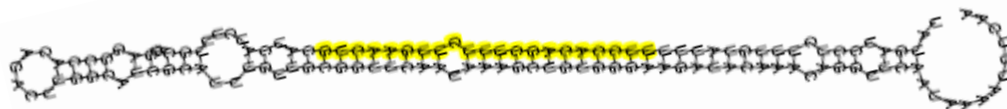

**MIR397a**     **dG = -48.90 kcal/mol**     **buzz68439.b1**

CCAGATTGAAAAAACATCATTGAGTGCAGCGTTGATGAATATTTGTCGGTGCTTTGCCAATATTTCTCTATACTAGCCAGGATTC  
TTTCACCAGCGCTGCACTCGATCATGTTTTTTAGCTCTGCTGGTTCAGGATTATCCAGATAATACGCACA

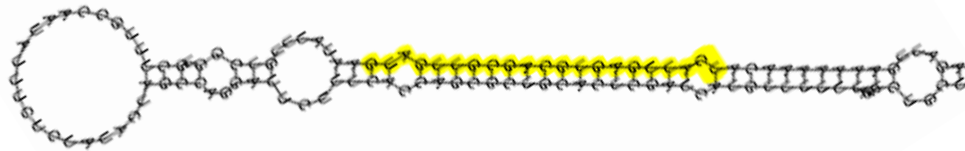

**MIR399b**    **dG = -22.90 kcal/mol**    **BUZY234309.g1 (5')**

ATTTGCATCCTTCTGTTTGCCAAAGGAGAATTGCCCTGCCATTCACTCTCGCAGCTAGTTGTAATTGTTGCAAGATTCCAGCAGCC  
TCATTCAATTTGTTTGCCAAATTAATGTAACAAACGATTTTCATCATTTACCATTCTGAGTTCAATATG

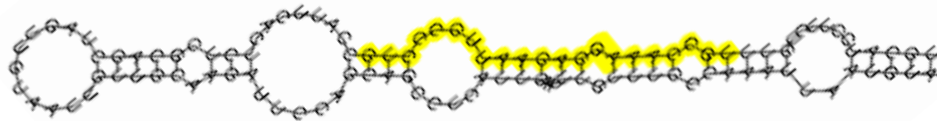

**MIR399b**    **dG = -54.20 kcal/mol**    **BUZY234309.g1 (3')**

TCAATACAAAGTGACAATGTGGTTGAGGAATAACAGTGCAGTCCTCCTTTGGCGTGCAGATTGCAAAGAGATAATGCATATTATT  
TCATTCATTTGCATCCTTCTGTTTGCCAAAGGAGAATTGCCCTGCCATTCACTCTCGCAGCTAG

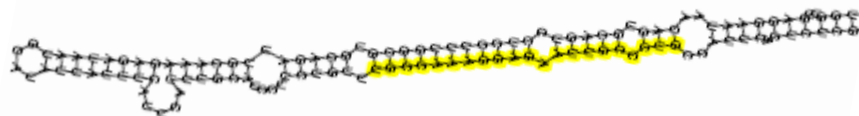

**MIR399b**     **dG = -56.50 kcal/mol**     **CV712967:390:519:- 130(nt)**

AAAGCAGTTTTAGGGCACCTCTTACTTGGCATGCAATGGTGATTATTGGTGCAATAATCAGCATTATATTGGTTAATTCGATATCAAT  
 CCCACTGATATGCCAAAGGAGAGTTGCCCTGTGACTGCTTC

|                                                      | 10  | 20  | 30  | 40    | 50     |     |
|------------------------------------------------------|-----|-----|-----|-------|--------|-----|
| A                                                    | U   | C   | AC  | - A U | .-UAU  | AAU |
| AAGCAGUU UAGGGCA CUCUU UUGGCAUG CA UGG GAUU UGGUGC A |     |     |     |       |        |     |
| UUCGUCAG GUCCCGU GAGAG AACCGUAU GU ACC CUAU AUUACG A |     |     |     |       |        |     |
| C                                                    | U   | U   | GA  | A C - | \ ---^ | ACU |
| .                                                    | 120 | 110 | 100 | 90    | 60     |     |

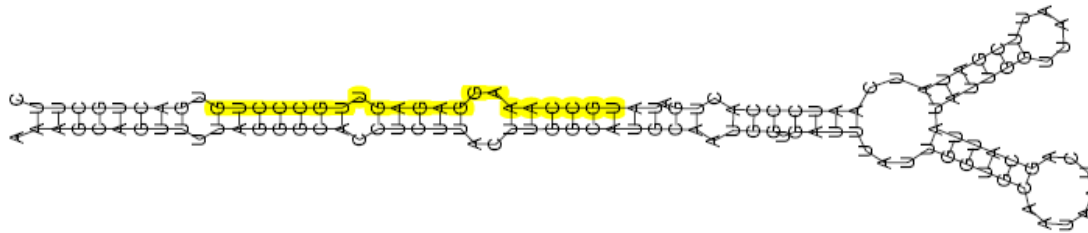

**MIR399f**    **dG = -55.20 kcal/mol**    **BUZY206720.b1**

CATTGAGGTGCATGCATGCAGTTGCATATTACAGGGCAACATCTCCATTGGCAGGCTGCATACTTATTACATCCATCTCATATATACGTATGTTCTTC  
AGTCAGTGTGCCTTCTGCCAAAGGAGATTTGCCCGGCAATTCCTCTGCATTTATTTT

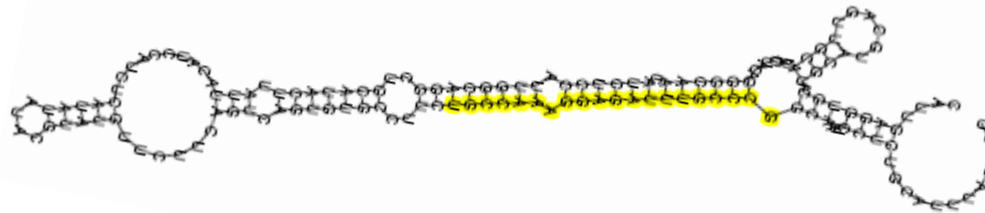

**MIR399j**     **dG = -68.50 kcal/mol**     **BUZY89877.b1**

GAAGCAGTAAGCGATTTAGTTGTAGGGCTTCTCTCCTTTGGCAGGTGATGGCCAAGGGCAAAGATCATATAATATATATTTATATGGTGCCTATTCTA  
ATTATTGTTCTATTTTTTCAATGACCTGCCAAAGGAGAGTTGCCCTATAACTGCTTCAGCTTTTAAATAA

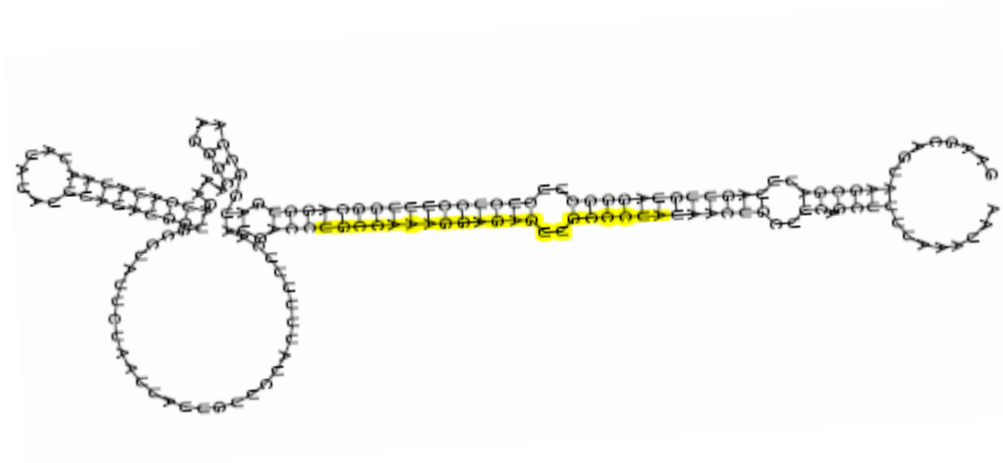

**MIR403**     **dG = -44.60 kcal/mol**     **EY656660:79:208:+ 130(nt)**

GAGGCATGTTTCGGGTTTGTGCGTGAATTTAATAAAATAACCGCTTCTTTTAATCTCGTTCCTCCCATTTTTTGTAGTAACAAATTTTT  
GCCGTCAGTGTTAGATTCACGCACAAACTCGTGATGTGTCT

|    |           |                         |     |       |    |                          |    |          |
|----|-----------|-------------------------|-----|-------|----|--------------------------|----|----------|
|    | 10        | 20                      | 30  | 40    | 50 | 60                       | 70 |          |
| G  | U         |                         |     | AAAUA | C  | UUCUUUAAUCUCGUUCCCCCAUUU |    | A        |
|    | AGGCAUGUU | CGGGUUUGUGCGUGAAUUUAAUA |     | AC GC |    |                          |    | UUUGUU \ |
|    | UCUGUGUAG | GCUCAAACACGCACUUAGAUUGU |     | UG CG |    |                          |    | AAACAA G |
| -^ | U         |                         |     | GAC-- | C  | UUUUU-----               |    | U        |
| .  | 120       | 110                     | 100 | 90    |    |                          |    | 80       |

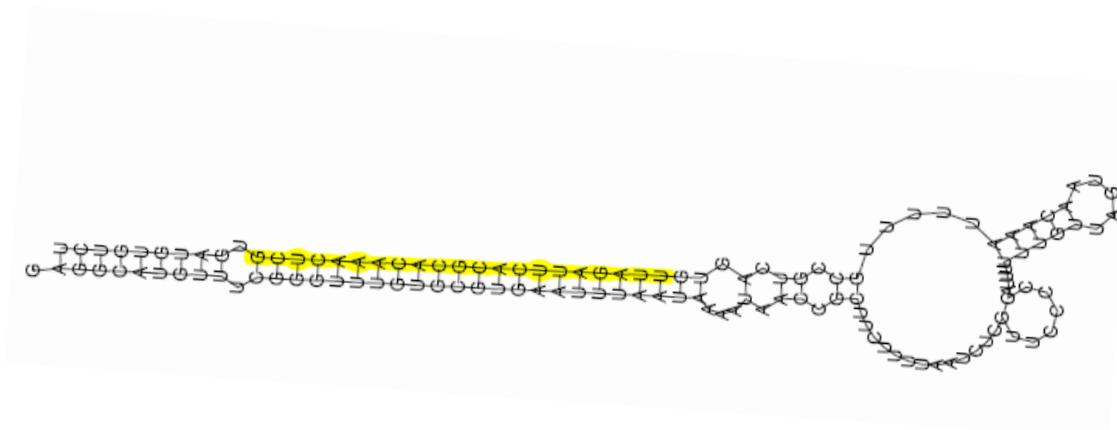

**MIR408**    **dG = -63.10 kcal/mol**    **buzy222719.b1**

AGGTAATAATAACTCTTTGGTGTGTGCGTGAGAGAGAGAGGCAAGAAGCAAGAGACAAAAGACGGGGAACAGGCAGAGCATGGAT  
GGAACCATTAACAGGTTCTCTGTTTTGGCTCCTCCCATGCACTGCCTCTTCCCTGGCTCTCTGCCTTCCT

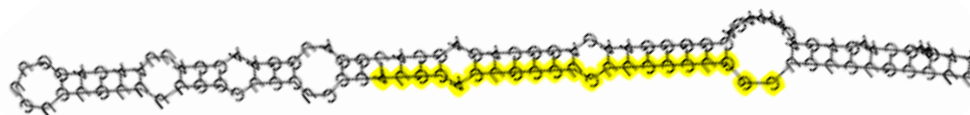

**MIR472a**    **dG = -38.80 kcal/mol**    **EY748618:56:149:+ 94(nt)**

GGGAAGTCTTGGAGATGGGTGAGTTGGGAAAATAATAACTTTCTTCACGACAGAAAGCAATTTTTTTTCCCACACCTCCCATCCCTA  
AGATTTTC

|             |        |             |            |      |     |
|-------------|--------|-------------|------------|------|-----|
|             | 10     | 20          | 30         | 40   |     |
| G           | A      | UGA -       | U AA       | UCA  |     |
| GGAAGUCUUGG | GAUGGG | GU UGGGAAAA | AAU CUUUCU | \    |     |
| CUUUUAGAAUC | CUACCC | CA ACCCUUUU | UUA GAAAGA | C    |     |
| -^          | C      | UC-         | C          | U AC | CAG |
| 90          | 80     | 70          | 60         | 50   |     |

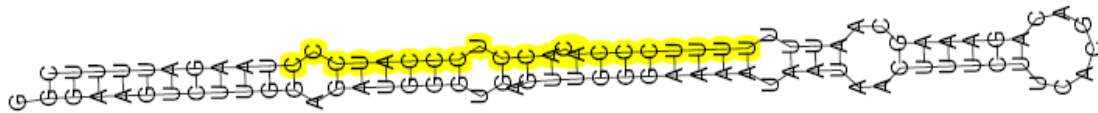

**MIR473a**      **dG = -61.40 kcal/mol**      **BUZY181546.g1**

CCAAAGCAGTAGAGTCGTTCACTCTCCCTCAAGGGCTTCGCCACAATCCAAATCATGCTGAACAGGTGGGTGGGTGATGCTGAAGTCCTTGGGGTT  
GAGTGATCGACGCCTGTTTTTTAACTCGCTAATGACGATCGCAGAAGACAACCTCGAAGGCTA

**MIR477a**      **dG = -62.80 kcal/mol**      **BUZY103319.g1**

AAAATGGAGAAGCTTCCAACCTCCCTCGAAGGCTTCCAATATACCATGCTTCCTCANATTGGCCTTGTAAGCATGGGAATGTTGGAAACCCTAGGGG  
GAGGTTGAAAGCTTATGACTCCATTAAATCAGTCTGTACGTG

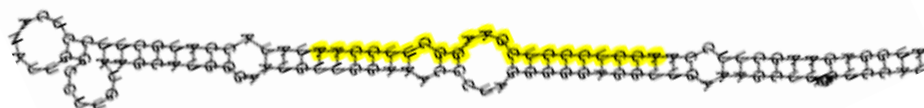

**MIR477c**      **dG = -60.70 kcal/mol**      **BUZY181546.g1**

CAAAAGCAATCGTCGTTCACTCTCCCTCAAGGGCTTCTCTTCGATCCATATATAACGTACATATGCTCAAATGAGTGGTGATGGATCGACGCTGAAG  
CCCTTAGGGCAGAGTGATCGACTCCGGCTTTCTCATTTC

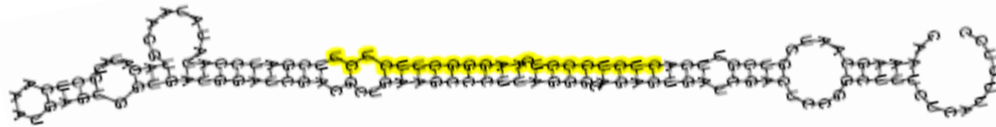

**MIR477f**      **dG = -62.50 kcal/mol**      **BUZY103319.g1**

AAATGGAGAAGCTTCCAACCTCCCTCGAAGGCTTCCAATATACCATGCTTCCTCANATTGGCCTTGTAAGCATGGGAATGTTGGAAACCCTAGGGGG  
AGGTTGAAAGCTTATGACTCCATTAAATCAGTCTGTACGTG

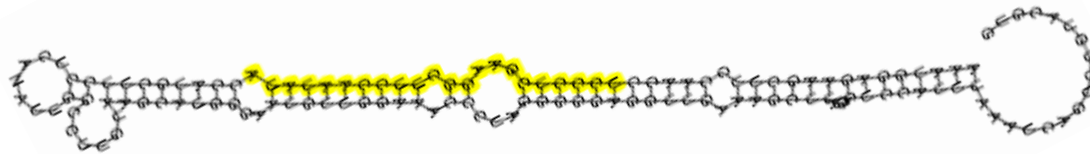

**MIR479**      **dG = -62.50 kcal/mol**      **buzy188852.g1**

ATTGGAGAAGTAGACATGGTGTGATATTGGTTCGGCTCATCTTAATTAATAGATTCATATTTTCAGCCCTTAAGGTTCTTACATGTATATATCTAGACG  
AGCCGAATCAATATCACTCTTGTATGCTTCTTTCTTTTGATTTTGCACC

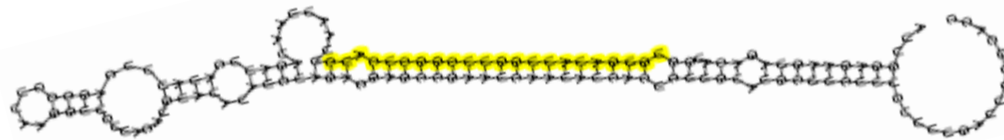

**MIR482a**      **dG = -56.30 kcal/mol**      **EY676411:144:272:+ 129(nt)**

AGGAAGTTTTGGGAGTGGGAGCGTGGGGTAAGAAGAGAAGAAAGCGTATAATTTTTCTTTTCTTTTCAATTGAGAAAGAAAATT  
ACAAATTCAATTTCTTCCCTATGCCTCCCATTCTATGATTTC

|   | 10         | 20          | 30       | 40     |            |
|---|------------|-------------|----------|--------|------------|
| A | U          | -           | U        | .-A    | CGU        |
|   | GGAAGUU    | UGGGAGUGGGA | GCGUGGGG | AAGAAG | GAAGAAAG A |
|   | CCUUUAG AU | CCUUAACCCU  | CGUAUCCC | UUCU   | UUUUUUU U  |
| - | U          | C           | -        | \ -^   | UAA        |
|   | 120        | 110         | 100      | 60     | 50         |

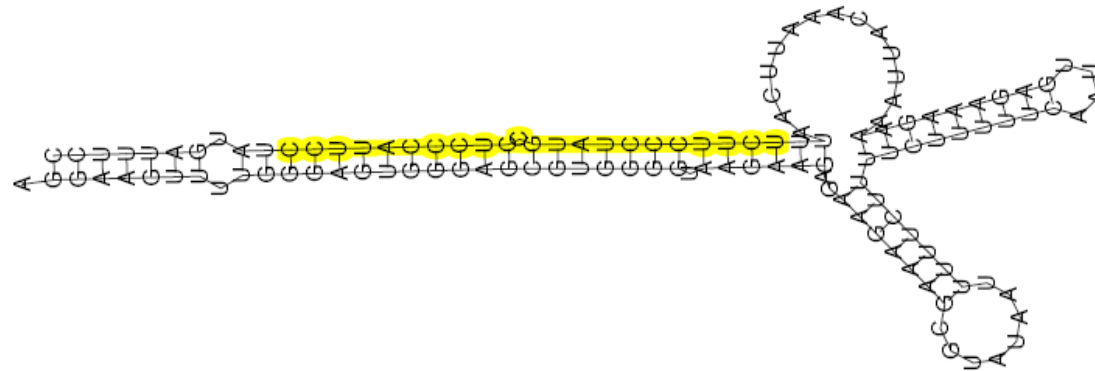

**MIR482c** dG = -47.50 kcal/mol CK702206:71:179:+ 109(nt)

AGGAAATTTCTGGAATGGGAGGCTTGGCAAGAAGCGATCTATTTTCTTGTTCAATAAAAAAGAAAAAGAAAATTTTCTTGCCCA  
CCCCTCCCATTCTTGGATTTC

|   |          |             |           |          |    |  |
|---|----------|-------------|-----------|----------|----|--|
|   | 10       | 20          | 30        | 40       | 50 |  |
| A | CU       | CUU-        | CGAUCUA   | GUUCA    |    |  |
|   | GGAAAUUU | GGAAUGGGAGG | GGCAAGAAG | UUUUUCUU | \  |  |
|   | CCUUUAGG | CCUACCCUCC  | CCGUUCUU  | AAAAAGAA | A  |  |
| - | UU       | CCAC^       | UUAAAAG   | AAAAU    |    |  |
|   | 100      | 90          | 80        | 70       | 60 |  |

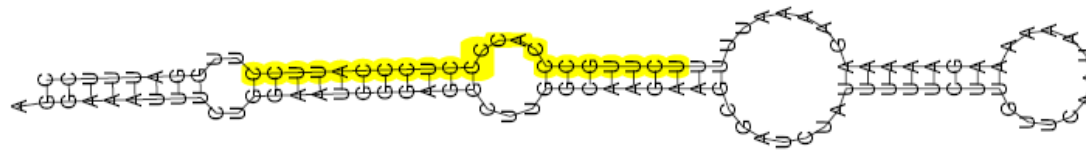

**MIR530a (C24170) dG = -48.60 kcal/mol**

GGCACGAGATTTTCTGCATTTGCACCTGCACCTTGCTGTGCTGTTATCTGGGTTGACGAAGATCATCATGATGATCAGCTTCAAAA  
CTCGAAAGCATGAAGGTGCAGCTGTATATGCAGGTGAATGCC

|      | 10          | 20    | 30        | 40        | 50     | 60     |        |        |   |
|------|-------------|-------|-----------|-----------|--------|--------|--------|--------|---|
|      | CGAGA       | U     | U         | C         | GC     | GUUAUC | GAC    | ---    | C |
| GGCA | UUU UC      | UGCAU | UGCA      | CUGCACCUU | UGUGCU | UGGGUU | GAA    | GAUCAU | A |
| CCGU | AAG GGACGUA | AUGU  | GACGUGGAA | GUACGA    | GCUCAA | CUU    | CUAGUA | U      |   |
| ^    | -----       | U     | U         | C         | --     | AA---- | AA-    | CGA    | G |
|      |             | 120   | 110       | 100       | 90     | 80     | 70     |        |   |

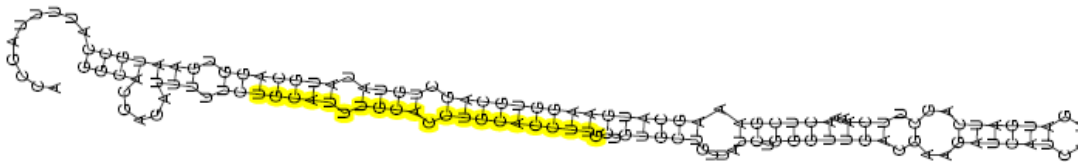

**MIR530b**     **dG = -66.60 kcal/mol**     **EY679643:98:251:+ 154(nt)**

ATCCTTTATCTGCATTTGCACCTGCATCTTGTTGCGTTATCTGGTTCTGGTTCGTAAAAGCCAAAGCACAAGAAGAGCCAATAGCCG  
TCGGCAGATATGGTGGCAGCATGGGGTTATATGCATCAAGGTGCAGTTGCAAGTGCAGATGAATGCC

|      |                  |                   |                   |                 |                   |
|------|------------------|-------------------|-------------------|-----------------|-------------------|
|      | 10               | 20                | 30                | 40              | 50                |
| AUCC |                  | <b>C</b>          | U                 | .-UA - -        | C CG              |
|      | UUUAUC           | <b>UGCAUUUGCA</b> | <b>CUGCAUCUUG</b> | UGCGU           | UC UG GUU UGGUU U |
|      | AAGUAGACGUGAACGU | GACGUGGAAC        | ACGUA             | AG AC CGA ACCGA | A                 |
| CCGU |                  | U                 | U                 | \ -- A A^ A     | AA                |
| 150  | 140              | 130               | 120               | 70              | 60                |

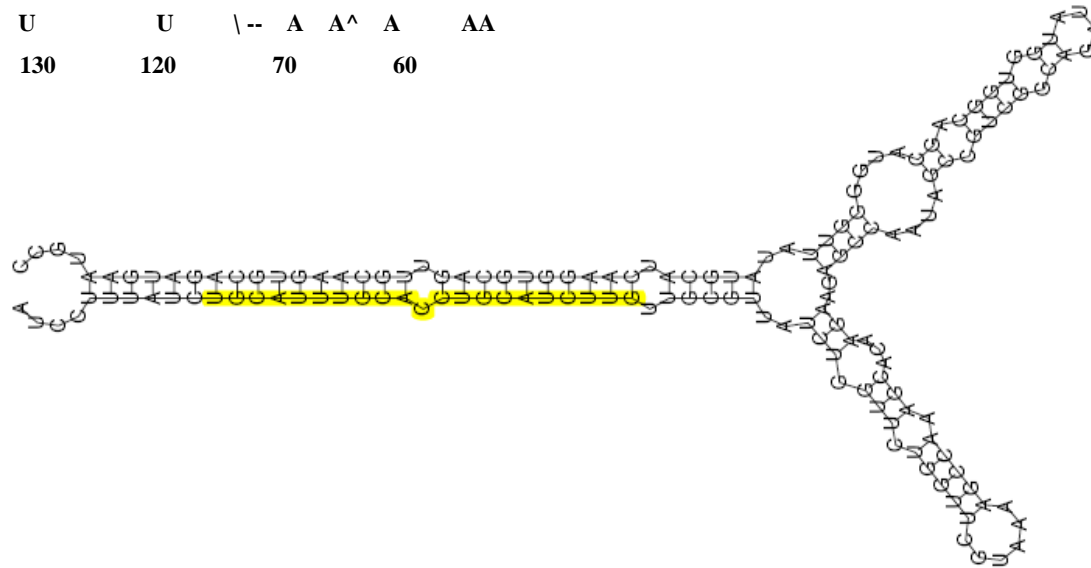

**MIR535a**    **dG = -24.40 kcal/mol**    **BUZY211691.b1**

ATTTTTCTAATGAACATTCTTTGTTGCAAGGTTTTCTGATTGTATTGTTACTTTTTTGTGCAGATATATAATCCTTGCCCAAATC  
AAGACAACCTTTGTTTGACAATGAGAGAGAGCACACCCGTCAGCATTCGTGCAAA

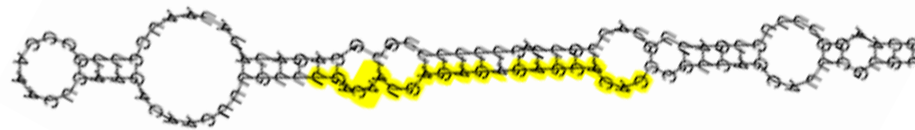

**MIR827**     **dG = -30.90 kcal/mol**     **BUZY251745.g1**

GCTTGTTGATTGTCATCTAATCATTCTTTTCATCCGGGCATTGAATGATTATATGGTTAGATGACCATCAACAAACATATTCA  
TGGTATGGCATGC

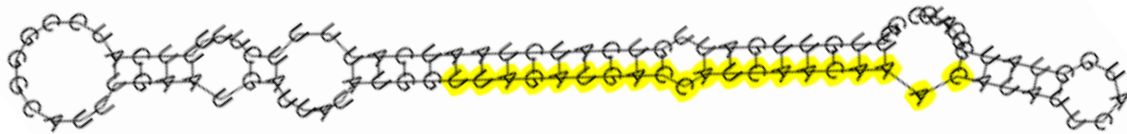

**MIR857     dG = -27.20 kcal/mol     BUZY105556.G1**

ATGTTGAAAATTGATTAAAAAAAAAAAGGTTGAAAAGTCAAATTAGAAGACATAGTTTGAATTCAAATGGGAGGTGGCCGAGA  
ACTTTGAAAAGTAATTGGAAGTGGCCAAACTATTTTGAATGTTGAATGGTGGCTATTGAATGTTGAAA

**MIR1061**    **dG = -18.40 kcal/mol**    **buzy164479.b1**

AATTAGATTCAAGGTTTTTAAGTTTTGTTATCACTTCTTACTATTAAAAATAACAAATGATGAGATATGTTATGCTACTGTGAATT  
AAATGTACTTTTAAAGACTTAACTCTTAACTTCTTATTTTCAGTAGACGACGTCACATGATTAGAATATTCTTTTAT

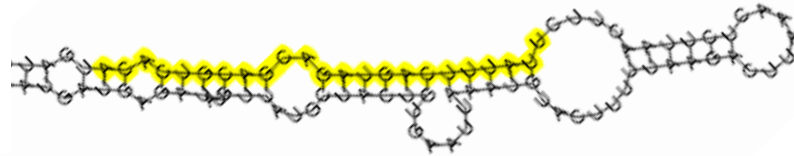

**MIR1171**    **dG = -23.20 kcal/mol**    **buzy271716.b1**

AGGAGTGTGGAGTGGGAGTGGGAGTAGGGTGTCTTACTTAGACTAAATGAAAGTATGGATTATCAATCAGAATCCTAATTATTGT  

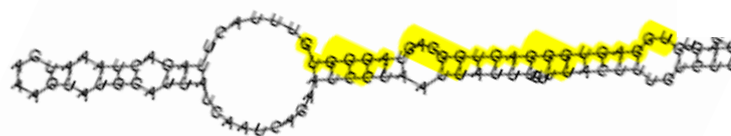

**MIR1515**    **dG = -46.10 kcal/mol**    **EY703412:129:303:+ 175(nt)**

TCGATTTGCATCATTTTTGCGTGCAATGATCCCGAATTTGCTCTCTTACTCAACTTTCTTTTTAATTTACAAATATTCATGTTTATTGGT  
 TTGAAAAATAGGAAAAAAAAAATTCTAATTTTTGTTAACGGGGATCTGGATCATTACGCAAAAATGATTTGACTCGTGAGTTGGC

|        |            |                       |                 |        |        |      |       |       |
|--------|------------|-----------------------|-----------------|--------|--------|------|-------|-------|
|        | 10         | 20                    | 30              | 40     | 50     | 60   | 70    |       |
| -      | UG -----   | <b>C</b>              | .-C             | GCUC-  | CUCAAC | UUU  | UU    | AAU   |
| UCGAUU | C          | <b>AUCAUUUUUGCGUG</b> | <b>AAUGAUCC</b> | GAAUUU | UCUUA  | UUUC | UUAUU | ACA A |
| GGUUGA | G          | UAGUAAAAACGCAC        | UUACUAGG        | CUUAAA | AGGAU  | AAAG | GGUUA | UGU U |
| C      | GU CUCAGUU | -                     | \-              | AAAAA^ | AA---- | UUU  | UU    | ACU   |
| 170    | 160        | 150                   | 140             | 110    | 100    | 90   | 80    |       |

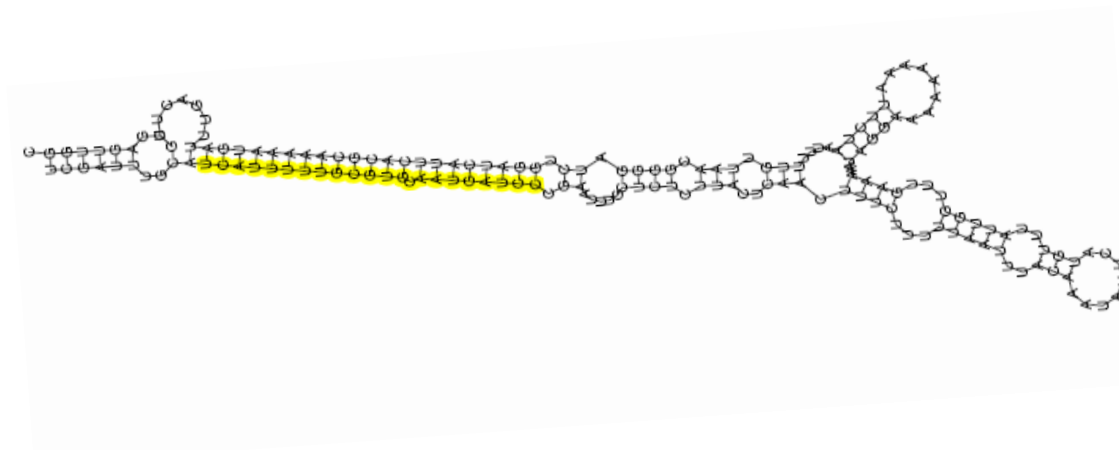

**MIR1861a**     **dG = -32.90 kcal/mol**     **TC25920:1352:1475:+ 124(nt)**

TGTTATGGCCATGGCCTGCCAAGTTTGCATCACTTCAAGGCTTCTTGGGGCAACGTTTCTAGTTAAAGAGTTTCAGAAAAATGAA  
CAAGTTTTTGATGTTGAGGC AAAAATGTAGGAGCTATAAT

|          |       |                                 |                 |             |    |
|----------|-------|---------------------------------|-----------------|-------------|----|
|          | 10    | 20                              | 30              | 40          | 50 |
| U        | CAUGG | CAAG                            | A - U           | U G G CA    |    |
| GUUAUGGC | CCUGC | UUUGC UC AC UCAAGGCUU--CU G G \ |                 |             |    |
| UAAUAUCG | GGAUG | AAACG AG UG AGU                 | UUUGAA GA C U A |             |    |
| -        | A---- | UAA-                            | G U U           | \ ^ U UU GC |    |
| 120      | 110   | 100                             | 90              | 60          |    |

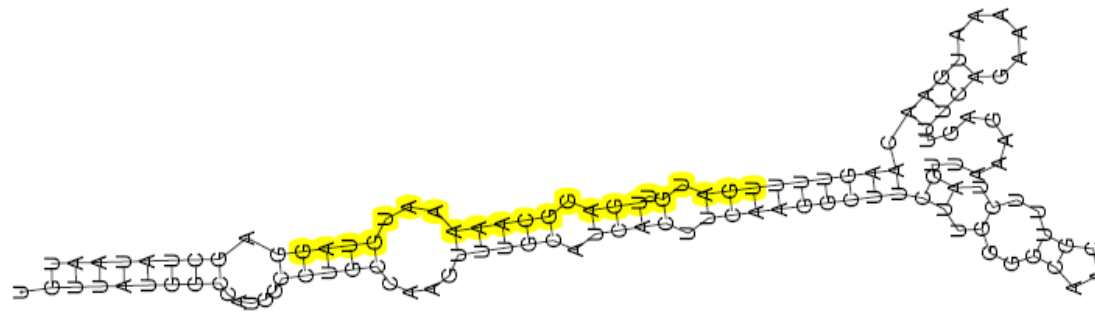

**Supplement:** Additional file 6 — Fold-back structures for known miRNA from sweet orange (Citrus sinensis). Precursor sequences for known miRNAs from sweet orange were shown in black letters with miRNA and miRNA* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. Precursor secondary structures and dG value were produced using the mfold software http://mfold.bioinfo.rpi.edu/.

# Supplementary material for: Discovery and comparative profiling of microRNAs in a sweet orange red-flesh mutant and its wild type
**Source:** BMC Genomics. 2010 Apr 17;11:246. doi: 10.1186/1471-2164-11-246

**Additional data file 8. Fold-back structures for novel miRNAs from sweet orange (*Citrus sinensis*).**

Precursor sequences for novel miRNA from sweet orange were shown in black letters with miRNA and miRNA\* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. 

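The tags that lie on either arm were summed for each hairpin read from Additional file 8 that has more than 3 reads per library on both arms. On the csi-nov-07 hairpin the log2 ratio was 0.50 on the opposite arm, while the arm of csi-nov-07 held 17 reads in WT and 15 in MT, which are those of csi-nov-07 itself and did not differ at 0.01. On the csi-nov-12 hairpin the arms had log2 ratios of -1.51 and -1.49, and the opposite arm carries a tag that differs from csi-miR172a in its last base only. The arms of csi-nov-03 rose by log2 ratios of 2.50 and 0.82.

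**Figure D3:**
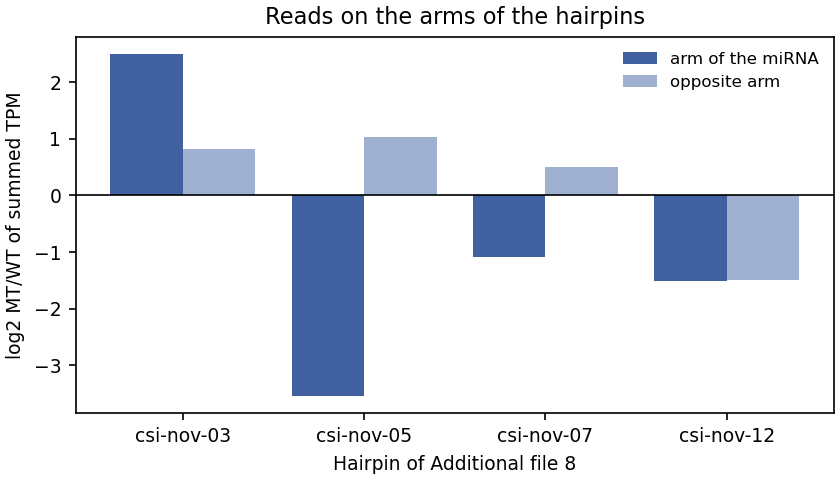
The log2 ratio of MT to WT of the summed TPM of all retained tags on the arm of the miRNA (dark bars) and on the opposite arm (light bars), for hairpins of Additional file 8 with more than 3 reads on either arm in each library. The arms of csi-nov-05 have ratios of opposite sign, with -3.54 and 1.03, and the dark bar of csi-nov-07 rests on 17 reads in WT and 15 in MT.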

Precursor secondary structures and dG value were produced using the mfold software (<http://mfold.bioinfo.rpi.edu/>).

**csi-novel-01**

**dG = -31.80 kcal/mol**

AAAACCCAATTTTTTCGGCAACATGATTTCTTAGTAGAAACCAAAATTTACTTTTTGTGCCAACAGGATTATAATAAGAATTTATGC  
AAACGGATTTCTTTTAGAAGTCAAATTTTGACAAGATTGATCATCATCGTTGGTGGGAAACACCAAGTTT

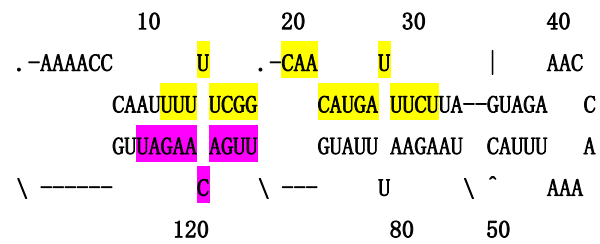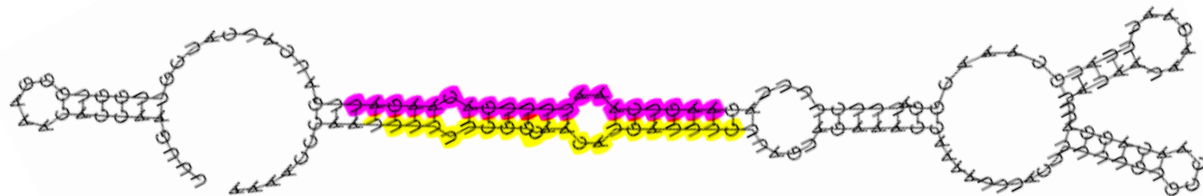

**csi-novel-02**

**dG = -53.10 kcal/mol**

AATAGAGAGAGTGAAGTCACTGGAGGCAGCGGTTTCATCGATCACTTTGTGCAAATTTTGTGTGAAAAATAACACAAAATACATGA  
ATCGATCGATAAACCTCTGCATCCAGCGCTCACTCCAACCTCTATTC

|         |        |          |           |           |       |         |      |
|---------|--------|----------|-----------|-----------|-------|---------|------|
|         | 10     | 20       | 30        | 40        | 50    | 60      |      |
| -       | A--    | A CA     | G C C     | AC UG CAA | U GAA |         |      |
| AAUAGAG | GAGUGA | GU CUGGA | GCAG GGUU | AUCGAUC   | UU UG | AUUUUGU | GU A |
| UUAUCUC | CUCACU | CG GACCU | CGUC CCAA | UAGCUAG   | AA AC | UAAAACA | CA A |
| C       | AAC^   | - C-     | A U A     | CU GU     | A--   | - AUA   |      |
| 130     | 120    | 110      | 100       | 90        | 80    | 70      |      |

**csi-novel-03**

**dG = -62.40 kcal/mol**

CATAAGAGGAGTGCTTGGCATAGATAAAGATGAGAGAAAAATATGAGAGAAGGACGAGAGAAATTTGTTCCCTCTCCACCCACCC  
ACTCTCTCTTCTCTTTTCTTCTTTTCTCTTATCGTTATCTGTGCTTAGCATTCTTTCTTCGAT

|              | 10   | 20       | 30            | 40       | 50  | 60           | 70 |
|--------------|------|----------|---------------|----------|-----|--------------|----|
| CAU-         |      | U        | A             | UAU      | - C | AAUUUGUCCCU  |    |
| AAGAGGAGUGCU | GGCA | UAGAUA   | GAUGAGAGAAAA  | GAGAGAAG | GA  | GAGAGA       | C  |
| UUCUUUUUACGA | UCG  | UGUCUAUU | CUAUUCUCUUUUU | UUCUUUUC | CU  | CUCUCU       | U  |
| UAGC^        | U    | G        | C--           | U        | U   | CACCCACCCACC |    |
|              | 140  | 130      | 120           | 110      | 100 | 90           | 80 |

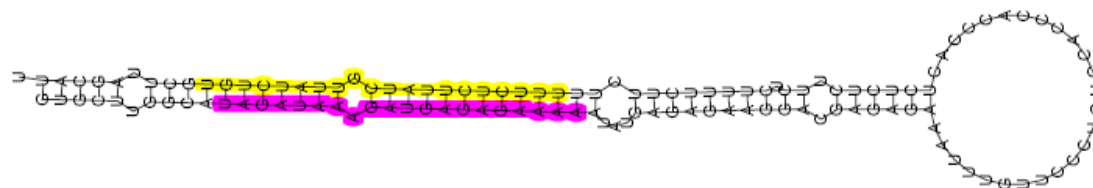

csi-novel-04      dG = -50.00 kcal/mol

[illegible]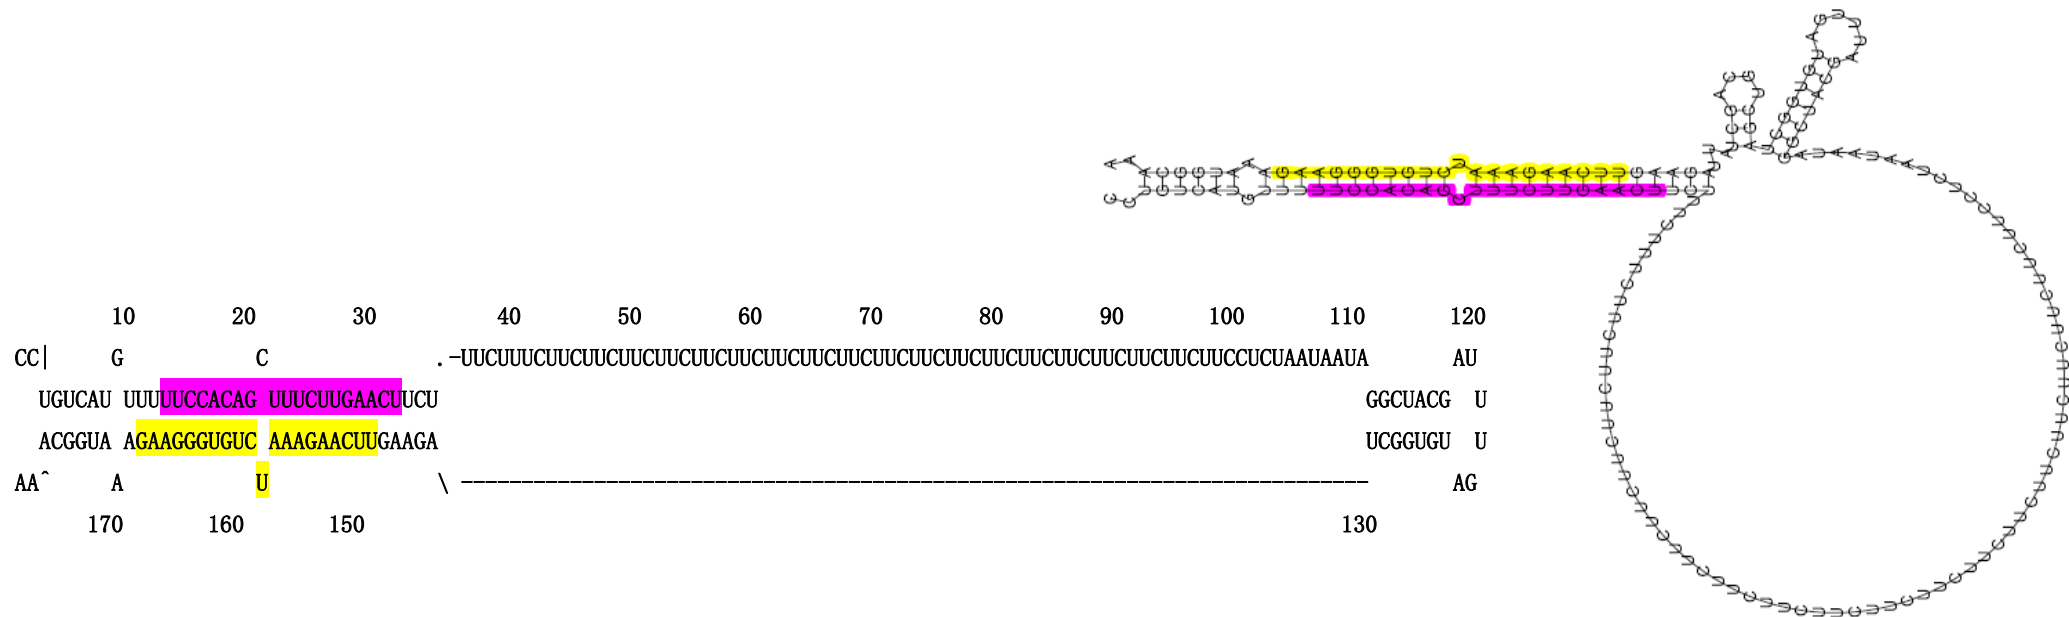

csi-novel-05-5p R-m0003-5 dG = -60.30 kcal/mol

csi-novel-05-3p R-m0003-3 dG = -60.30 kcal/mol

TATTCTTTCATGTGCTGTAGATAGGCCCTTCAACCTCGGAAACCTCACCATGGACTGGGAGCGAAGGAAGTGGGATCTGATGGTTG  
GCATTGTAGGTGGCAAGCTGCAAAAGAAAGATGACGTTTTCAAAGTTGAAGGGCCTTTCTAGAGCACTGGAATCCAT

|       |       |      |              |     |        |           |      |    |     |     |    |
|-------|-------|------|--------------|-----|--------|-----------|------|----|-----|-----|----|
|       | 10    |      | 20           |     | 30     |           | 40   |    | 50  |     | 60 |
| UAUUC | U     | G    | U            |     | CUC    | C         |      |    | GGA | GGG |    |
| UUUCA | GUGCU | UAGA | AGGCCCUCAAC  |     | GGAAAC | UCA--CCAU | CU   |    | A   |     |    |
| AAGGU | CACGA | AUCU | UCCGGGAAGUUG |     | CUUUUG | AGU       | GGUG |    | GA  | G   |    |
| UACCU | -     | G    | U            |     | AAA    | C         | \ ^  |    | AAG | AGC |    |
| 160   | 150   | 140  | 130          | 120 | 110    | 100       | 90   | 80 | 70  | 60  | 50 |

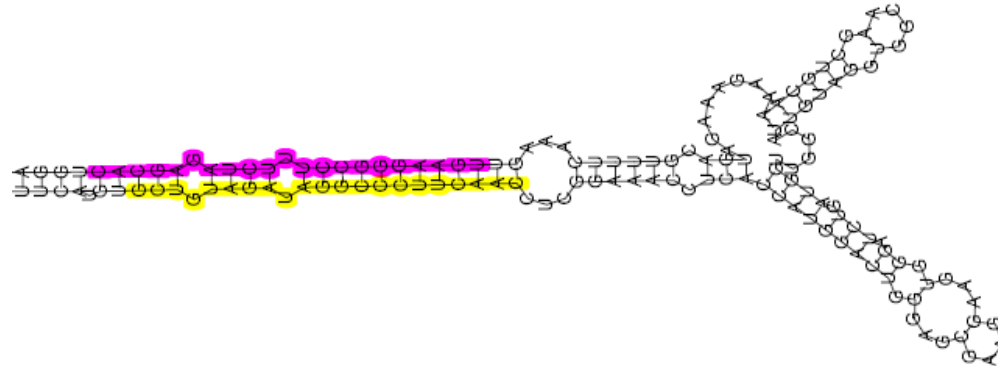

**csi-novel-06 R-m0004-5 dG = -36.40 kcal/mol**

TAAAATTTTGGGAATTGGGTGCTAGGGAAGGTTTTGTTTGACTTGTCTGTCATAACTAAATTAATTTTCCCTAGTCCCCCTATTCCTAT  
GATTTTC

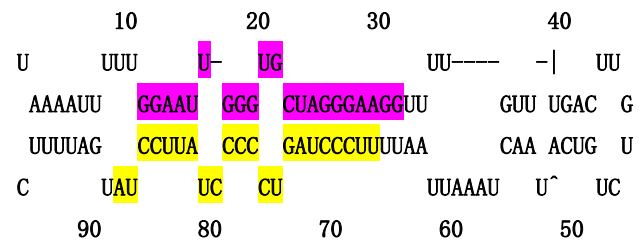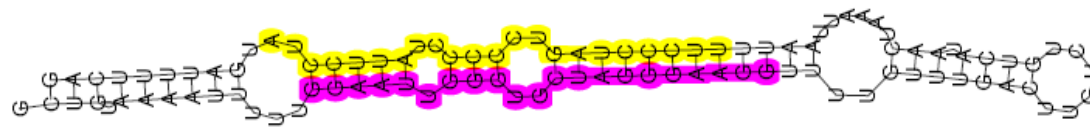

csi-novel-07

dG = -64.50 kcal/mol

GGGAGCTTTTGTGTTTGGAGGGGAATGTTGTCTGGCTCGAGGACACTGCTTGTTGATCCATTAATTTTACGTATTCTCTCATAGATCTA  
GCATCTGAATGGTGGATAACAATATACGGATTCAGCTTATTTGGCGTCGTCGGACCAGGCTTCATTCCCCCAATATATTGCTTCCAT  
GG

|        |      |     |         |        |     |        |                     |
|--------|------|-----|---------|--------|-----|--------|---------------------|
|        | 10   | 20  | 30      | 40     | 50  | 60     | 70                  |
| ----   | UUUU | U A | UU      | CU     | G A | GCUU-- | - .-AUUAAUUUUACG UC |
| GGGAGC | UGU  | UUG | GGGGAUG | GUCUGG | CGA | GAC CU | GUUG AUCC UAU U     |
| CCUUCG | AUA  | AAC | CCCCUAC | CGGACC | GCU | CUG GG | CGAC UAGG AUA C     |
| GGUA   | UU-- | U C | UU      | AG     | G C | UUUAUU | U \ ----- CU        |
|        | 170  | 160 | 150     | 140    | 130 | 120    | 80                  |

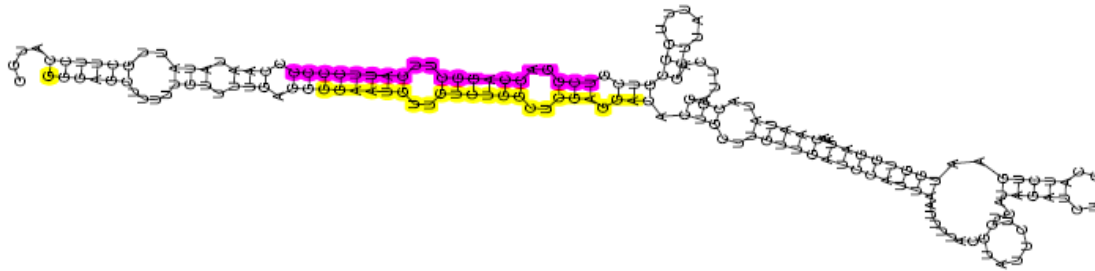

**csi-novel-08**      **dG = -61.80 kcal/mol**

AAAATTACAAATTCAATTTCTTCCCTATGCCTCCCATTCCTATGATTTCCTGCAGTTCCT

|         |          |             |          |        |          |     |
|---------|----------|-------------|----------|--------|----------|-----|
|         | 10       | 20          | 30       | 40     | 50       |     |
| UGAA--- | U        | U           | -        | U      | .-A      | CGU |
| GC      | AGGAAGUU | UGGGAGUGGGA | GCGUGGGG | AAGAAG | GAAGAAAG | A   |
| CG      | UCCUUUAG | AUCCUUACCCU | CGUAUCCC | UUCUUU | UUUCUUUU | U   |
| UCCUUGA | -        | U           | C        | -      | \ - ^    | UAA |
| 140     | 130      | 120         | 110      |        | 60       |     |

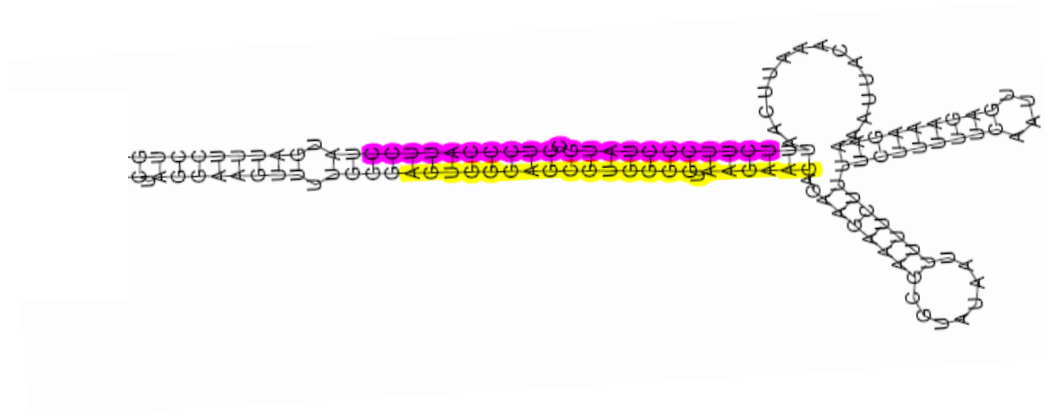

**csi-novel-09**

**dG = -24.40 kcal/mol**

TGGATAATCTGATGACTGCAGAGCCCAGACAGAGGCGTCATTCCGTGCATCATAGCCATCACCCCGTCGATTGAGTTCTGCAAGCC  
GTCGAGTTTCTGCCT

|    |      |       |       |          |          |     |      |       |           |             |
|----|------|-------|-------|----------|----------|-----|------|-------|-----------|-------------|
|    |      | 10    |       | 20       |          | 30  |      | 40    |           | 50          |
| U  | AU—  | UC    |       | A        | —        | C   |      | ACAGA |           | UCAUCCGU AU |
| GG | AA   | UGAUG | C     | UGCAGAGC | CAG      |     | GGCG |       | GC C      |             |
| CC |      | UU    | GCUGC | G        | ACGUCUUG | GUU |      | CUGC  |           | CG A        |
| U  | GUCU | GA    |       | C        | A        |     | A    | AG—   | CCCACUAC— | AU          |
| .  |      | 90    |       | 80       |          | 70  |      | 60    |           |             |

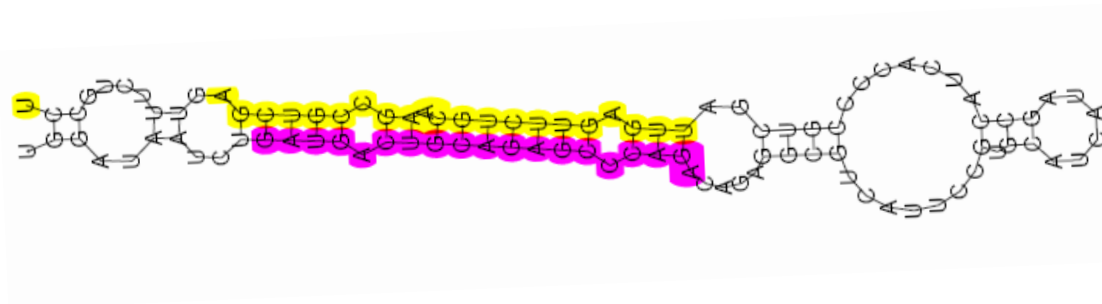

**csi-novel-11**      **dG = -20.80 kcal/mol**

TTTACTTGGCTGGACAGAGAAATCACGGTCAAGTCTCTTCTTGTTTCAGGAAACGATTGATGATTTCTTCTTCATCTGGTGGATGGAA

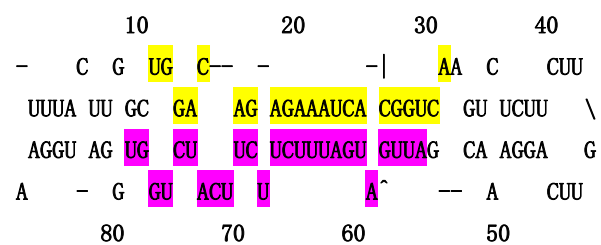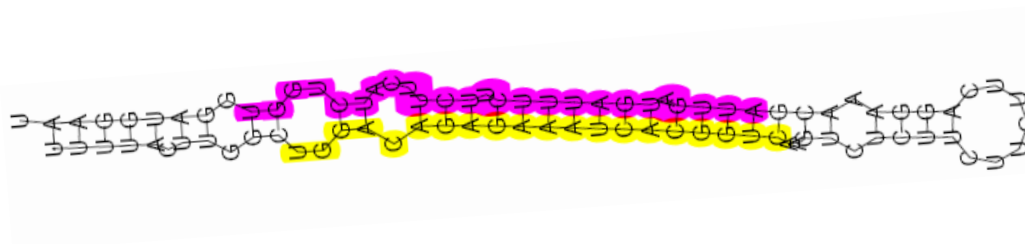

**csi-novel-12**      **dG = -62.20 kcal/mol**

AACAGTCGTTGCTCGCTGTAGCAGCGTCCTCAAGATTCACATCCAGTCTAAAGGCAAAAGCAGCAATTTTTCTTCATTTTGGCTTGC  
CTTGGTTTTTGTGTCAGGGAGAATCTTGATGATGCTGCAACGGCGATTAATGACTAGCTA

|          | 10      | 20       | 30        | 40  | 50      | 60       | 70       |
|----------|---------|----------|-----------|-----|---------|----------|----------|
| AAC--    | C       | A        | C         | ACA | AGUC    | AAAA     | - UUUUUC |
| AGUCGUUG | UCGCUGU | GCAGCGUC | UCAAGAUUC | UCC | UAAAGGC | GCA GCAA | \        |
| UCAGUAAU | AGCGGCA | CGUCGUAG | AGUUCUAAG | AGG | GUUUUUG | CGU CGUU | U        |
| AUCGA^   | U       | A        | U         | --- | GACU    | GUUC     | U UUUACU |
| 140      | 130     | 120      | 110       | 100 | 90      | 80       |          |

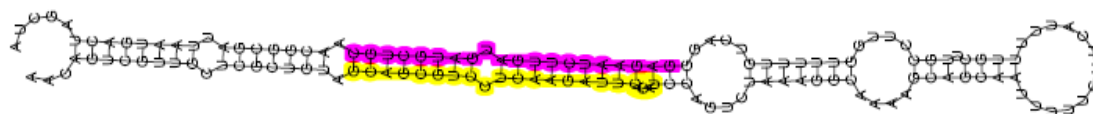

**Supplement:** Additional file 8 — Fold-back structures for novel miRNAs from sweet orange (Citrus sinensis). Precursor sequences for novel miRNA from sweet orange were shown in black letters with miRNA and miRNA* (The sequence complementary to miRNA in the fold-back structure) sequences highlighted in yellow and pink, respectively. Precursor secondary structures and dG value were produced using the mfold software http://mfold.bioinfo.rpi.edu/.

# Supplementary material for: Discovery and comparative profiling of microRNAs in a sweet orange red-flesh mutant and its wild type
**Source:** BMC Genomics. 2010 Apr 17;11:246. doi: 10.1186/1471-2164-11-246
**Supplement:** Additional file 12 — The primer sequence information. This file lists the primers used for miRNA expression detection by stem-loop qRT-PCR.

## Additional data file 12. Stem loop qRT-PCR primers used in this study

csi-miR156a **TGACAGAAGAGAGT****GAGCAC**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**GTGCTC**

Forward primer: CGGCG**TGACAGAAGAGAGT**

csi-miR159a **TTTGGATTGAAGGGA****GCTCTA**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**TAGAGC**

Forward primer: CGGAG**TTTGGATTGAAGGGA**

csi-miR162a **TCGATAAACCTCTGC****ATCCAG**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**CTGGAT**

Forward primer: CGAAG**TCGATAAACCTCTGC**

csi-miR164a **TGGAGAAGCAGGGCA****CGTGCA**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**TGCACG**

Forward primer: CAAAT**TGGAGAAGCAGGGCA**

csi-miR166a **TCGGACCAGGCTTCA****TTCCCC**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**GGGGAA**

Forward primer: ATTAG**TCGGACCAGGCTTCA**

csi-miR166j **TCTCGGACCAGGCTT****CATTCC**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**GGAATG**

Forward primer: CTTAT**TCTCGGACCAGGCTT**

csi-miR167d **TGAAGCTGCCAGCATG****ATCTGA**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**TCAGAT**

Forward primer: ATTAT**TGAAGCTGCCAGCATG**

csi-miR168a **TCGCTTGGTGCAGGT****CGGGAA**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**TTCCCG**

Forward primer: ATTAG**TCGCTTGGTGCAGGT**

csi-miR171b **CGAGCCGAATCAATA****TCACTC**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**GAGTGA**

Forward primer: CGAAG**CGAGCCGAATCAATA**

csi-miR172a **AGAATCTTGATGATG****CTGCAT**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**ATGCAG**

Forward primer: CGGCG**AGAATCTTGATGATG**

csi-miR319e **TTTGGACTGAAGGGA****GCTCCT**

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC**AGGAGC**

Forward primer: GTCAGTTTGGACTGAAGGGA

csi-miR390a AAGCTCAGGAGGGATAGCGCC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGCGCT

Forward primer: CAATGAAGCTCAGGAGGGAT

csi-miR395a CTGAAGTGTTTGGGGGAAGTC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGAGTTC

Forward primer: CAATGCTGAAGTGTTTGGGG

csi-miR403 TTAGATTCACGCACAAGCTCG

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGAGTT

Forward primer: CGGAGTTAGATTCACGCACA

csi-miR472a TTTTCCCACACCTCCATCCCC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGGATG

Forward primer: CGCAGTTTCCCACACCTCC

csi-miR473a ACTCTCCCTCAAGGGCTTCGC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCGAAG

Forward primer: CTTATACTCTCCCTCAAGGG

csi-miR477a ACCTCCCTCGAAGGCTTCCAA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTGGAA

Forward primer: ATTATACCTCCCTCGAAGGC

csi-miR479 TGTGATATTGGTTCGGCTCATC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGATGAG

Forward primer: CAATGTGTGATATTGGTTCGG

csi-miR482a TCTTCCCTATGCCTCCATTCC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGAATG

Forward primer: ATTATCTTCCCTATGCCTCC

csi-miR482c TCTTGCCCACCCCTCCATTCC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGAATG

Forward primer: ATTCTTGCCCACCCCTCC

csi-novel-01 (CK07-5) TTTTTCGGCAACATGATTCT

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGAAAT

Forward primer: CGGCATTTTTCGGCAACATG

csi-novel-02 (CK14-3) TTCAAGAAATCTGTGGGAAG

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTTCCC

Forward primer: CGGCGTTCAAGAAATCTGT

csi-novel-03 (R03-5) GCTGTAGATAGGCCCTTCAAC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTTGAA

Forward primer: CTTATGCTGTAGATAGGCC

csi-novel-03-3p (R03-3) TGAAGGGCCTTTCTAGAGCAC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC

Forward primer: CGGATTGAAGGGCCTTTCTA

csi-novel-04 (R04-5) GGAATTGGGTGCTAGGGAAGG

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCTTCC

Forward primer: ATACGGGAATTGGGTGCTAG

csi-novel-04-3p (R04-3) TTCCCTAGTCCCCCTATTCCTA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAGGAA

Forward primer: ATTATTTCCCTAGTCCCCCTA

csi-novel-05 (R06-5) GGAATGTTGTCTGGCTCGAGG

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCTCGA

Forward primer: CGATTGGAATGTTGTCTGGC

csi-novel-6 (R08-5) AGTGGGAGCGTGGGTAAAGAAG

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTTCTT

Forward primer: ATATAGTGGGAGCGTGGGT

csi-novel-7 (R09-5) TGGAGGCAGCGTTTATCGATC

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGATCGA

Forward primer: ATATGGAGGCAGCGTTCA

csi-novel-8 (R10-5) TAGATAAAGATGAGAGAAAAA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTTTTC

Forward primer: CGGCGTAGATAAAGATGAGA

csi-novel-8-3p (R10-3) TTTCTTTATCGTTATCTGT

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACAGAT

Forward primer: CGGCGTTTCTTTATCGTT

csi-novel-9 (R12-3) TTGAGTTCTGCAAGCCGTCTGA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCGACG

Forward primer: ATCCGTTGAGTTCTGCAAGC

csi-novel-10 (R14-3) AGGTCATCTTGCAGC TTCAAT

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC ATTGAA

Forward primer: CGAATAGGTCATCTTGCAGC

csi-novel-11 (R19-5) TGGACAGAGAAATCA CGGTCA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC TGACCG

Forward primer: ACGCGTGGACAGAGAAATCA

csi-novel-12 (R21-5) GCAGCGTCCTCAAGA TTCACA

RT-primer: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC TGTGAA

Forward primer: CTTATGCAGCGTCCTCAAGA

**Reverse primer : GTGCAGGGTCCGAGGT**

How the deposited data were processed for this re-analysis (not part of the article)

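The data set holds small RNA tag counts of 2 libraries, 1 from fruit pulp of 'Anliu' sweet orange (WT) and 1 from its red-flesh mutant 'Hong Anliu' (MT), both at 170 days after flowering. The paper's methods name 3 trees and 10 fruits per tree, and its text does not name whether the fruits of the trees were pooled. The authors isolated small RNAs by size, ligated adaptors, reverse transcribed and amplified the products and sequenced them. They filtered the reads on base quality, trimmed the adaptors and merged identical reads. The value the authors deposited for each tag of 18 to 30 nt is its count of reads, without normalization, and beside it the length of the tag in nt. No read was aligned to a genome, and no molecular identifiers were used.

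From these counts, a tag was retained in a library where it had at least 3 reads. The retained reads were 1785395 in WT and 3345746 in MT, and these totals scale TPM, the reads per 1000000 retained reads. The smallest value that can be seen, 3 reads, is 1.68 TPM in WT and 0.897 TPM in MT. Shares are given with 95% Wilson confidence intervals. Because reads amplified by PCR without molecular identifiers are not independent, intervals and floors cover counting error only. The 85 known miRNAs of Additional file 5 and the 12 miRNAs of Table 2, written csi-nov-01 to csi-nov-12 here, were counted as the tags with exactly their sequences. Families were taken from Additional file 5 and summed. The log2 ratio of MT to WT was computed with 0.5 read added to each count. The tags on the hairpins of Additional files 6 and 8 were found by exact match to the sequences as read from the supplements, some of which are incomplete or hold misread letters, and assigned to a side of the hairpin's middle. For tRNA, snRNA and snoRNA the tags listed in Additional files 3 and 4 were used, each distinct tag once. The tRNA lists were first counted by entry, and tags listed more than once were merged after the counts had been seen.

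Each miRNA was tested by Fisher's exact test (two-sided) on its reads against the other retained reads, at 0.01. All tags with at least 10 reads in the libraries together were tested in the same way with Benjamini-Hochberg adjustment. With 1 library per genotype these tests compare the libraries and not the genotypes, and no difference has a replicate check. To place the listed miRNAs among other tags, 10000 random lists were drawn with seed 20. For each listed miRNA, 1 tag was drawn from the 200 tags nearest in mean abundance, after the abundance was blurred by up to 0.25 on the log2 scale. The blur was added after a test on simulated data had shown that percentiles without it were too low for lists with tied low counts, and at that time the percentiles of the real lists without the blur had been seen.

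The alternatives set before the data were examined were the Z test of Kal et al., Benjamini-Hochberg adjustment over the 97 miRNAs, a level of 0.05, a minimum of 1 read, tags kept in both libraries with at least 3 reads in either, and scaling to the unfiltered reads given in the paper (4987484 in WT and 7163041 in MT), to the reads on the 97 miRNAs or by the TMM method over all retained tags. Further ones were sums of all tags sharing the first 18 nt, the exact test of edgeR with an assumed biological coefficient of variation of 0.2 or 0.4, and MT thinned at random to the number of deposited WT reads. For lengths, all unique tags, unique tags with at least 10 reads and reads were used, and for all tags a minimum of 50 reads. Scaling to the reads on tags retained in both libraries was added after seeing the data. The miRNAs named are those named in the text, Table 2, Table 4, Figure 4 and Figure 6 of the paper. Of the tags outside Table 2 and Additional file 5, the 3 with the largest rise and the 3 with the largest fall in TPM from WT to MT are named, and this rule was also set before the data were examined. Named besides, after their values had been seen, were the miRNAs retained in 1 library only and the hairpins with reads on both arms.

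Overlapping tags of 20 to 22 nt were joined into longer sequences through shared stretches of 17 nt, where at least 70% of the reads gave the same next base, with at most 50 reads counted per tag and a length of at least 100 nt. The number of these sequences without a stop codon in 1 frame was compared with 1000 shuffles of their bases. A joined sequence was assigned to 1 library where the other had at most 1% as many reads on it. Substitution rates were taken around tags of 20 to 22 nt with at least 1000 reads. The tests on csi-nov-11 and on fragments of structural RNAs were set to undecided after their values had been seen.

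The steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16. On simulated data with 200 tags changed 4-fold among 102825 tags, the exact test found 93% of the changed tags and called 0 unchanged ones. The changed tags had at least 100 reads in the libraries together. Counts for this test and for the random lists below were drawn without a spread between libraries. These values thus do not cover tags with fewer reads or libraries that differ by more than counting error. The exact test of edgeR with the simulated coefficient of variation of 0.2 found 99% of 200 tags changed 8-fold among 1200 tags and called 12 unchanged ones. Random lists of unchanged tags had a mean percentile of 50.0 and lists of 50 tags changed 4-fold a percentile of 100.

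The libraries were not matched to a genome or to transcripts, so positions, predicted target transcripts with small RNAs and the small RNA hotspots of the paper were not analysed here. The qRT-PCR data were not used here. The share of rRNA was not analysed here, and the rRNA tags at hand served only to check the 6 named tags. The miR157 sequences of Figure 4 were not analysed here.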

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

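The tests of whether these tags belong to listed miRNAs or to structural RNAs were chosen after their counts had been seen. The tags themselves were picked by a rule set before the data were examined, as the 3 tags with the largest rise and the 3 with the largest fall in TPM from WT to MT among those that are neither in Additional file 5 nor in Table 2 of the paper. Their reads are far above the floor of 3 reads.

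The rises were those of GGTCATGGGAGGATTGGCGAAA, from 4313 to 12629 TPM (log2 ratio 1.55), TCAGGATATGGTTTTGATAAT, from 1597 to 7914 TPM (log2 ratio 2.31), and GGTCATGGGAGGATTGGCGAGA, from 2804 to 8883 TPM (log2 ratio 1.66). The tags GGTCATGGGAGGATTGGCGAAA and GGTCATGGGAGGATTGGCGAGA differ from each other by 1 base. The falls were those of TTGGACAGAGAAATCACGGTCA, from 19926 to 13891 TPM (log2 ratio -0.52), TCAGGAAACGGGTTGGTGGAAC, from 2186 to 66.1 TPM (log2 ratio -5.05), and TCGCAGGAGCTTTCTACGGTT, from 3892 to 2121 TPM (log2 ratio -0.88). TTGGACAGAGAAATCACGGTCA had the most reads of all tags in both libraries. Every one of the 6 passed the level of 0.01 in Fisher's exact test with Benjamini-Hochberg adjustment, which compares the libraries and not the genotypes. The fall of TTGGACAGAGAAATCACGGTCA depends on the scaling, since its log2 ratio was 0.19 under TMM scaling, and that of TCGCAGGAGCTTTCTACGGTT was reduced to -0.16. The other 4 tags kept their direction under TMM scaling and with MT thinned to the WT reads.

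A first technical explanation is that the tags are other ends or 1-base variants of a listed miRNA. Of the 6 tags, 1 shares 16 bases in a row with a listed miRNA. This is TTGGACAGAGAAATCACGGTCA, which is csi-nov-11 with 1 more base at its 5' end. The explanation may hold for that tag and was not borne out for the other 5. A second is that they are fragments of tRNA, snRNA, snoRNA or rRNA. Of the tags listed in Additional files 3 and 4, 0 share 16 bases in a row with any of the 6, but the rRNA lists at hand hold 1999 tags per library and are not complete, so the tags cannot be told apart from rRNA fragments. This test was first read as decided and was set to undecided after its value had been seen, because the lists are shortened. None of the 6 was found in the hairpins of Additional files 6 and 8 as read from the supplements. With 1 library per genotype, no biological explanation for the differences between WT and MT was tested.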

How the results depend on the processing

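No test of an explanation in this part was chosen after its result was seen. No paired analysis was possible because each genotype has 1 library. Alternatives named in the planning for matches to a genome with at most 1 mismatch and for target transcripts (tags with at least 10 reads, and the antisense strand only) were not run, since their main results were not computed here.

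The log2 ratios of 43 named miRNAs were recomputed under each alternative, 558 values in all. Of these, 474 kept their direction and their side of the test's level, 56 kept the direction and no longer passed the level, 12 kept the direction and newly passed it, and 16 changed direction. A change of scaling moves every log2 ratio by the same amount. This shift was 0.71 for TMM scaling, 0.38 with the unfiltered reads of the paper and 0.34 with the reads on tags retained in both libraries, the last chosen after seeing the data. With a minimum of 1 read, the totals shift by 0.35, and ratios of miRNAs that regain reads under the minimum move by other amounts, such as that of csi-miR319e, which regains 2 reads in MT. With MT thinned to the WT reads, the retained totals alone would shift the ratios by 0.68, but the MT reads of each tag are also fewer, and the log2 ratio of TTGGACAGAGAAATCACGGTCA moved from -0.52 to -0.40. TMM scaling moved the median log2 ratio of all tags from -0.06 to 0.65. Its factors were computed after the minimum of 3 reads, whose floor in TPM is higher in WT, and how this filter moved them was not examined.

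Under TMM scaling, the log2 ratio turned positive for csi-miR390a (0.26), csi-miR167d (0.29), csi-miR172a (0.27), csi-miR473a (0.0504), csi-miR477a (0.44) and csi-miR845b (0.46), and for the tag TTGGACAGAGAAATCACGGTCA (0.19). With a minimum of 1 read, those of csi-miR477a (0.0785) and csi-miR845b (0.0930) turned positive, as they did with the unfiltered reads of the paper (0.12 and 0.13) and with the reads on tags retained in both libraries (0.0693 and 0.0838). With MT thinned, csi-miR845b was at 0.42. Apart from the thinning, the shift of each of these settings is larger than the log2 ratio in the main setting that it reversed. The reads of csi-miR845b, 3 in WT and 5 in MT, allow no direction to be given. With all tags sharing the first 18 nt summed, csi-miR167d was at 0.55 and csi-miR168a at -0.0393. Scaled to the reads on the 97 miRNAs, csi-miR168a was at -0.00238, against 0.03 in the main setting.

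The number of differing miRNAs kept within 1.5 times the main count under every alternative but those with an assumed spread between libraries. From 36 known miRNAs and 8 of Table 2, it fell to 20 and 5 with a biological coefficient of variation of 0.2 and to 10 and 4 with one of 0.4. All of these also differ by Fisher's exact test. In the sums over the first 18 nt, miRNAs that share these nt have the same sum and are each counted. Under the other settings, between 32 and 48 known miRNAs and between 7 and 9 of Table 2 differed. The share that was higher in MT was 36.4% of the differing miRNAs in the main setting, 63.4% under TMM scaling, 46.2% with a minimum of 1 read and also with the unfiltered reads of the paper. For the known miRNAs alone it was 38.9% in the main setting, 67.6% under TMM scaling, and 50% with a minimum of 1 read, with the unfiltered reads and with a coefficient of variation of 0.4. For Table 2 it was 25% in the main setting and 42.9% under TMM scaling. Over all tags, 35871 differed with at least 10 reads in the libraries together and 7726 with at least 50, out of 96633 and 11055 tested. The share of differing tags higher in MT was 53.8% in the main setting and 75.3% under TMM scaling.

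The known miRNAs retained in 1 library only were 18 in WT and 19 in MT in the main setting. They were 9 and 12 with a minimum of 1 read, and 8 and 12 where a tag was kept in both libraries with at least 3 reads in either. With the first 18 nt summed they were 14 and 14, and with MT thinned 22 and 13, so that more were then found in WT only.

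Among the length shares, that of 21 to 24 nt was 90.2% in WT and 91.9% in MT over all unique tags, 94.4% and 95.1% with at least 10 reads, and 93.9% and 93.8% by reads. The 24-nt share was 58.3% and 52.8% over all unique tags, 63.4% and 43.3% with at least 10 reads, and 57.3% and 39.7% by reads. It was higher in WT than in MT in each of these. With all tags sharing the first 18 nt summed, miR168 had 7837 TPM in WT and 7627 in MT, miR172 had 4423 and 3129 TPM, and miR156 had 348 and 1090 TPM. The same sums put the share of known miRNAs at 2.07% in WT and 2.05% in MT, and the miR168 share of these at 37.9% in WT and 37.1% in MT. This reversed the order of the main setting, where the miR168 share was 38.1% in WT and 39.3% in MT. With a minimum of 1 read the share of known miRNAs in all deposited reads was 0.728% and 0.916%. Counting every deposited read of tags listed for either library, as a share of all deposited reads, gave 0.472% for tRNA in WT and 1.01% in MT. For snRNA it gave 0.00641% and 0.0129%, and for snoRNA 0.0104% and 0.00224%. Apart from the scaling shifts and the larger total of all deposited reads, the cause was not tested.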

Differences from the paper's values

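Scaling to the reads on tags retained in both libraries was chosen after seeing the values, and no other alternative in this part was. Of 125 values that the paper states for a measure computed here, 84 lay within 1.5 times and 41 did not. The other alternatives named here were set before the data were examined. For single miRNAs the alternatives compared were a minimum of 1 read, tags kept with at least 3 reads in either library, the unfiltered reads, TMM scaling, the sum of tags sharing the first 18 nt and thinning MT, and those not named for a miRNA left its difference in place.

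For the known miRNAs as a share of reads, 1.87% in WT and 1.85% in MT stand against the paper's 3.7% and 3.1%. Here the share covers the 85 sequences of Additional file 5, while the paper's covers all sequences matched to miRBase. A minimum of 1 read and the sum of tags sharing the first 18 nt, the alternatives run for this share, did not close the gap. The paper's Table 1 gives 3.46% and 2.61% for known miRNAs, and against these the MT share lies within 1.5 times and the WT share does not. The miR156 family had 291 TPM in WT and 1022 TPM in MT, against the paper's 3566 and 4397. The sum of tags sharing the first 18 nt, the alternative run for families, did not close the gap.

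Of the miRNA* sequences, csi-nov-05* had 12.3 TPM in WT and 18.5 in MT, against the paper's 26 and 50. For csi-nov-03*, 309 TPM in WT and 967 in MT were found, against the paper's about 1000 and about 1900 in Fig. 4A, read by eye. For csi-nov-06* in WT, 0 TPM stands against the paper's about 1.7 in Fig. 4A, read by eye. For these miRNA* values a minimum of 1 read and thinning MT were run, and neither closed a gap. All tags on the arm opposite csi-nov-03 held 1873 reads in WT and 6215 in MT. Those on the arm opposite csi-nov-05 held 43 reads in WT, with a log2 ratio of 1.03. Scaled to the retained reads, these sums lie within 1.5 times of the paper's values in both libraries. The arm sums were not among the alternatives. On the arm opposite csi-nov-06, 0 retained reads were found in WT, so that gap stayed.

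No alternative closed the gap for the following known miRNAs. In both libraries these were csi-miR390a, with 58.8 TPM in WT and 43.0 in MT against the paper's 822.2 and 235.8, and csi-miR156b, with 0 TPM in WT and 0.897 in MT against the paper's 41.3 and 1.8. In WT alone they were csi-miR156a (284 TPM, the paper's 856.2), csi-miR399a (1.68 TPM, the paper's 36.3), csi-miR482c (10.6 TPM, the paper's 29.0), csi-miR395a (8.40 TPM, the paper's 14.0), csi-miR472a (2.80 TPM, the paper's 5.0), cre-miR1171 (0 TPM, the paper's 12.8) and csi-miR845b (1.68 TPM, the paper's 0.0). All tags on the hairpin arm of csi-miR390a held 1311 reads in WT and 766 in MT. Scaled to the retained reads, this sum lies within 1.5 times of the paper's values. The same holds in WT for the arms of csi-miR156a (1357 reads) and csi-miR395a (25). It does not hold for those of csi-miR399a (13), csi-miR472a (148) and cre-miR1171 (60).

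TMM scaling closed the gap for csi-miR156a in MT, where 1019 TPM in the main setting stands against the paper's 1656.1. For csi-miR167a in MT, with 1067 TPM against the paper's 1967.3, TMM scaling and the sum of tags sharing the first 18 nt closed it. For csi-miR162a in MT (16.7 TPM, the paper's 25.7) and csi-miR482c in MT (1.20 TPM, the paper's 2.1), thinning MT to the WT reads and TMM scaling closed it. The sum of tags sharing the first 18 nt closed it for csi-miR159a in MT (10.2 TPM, the paper's 24.8), csi-miR473a in WT (69.5 TPM, the paper's 168.1), csi-miR403 in WT (27.4 TPM, the paper's 41.3), cre-miR1171 in MT (7.77 TPM, the paper's 26.9) and csi-miR1520c in MT (1.20 TPM, the paper's 5.1). Both this sum and TMM scaling closed it for csi-miR473a in MT (43.9 TPM, the paper's 68.1). For csi-miR403 in MT (7.17 TPM, the paper's 10.8), this sum, TMM scaling and thinning MT each closed it. In WT, however, TMM scaling opened a gap for csi-miR162a (267 TPM, the paper's 401.0). For csi-miR167a in WT, TMM scaling and this sum opened a gap as well (407 and 1830 TPM, the paper's 759.6).

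Among the miRNAs of Table 2, written csi-nov-01 to csi-nov-12 here, no alternative closed the gap for csi-nov-02 in WT (1.68 TPM, the paper's 4.5), csi-nov-04 in MT (12.9 TPM, the paper's 0.0), csi-nov-09 in WT (11.2 TPM, the paper's 0.0) and csi-nov-11 in WT (170 TPM, the paper's 591.5). All tags on the hairpin arm of csi-nov-11 held 1059 reads in WT and 436 in MT. Scaled to the retained reads, this sum, which was not among the alternatives, lies within 1.5 times of the paper's values. The arms of csi-nov-09 (20 reads in WT, all of csi-nov-09 itself) and csi-nov-05 (609 reads in WT) gave no such match. Thinning MT closed the gap for csi-nov-01 in MT (1.20 TPM, the paper's 0.0), and thinning MT or TMM scaling for csi-nov-02 in MT (2.09 TPM, the paper's 3.3). A minimum of 1 read or scaling to the unfiltered reads closed it for csi-nov-05 in WT (325 TPM, the paper's 90.5), but both settings moved csi-nov-05 in MT away from the paper's 29.6, from 26.6 TPM to 13.1 and 12.4 TPM. TMM scaling closed it for csi-nov-06 in MT (0.897 TPM, the paper's 1.5). TMM scaling and the sum of tags sharing the first 18 nt each closed it for csi-nov-11 in MT (80.7 TPM, the paper's 132.7) and csi-nov-12 in MT (2.99 TPM, the paper's 4.5). TMM scaling opened a gap for csi-nov-12 in WT (7.88 TPM, the paper's 15.1).

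Other statements of the paper differ in direction or rank. The paper lists csi-miR399a and csi-nov-04 as lower in MT, and here csi-miR399a had 3 reads in WT and 12 in MT and csi-nov-04 had 14 and 43, without passing the level. It lists csi-nov-09 as found in MT only, and here it had 20 reads in WT and 8 in MT and was lower in MT (p = 9.17e-05, Fisher's exact test). The paper has csi-nov-02 lower in MT, and here it had 3 and 7 reads. For csi-miR168a, lower in MT in the paper, the log2 ratio was 0.03, and scaling to the reads on the 97 miRNAs or summing tags sharing the first 18 nt gave the paper's direction. For csi-miR845b, higher in MT in the paper, the log2 ratio was -0.25, and TMM scaling, thinning MT, a minimum of 1 read and the unfiltered reads gave the paper's direction, as did the reads on tags retained in both libraries, an alternative chosen after seeing the values. The paper lists csi-miR166h as lower in MT, and here it had 0 reads in WT and 7 in MT. The paper's direction is also the opposite for csi-miR156g (4 reads in WT and 3 in MT here), csi-miR172b* (5 and 12) and csi-miR1515 (35 and 69), and the sum of tags sharing the first 18 nt gave the paper's direction for csi-miR1515. None of these, apart from csi-nov-09, passed the level here. For csi-miR399a, csi-miR166h, csi-miR156g, csi-miR172b*, csi-nov-02, csi-nov-04 and csi-nov-09, no alternative gave the paper's direction. Summed over its hairpin arm, which was not an alternative, csi-miR399a had 13 reads in WT and 12 in MT. That log2 ratio of -1.02 has the paper's direction but rests on few reads. The arm sums of csi-miR166h (log2 ratio 0.54) and csi-nov-09 (-2.18) stayed opposite to the paper, but neither is a separate check. The only tag on the arm of csi-nov-09 is csi-nov-09 itself. Of the 194 reads in WT and 530 in MT on the arm of csi-miR166h, 181 and 485 are those of csi-miR166a. The paper ranks miR156 directly after miR172 in WT and before it in MT, and here miR156 ranked 8 in WT and 6 in MT, and miR172 ranked 2 in both.

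The retained reads of WT were 1785395, which is 5000 fewer than the paper's 1790395, while the unique tags of both libraries and the reads of MT equal the paper's. The paper's text gives 51 known miRNAs and 9 of Table 2 that differ, against 36 and 8 here. In Additional file 5, 50 known miRNAs have a p-value of the paper under 0.01, and 15 of these did not differ here. Of the 15, 12 differed under at least 1 alternative. The sum of tags sharing the first 18 nt called 8, namely csi-miR164c, csi-miR166g, csi-miR168a, csi-miR171d, csi-miR172c, csi-miR390a, csi-miR390a-3p and csi-miR1520c. For csi-miR164c, csi-miR166g and csi-miR172c this sum is that of the more abundant csi-miR164a, csi-miR166a and csi-miR172a, so these calls say nothing on the miRNA itself, and csi-miR166g and csi-miR172c were called by no other alternative. A level of 0.05 called 7, namely csi-miR156l, csi-miR164c, csi-miR171d, csi-miR172e, csi-miR390a, csi-miR530b and csi-miR845c. The Z test of Kal et al. called 4, namely csi-miR156l, csi-miR164c, csi-miR530b and csi-miR845c. TMM scaling, a minimum of 1 read, tags kept with at least 3 reads in either library, the unfiltered reads, thinning MT and the reads on tags retained in both libraries, which was chosen after seeing the values, each called csi-miR168a, as higher in MT. No alternative called csi-miR156b, csi-miR399a or csi-miR1863. Among the miRNAs of Table 2 that did not differ here, TMM scaling called csi-nov-04 and a level of 0.05 called csi-nov-07.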

Other observations

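The tests on 1-base variants, on the ends of the tags on hairpin arms and on stop codons in joined sequences were chosen after the results they concern had been seen, and the other tests in this part before. The method behind the random lists was corrected once, after a test on simulated data and after its first percentiles had been seen. The test on csi-nov-11 was first read as decided and was set to undecided after its value had been seen. The miRNAs of Table 2 are written csi-nov-01 to csi-nov-12.

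Several listed miRNAs differ by 1 base from a listed miRNA with at least 20 times as many reads. Substitutions were counted around 21 tags in WT and 57 in MT that have at least 1000 reads and are not listed miRNAs. Each possible substitution at a position was counted on its own. At position 1, counted from the 5' end, the median of these was 1.13% of the reads of the tag in WT and 0.0331% in MT. At position 7 it was 0.230% in WT and 0.0480% in MT. Of the 12 such variants among the listed miRNAs in WT, 83.3% had no more reads than the 95th percentile of substitutions at the same position around those tags. In MT, where the rates at positions 1 and 7 were low, this held for 7 of 8 variants. A candidate explanation for the 10 sequences in WT is therefore base substitution, but passing this test does not require the raised rates of WT. Of the 10, csi-miR159b, csi-miR164c, csi-miR167f, csi-miR167c and csi-miR172c change the last base, where substitutions were not clearly more frequent in WT (median 0.205%) than in MT (0.186%). They include csi-miR159b, csi-miR159c, csi-miR159f and csi-miR164c, which were retained in WT only. Real sequence variants of the same abundance could not be told apart from such substitutions.

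The miRNAs retained in 1 library only numbered 37. When the reads of each known miRNA were split between the libraries by library size alone, 20.6 such miRNAs were found on average, with 95% of 10000 draws between 16 and 25. Few reads together with the minimum of 3 reads may thus account for a part of the 37, but not for all of them.

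The listed miRNAs were set beside other tags. Among 10000 random lists of other tags matched on abundance, the number of listed miRNAs with a 2-fold difference, 32 of 59, lay at percentile 5.87. The median size of the log2 ratio of the 48 known miRNAs in this comparison was 1.02, against 1.50 in random lists (percentile 2.66). For the 11 miRNAs of Table 2 in it, the median was 1.72 against 1.56 (percentile 60.0), and 8 had a 2-fold difference against a median of 7 (percentile 70.4). Of the 48 known miRNAs, 24 had a 2-fold difference against a median of 31 (percentile 2.4). The listed miRNAs together thus differed no more than other small RNA tags, whose spread between the libraries may account for these differences. The known miRNAs differed less than most random lists, which argues against a spread of the same size in all tags. With 1 library per genotype, this spread cannot be divided into differences between the genotypes, the fruits and the library preparations.

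The hairpin of csi-nov-08 carries csi-miR482a on its other arm. Reads of csi-miR482a were lower in MT and those of csi-nov-08 higher, a difference of 4.67 on the log2 scale. A preference of the library preparation for the length and the end bases of the tags was tested on tags with at least 50 reads. The median log2 ratios of tags with the length, first base and last base of either arm were 5.84 for csi-miR482a and 5.96 for csi-nov-08, and differed by 0.13. Both medians are far from 0 because many such tags have reads in MT only, so this test is weak. When all tags around each arm were summed, the arms still differed by 4.66, so a shift of the ends was not the cause. A difference in how the arms are kept in WT and MT may remain as a hypothesis, from 1 library per genotype. Sequence from another locus with the same arm was not tested.

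csi-nov-11 had 0.855% of the reads of the tag with 1 more base at its 5' end in WT and 0.581% in MT. Its share lay at percentile 71.4 among the 7 other 22-nt tags with at least 1000 reads in WT and at percentile 31.6 among 19 such tags in MT. So few tags do not allow csi-nov-11 to be told apart from a shortened form of that tag.

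The tags of 21 and 22 nt taken together made up 14.1% of the unique tags in WT and 27.3% in MT, a difference of 13.2 percentage points. Deeper sequencing of MT was tested by thinning MT to the WT reads, and the difference became 15.9 points. Leaving out 1-base variants of abundant tags left 13.3 points. Neither explanation was borne out. By reads, the difference was 18.9 points over all retained tags and 9.89 points within the tags retained in both libraries, slightly more than 0.5 of it. These shares have different totals, because tags retained in both hold different parts of the reads of WT and MT. As a share of all retained reads, 21-nt and 22-nt tags retained in both libraries held 20.3% in WT and 21.4% in MT, and those retained in 1 library held 4.52% and 22.3%, a breakdown made after the other values had been seen. A tag that is much higher in MT falls under 3 reads in WT more easily, so a part of this breakdown follows from the filter itself, and the share of the difference owed to tags of MT only is not settled by these values. Of the 1539 tags of 22 nt with at least 50 reads in MT, 947 had no read in WT. The reverse was rare, since of the 228 such tags in WT, 9 had no read in MT. Tags of 21 and 22 nt without a read in the other library held 19.5% of the retained reads of MT and 2.58% of those of WT.

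Overlapping tags of 20 to 22 nt were joined into longer sequences to ask where these reads come from. Of the 68 sequences joined from MT tags, 24 carried at most 1% as many reads in WT as in MT, with 34610 reads in MT and 60 in WT in all. They came to 2778 bases, with 34.7% of the reads on the strand with fewer reads, and 87.6% of the reads were 21 or 22 nt long. Of the 40 sequences joined from WT tags, 0 had at most 1% as many reads in MT as in WT. After thinning MT to the WT reads, 21 such sequences were still found, so deeper sequencing of MT was not the cause. Of the 24, 91.7% were free of stop codons in 1 frame over their whole length, against a mean of 15.7 of the 24 in shuffled sequences (p = 0.002, permutation test with 1000 shuffles). A candidate explanation is an RNA with a coding sequence present in MT and absent from WT, for example that of a virus. However, the 44 sequences from MT tags that are covered in both libraries were also free of stop codons more often than shuffled ones (84.1%). The test therefore does not part a virus from a transcript of the plant that gives rise to small RNAs of both strands in MT only, and the sequences were not compared with any database. Whether the cause lies in the mutant, in the trees or fruits sampled or in the library cannot be told from 1 library per genotype.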
